# Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes

**DOI:** 10.7554/eLife.108275

**Published:** 2026-06-01

**Authors:** Dorian Besson, Sabine Vaur, Stéphanie Vazquez, Sylvie Tournier, Yannick Gachet, Adrien Birot, Stéphane Claverol, Adèle L Marston, Anastasios Damdimopoulos, Karl Ekwall, Jean-Paul Javerzat

**Keywords:** cohesin, TORC1, adaptive response, phosphorylation, chromosome segregation, gene expression, *S. pombe*

## Abstract

Cohesin is a DNA tethering complex essential for chromosome structure and function. In fission yeast, defects in the cohesin loader Mis4 result in chromosome segregation defects and dysregulated expression of genes near chromosome ends. A genetic screen for suppressors of the thermosensitive growth defect of *mis4-G1487D* identified several hypomorphic mutants of the Target of Rapamycin Complex 1 (TORC1), a conserved kinase that integrates cellular signals to regulate growth and metabolism through substrate-specific phosphorylation. Here, we demonstrate that the TORC1 pathway modulates cohesin functions in chromosome segregation and gene expression. In the context of compromised cohesin loading, the incidence of chromosome segregation defects was modulated by the growth medium in a TORC1-dependent manner. Pharmacological or genetic downregulation of TORC1 activity restored cohesin binding to its chromosomal sites and improved mitotic chromosome segregation. Notably, reduced TORC1 activity also increased cohesin binding and chromosome transmission fidelity in wild-type cells. These results suggest that environmental cues influence chromosome stability via TORC1. Biochemically, TORC1 co-purified with cohesin and reduced TORC1 activity correlated with decreased phosphorylation of specific residues on Mis4 and cohesin. Mutations in cohesin that mimic the non-phosphorylated state mirrored the effects of TORC1 downregulation, showing that TORC1 is part of the network that controls cohesin phosphorylation to modulate its functions. Finally, we show that the functional interaction between TORC1 and Mis4 extends to the regulation of stress-responsive genes. Our findings reveal a TORC1–cohesin link that may facilitate cellular adaptation to environmental changes. Given that TORC1 inhibitors and calorie restriction extend lifespan in diverse species, this connection raises the intriguing possibility that cohesin-mediated changes in chromosome structure contribute to these effects.

## Introduction

The cohesin complex is a pivotal player in genome structure and function. Its activity is critical for a variety of biological processes, including sister-chromatid cohesion, nuclear division, DNA replication and repair, and gene expression. Cohesin is an ATP-powered molecular machine that is capable of capturing DNA. Intra-chromosomal DNA capture folds the interphase genome into loops, which contributes to gene regulation, particularly during development and cell fate decisions. Conversely, DNA capture in trans provides cohesion between sister chromatids, which is essential for chromosome segregation and repair (Zheng and Xie, 2019; Davidson and Peters, 2021; Oldenkamp and Rowland, 2022). The core cohesin complex consists of two Structural Maintenance of Chromosome proteins, Smc1 and Smc3 (Psm1 and Psm3 in the fission yeast *Schizosaccharomyces pombe*) whose ATPase heads are bridged by a kleisin subunit (Rad21/Scc1) to which a fourth subunit (hSTAG1-2, spPsc3, scScc3) binds. 

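psm1 (SPBC29A10.04) lies on chromosome II of the ASM294v2 genome from 2540660 to 2545157, with 2 exons. psm3 (SPAC10F6.09c) and psc3 (SPAC17H9.20) lie on chromosome I, from 1220969 to 1224862 and from 2036327 to 2040544. rad21 (SPCC338.17c) lies on chromosome III from 1342923 to 1346239. Their transcripts were counted by RNA-sequencing in 12 libraries of cells cycling in rich medium at 25°C (V25) and 12 libraries of cells deprived of nitrogen for 24 hr (T0-N). Each set held 4 strains whose genotypes are not paired with the libraries here, so the values are averages or ranges over all 4. psm1 had a median of 169 CPM (normalized counts on the usual CPM scale, from 138 to 200.3) in V25 and 187 CPM (from 161.7 to 216) in T0-N. psc3 had a median of 120.4 CPM (from 104 to 134) in V25 and 79.6 CPM (from 57.6 to 96.1) in T0-N. From V25 to T0-N the log2 fold change was 0.26 for psm1 (standard error 0.055, adjusted p = 2.78e-05) and -0.50 for psc3 (standard error 0.063, adjusted p = 1.04e-09) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each standard error given with an edgeR log2 fold change is that change, without sign, over the square root of the test's F statistic. It adds no evidence beyond the p. The changes of psm3 (-0.026, standard error 0.068, adjusted p = 0.724) and rad21 (-0.38, standard error 0.207, adjusted p = 0.0841) did not pass 0.05 in the same edgeR test. In a fit with the replicate number as a block, the log2 fold changes were 0.26, -0.50, -0.032 and -0.40 for psm1, psc3, psm3 and rad21, and that of rad21 passed. Between growth conditions, libraries with the same replicate number deviated together, with a mean correlation of 0.230 against -0.113 for different numbers. The direction of psm3 changed with the filter on low counts. Each of the 4 genes overlaps at least 1 gene on the opposite strand, and rad21 also overlaps a gene on its own strand. The counts in the table separate the strands, so part of the counts of rad21 may belong to the gene on its own strand.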

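mis4 (SPAC31A2.05c) lies on chromosome I of ASM294v2 from 391628 to 396999, on the minus strand, with 8 exons. ssl3 (SPAC1687.18c) lies on the same chromosome and strand from 936188 to 938157, with 4 exons. Neither gene overlaps another annotated gene or shares a 58-base stretch, the length of the reads, with a gene elsewhere. mis4 transcripts had a median of 82.6 CPM (from 72.9 to 113) in V25 and 122 CPM (from 91.9 to 162.3) in T0-N, a log2 fold change of 0.61 (standard error 0.072, adjusted p = 1.45e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ssl3 transcripts had a median of 85.2 CPM in V25 and 118 CPM in T0-N, a log2 fold change of 0.56 (standard error 0.068, adjusted p = 2.75e-10 in the same edgeR test). The changes were 0.61 and 0.56 with the replicate number as a block. The change of mis4 ranged from 0.23 to 0.99 between the 4 strains, and that of ssl3 from 0.43 to 0.70.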

DNA capture by cohesin requires the so-called loading complex NIPBL/MAU2 (spMis4/Ssl3, scScc2/Scc4) which binds to cohesin and DNA. Inactivation of the cohesin loading machinery before S-phase results in the failure of sister-chromatid cohesion establishment and aberrant chromosome segregation during the ensuing mitosis (Furuya et al., 1998; Ciosk et al., 2000; Bernard et al., 2006). Similarly, DNA loop extrusion is dependent on the NIPBL-Cohesin holocomplex (Davidson et al., 2019). Chromatin loops are dynamic structures that form and dissolve on a time-scale of minutes. In human, the DNA-binding factor CTCF appears to delineate loop domains, often referred to as topologically associated domains (TADs). Dynamically extruding cohesin complexes are thought to facilitate enhancer–promoter scanning in cis. TAD boundaries (insulation) appear regulated as the strengths of CTCF-anchored loop domains are enhanced when mouse embryonic stem cells exit pluripotency. Consistently, mutations in the genes encoding CTCF and cohesin components are linked to human diseases and developmental abnormalities (Zheng and Xie, 2019; Davidson and Peters, 2021; Oldenkamp and Rowland, 2022). The remodelling of genome architecture appears particularly important for appropriate gene expression during cell fate decisions, suggesting that signalling pathways should convey cellular cues to cohesin. In this context, a genetic screen in mammalian cells identified a set of kinases that alter chromosome folding when inactivated (Park et al., 2023).

Here, we reveal a connection between fission yeast cohesin, its loader Mis4 and the Target of Rapamycin Complex 1 (TORC1). TORC1 is a master regulator of cell growth and metabolism, highly conserved in eukaryotes. The kinase activity of TORC1 is stimulated by a variety of intra- and extracellular signals, including nutrients, growth factors, hormones and cellular energy levels. Once activated, TORC1 promotes cell growth and metabolism through the phosphorylation of multiple effectors (González and Hall, 2017; Otsubo et al., 2017). In mammalian species, growth factors and cellular energy stimulate the activity of mTORC1 through the Rheb GTPase, and the inhibition of the tuberous sclerosis complex (TSC), which functions as a GTPase-activating protein for Rheb. In response to amino acid availability, mTORC1 is activated via RAG GTPases in a TSC-independent manner. Under nutrient-rich conditions, TORC1 promotes anabolic processes, such as protein, nucleotide, and lipid synthesis, while inhibiting catabolic processes, such as autophagy.

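tor2 (SPBC216.07c) lies on chromosome II of ASM294v2 from 915085 to 922447, in a single exon, and mip1 (SPAC57A7.11) on chromosome I from 1517223 to 1521460. tor2 overlaps a gene on the opposite strand and mip1 overlaps none. tor2 transcripts had a median of 509 CPM (from 446 to 632) in cycling cells (V25) and 415 CPM (from 346 to 501) after nitrogen deprivation (T0-N). mip1 transcripts had a median of 223 CPM (from 192 to 320) and 179.9 CPM (from 144 to 202). The log2 fold changes, averaged over the 4 strains, were -0.22 for tor2 (standard error 0.062, adjusted p = 0.00113) and -0.29 for mip1 (standard error 0.065, adjusted p = 6.54e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were -0.22 and -0.30 with the replicate number as a block. The sizes of such small changes depend on the scaling between libraries.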

In fission yeast, Tor2 provides the catalytic activity of TORC1, while Mip1, the Raptor equivalent, participates in substrate recognition (Morozumi et al., 2021). 

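The genes pop3 (SPBC21B10.05c, listed under this symbol) and toc1 (SPBP18G5.03) lie on chromosome II of ASM294v2, from 1662891 to 1664360 and from 2403509 to 2405332. tco89 (SPCC162.12) lies on chromosome III from 1552594 to 1554681. toc1 transcripts had a median of 100.4 CPM in V25 and 172 CPM in T0-N, a log2 fold change of 0.83 (standard error 0.085, adjusted p = 2.1e-12 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). tco89 rose from a median of 39.8 CPM to 55.6 CPM, a log2 fold change of 0.58 (standard error 0.068, adjusted p = 9.69e-11 in the same edgeR test). pop3 had a log2 fold change of 0.11 (standard error 0.102, adjusted p = 0.322), which did not pass 0.05 in the edgeR test and was negative without replicate 1. The changes of toc1, tco89 and pop3 were 0.83, 0.58 and 0.094 with the replicate number as a block. toc1 and tco89 each overlap a gene on the opposite strand.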

The complex contains three additional subunits, the mLST8 orthologue Wat1/Pop3, Toc1, and Tco89 (Hayashi et al., 2007). TORC1 plays a crucial role in switching between cell proliferation and differentiation by sensing nitrogen source. When deprived of nitrogen, fission yeast cells arrest in G1, mate, and undergo meiosis. In the absence of a mating partner, G1 cells enter a G0, quiescent state. 

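rhb1 (SPBC428.16c) lies on chromosome II of ASM294v2 from 473670 to 474573, on the minus strand, with 3 exons. Its transcripts had a median of 145 CPM (from 107 to 155) in the 12 V25 libraries and 259 CPM (from 213 to 288) in the 12 T0-N libraries, so the ranges did not overlap. The log2 fold change was 0.96 (standard error 0.062, adjusted p = 3.51e-19 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 0.82 and 1.09 in each of the 4 strains. It was 0.95 with the replicate number as a block. rhb1 overlaps 1 annotated gene on each strand, and its counts could include reads of the gene on its own strand.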

Like its mammalian counterpart, the Rheb GTPase Rhb1 is an essential activator of TORC1. Upon nitrogen deprivation, TORC1 activity is restrained by the Gtr1–Gtr2 GTPases, the TSC complex, and the Gcn2 kinase (van Slegtenhorst et al., 2004; Chia et al., 2017; Fukuda and Shiozaki, 2018; Fukuda et al., 2021). 

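gtr1 (SPBC337.13c) lies on chromosome II of ASM294v2 from 1053622 to 1054973 and gtr2 (SPCC777.05) on chromosome III from 1605061 to 1606539. tsc2 (SPAC630.13c) lies on chromosome I from 369791 to 374217 and gcn2 (SPBC36B7.09) on chromosome II from 2395941 to 2401552. From V25 to T0-N, gtr2 transcripts rose from a median of 38.1 CPM (from 31.5 to 54.8) to 93.4 CPM (from 66.6 to 115), a log2 fold change of 1.34 (standard error 0.096, adjusted p = 9.93e-18 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). gcn2 rose from a median of 173 CPM to 217 CPM, with a log2 fold change of 0.44 (standard error 0.059, adjusted p = 2.65e-09 in the same edgeR test). gtr1 had a log2 fold change of 0.24 (standard error 0.091, adjusted p = 0.0134 in edgeR's test), and did not pass 0.05 with any of the 3 replicates left out, without ribosomal RNA genes or without a filter on low counts. tsc2 had a log2 fold change of 0.028 (standard error 0.054, adjusted p = 0.64), which did not pass in the edgeR test, and changed direction with the processing. The changes of gtr2, gcn2, gtr1 and tsc2 were 1.34, 0.44, 0.24 and 0.027 with the replicate number as a block. gtr2, tsc2 and gcn2 each overlap a gene on the opposite strand.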

In conditions of abundant nutrients, TORC1 activity is high but nevertheless attenuated by the Gtr1–Gtr2 heterodimer, which is analogous to the mammalian RAG GTPases (Chia et al., 2017; Fukuda and Shiozaki, 2018). TORC1 is essential for cell growth, and loss of the TORC1 activity results in cell cycle arrest in G1. Rapamycin only partially inhibits TORC1 activity in *S. pombe* and does not inhibit growth (Otsubo et al., 2017).

The link between cohesin and TORC1 emerged from a genetic screen for mutants able to suppress the thermosensitive growth (Ts) defect of *mis4-G1487D*, which is defective for cohesin loading and chromosome segregation at the restrictive temperature (Birot et al., 2020). In principle the screen had the potential to identify regulators of Mis4, with the rationale that loss of a negative regulator should upregulate residual Mis4^G1487D^ activity and restore growth at the restrictive temperature. Alongside the cyclin-dependent kinase (CDK) Pef1, a known negative regulator of Mis4 (Birot et al., 2020), several mutants of TORC1 were recovered.

In this study, we explore the connection between cohesin and TORC1. Mis4 plays a crucial role in loading cohesin onto chromosomes and establishing sister-chromatid cohesion during the S-phase of the cell cycle. Cohesin loading is reduced in the *mis4-G1487D* mutant at the non-permissive temperature, resulting in defective sister-chromatid cohesion and chromosome segregation defects during mitosis. The downregulation of TORC1 enhanced cohesin binding to Cohesin-Associated Regions (CARs) and reduced chromosome segregation defects. Likewise, the incidence of chromosome segregation defects was modulated by the growth medium in a TORC1-dependent manner. These observations suggested that the TORC1 complex may control cohesin dynamics. Therefore, we investigated the impact of reducing TORC1 activity on wild-type cells. Indeed, the binding of cohesin to CAR increased. Furthermore, this was accompanied by an increase in the fidelity of chromosome transmission during vegetative growth. These findings raise the intriguing possibility that environmental cues could influence the robustness of chromosome segregation processes.

Affinity purification experiments showed that TORC1 and cohesin co-purified from protein extracts. The phosphorylation level of specific residues on cohesin and its loader was reduced in TORC1 mutants. Phospho-mutants recapitulated most of the effects observed when TORC1 was downregulated, arguing that TORC1 signalling contributes to the phosphorylation status of cohesin and thereby to its regulation.

Finally, we asked whether the TORC1–cohesin link may extend to the regulation of gene expression. Previous work from our group had shown that Mis4 plays a role in controlling gene expression in the sub-telomeric regions of chromosomes (Dheur et al., 2011). Since TORC1 is involved in environmental adaptation, we performed transcriptome profiling of Mis4 and TORC1 mutants under different culture conditions. The analysis confirmed that Mis4 affects the expression of a small number of genes with a localization bias away from centromeres and close to telomeres. Interestingly, the identity and number of affected genes differed widely between experimental conditions, suggesting a defective adaptive response. Combining all experiments, 338 genes were differentially expressed in *mis4-G1487D* compared to wild-type. Remarkably, almost all of these genes were also regulated by TORC1. In many cases, the genes were deregulated in the same way and without additive effect, suggesting that Mis4 and TORC1 act in the same pathway.

Collectively, the data presented indicate that TORC1 influences the association of cohesin complexes with chromosomes, regulating their functions in chromosome segregation during mitosis and in the transcriptional response to environmental changes.

## Results

### A genetic screen for suppressors of *mis4-G1487D* identified components of TORC1

The G1487D substitution in the cohesin loader Mis4 renders the strain thermosensitive for growth (Ts, Figure 1A). At the restrictive temperature the amount of cohesin associated with chromosomes is reduced and cells exhibit defects in chromosome segregation during mitosis (Birot et al., 2020). To identify putative regulators of Mis4, we previously carried out a genetic screen for suppressors of the Ts phenotype of *mis4-G1487D* (Birot et al., 2020). One of the suppressors identified was Pef1, a CDK whose activity restrains cohesin binding to CARs. Besides *pef1*, the genetic screen identified three other genes: *tor2* (1 allele), *mip1* (5 alleles), and *caa1* (1 allele). The suppressive effect of the *caa1* mutant was modest (Figure 1—figure supplement 1). On the other hand, *tor2* and *mip1* mutants clearly suppressed the Ts phenotype of *mis4-G1487D*, at a level similar to that conferred by the deletion of the *pef1* gene (Figure 1A, Figure 1—figure supplement 1).

**Figure 1.**
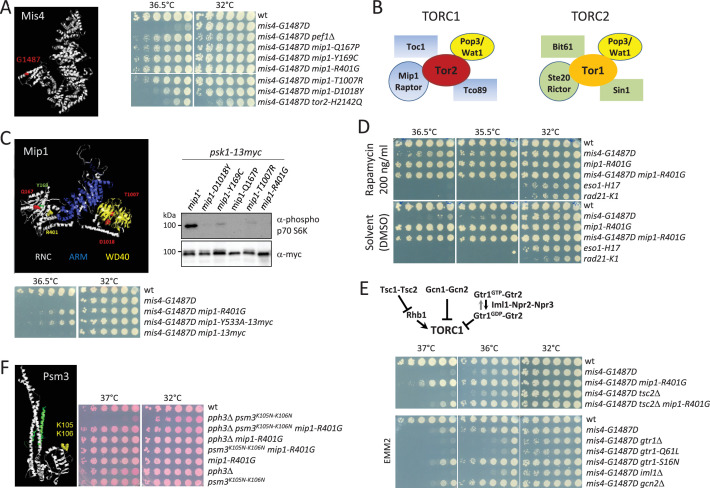
Genetic evidence linking TORC1 to cohesin. (**A**) Model structure of Mis4. The G1487D substitution confers a thermosensitive growth (Ts) phenotype. The cell growth assay shows the suppression of the Ts phenotype by the indicated mutations. (**B**) Composition of fission yeast TORC complexes (adapted from Hayashi et al., 2007). (**C, D**) Downregulation of TORC1 suppresses the Ts growth defect of *mis4-G1487D*. (**C**) Model structure of Mip1 highlighting amino-acid substitutions in the suppressor mutants (RNC:Raptor N-terminal CASPase-like domain, ARM: Armadillo-type fold, WD40: WD-40 repeats). All *mip1* mutant alleles from the genetic screen showed reduced phosphorylation of the S6-kinase Psk1, a known TORC1 substrate. Conversely, *mip1-Y533A* which is deficient for Psk1 binding and phosphorylation, suppressed the Ts phenotype of *mis4-G1487D*. (**D**) The TORC1 inhibitor rapamycin rescued *mis4-G1487D* but not *eso1* and *rad21* mutants. (**E**) Genetic upregulation of TORC1 exacerbates the Ts phenotype of *mis4-G1487D*. The deletion of *gcn2* or *tsc2* was essentially neutral, although the suppression by *mip1-R401G* was reduced in a *tsc2* deleted background. Deletion of *gtr1, iml1*, or *gtr1-Q61L* mimicking the GTP-bound, inactive state of GATOR exacerbated the Ts phenotype of *mis4-G1487D* while mimicking the active GDP-bound form (*gtr1-S16N*) was neutral. (**F**) Psm3^K105N-K106N^ confers a Ts phenotype when combined with the deletion of *pph3*, encoding the catalytic subunit of PP4, a phenotype efficiently rescued by *mip1-R401G*. Figure 1—source data 1.Original files for western blot analysis displayed in Figure 1C. Figure 1—source data 2.PDF file containing original western blots for Figure 1C, indicating the relevant bands.

**Figure 1—figure supplement 1.**
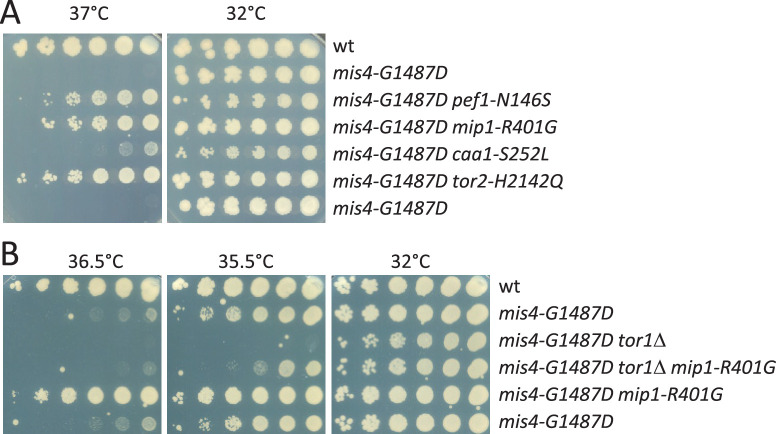
Genetic interactions between *mis4*, *caa1*, and *tor1*. (**A**) Cell growth assay showing the suppression of the Ts phenotype of *mis4-G1487D* by the indicated mutations. Plates were incubated for 6 days at the indicated temperatures. The *caa1* mutant is slow growing and 6 days were required to see a weak suppressor effect. (**B**) The deletion of *tor1*, encoding the catalytic subunit of TORC2, shows a negative genetic interaction with *mis4-G1487D*.

The *caa1* gene encodes an aspartate aminotransferase that is required for full activation of the TORC1 complex (Reidman et al., 2019). Tor2 and Mip1 are components of TORC1 (Hayashi et al., 2007, Figure 1B). Both genes are essential for cell survival. The *tor2* allele recovered in our genetic screen bears a substitution in the kinase domain which affected colony growth suggesting that TORC1 activity is largely affected. The five Mip1/Raptor mutants did not show this phenotype, the growth being similar to that of a wild-type strain. Still they all show reduced phosphorylation of the S6-kinase Psk1 (Figure 1C), a well-known TORC1 substrate (Nakashima et al., 2012). Likewise, the *mip1-Y533A* mutant which is deficient for Psk1 binding and phosphorylation (Morozumi et al., 2021), suppressed the Ts phenotype of *mis4-G1487D* (Figure 1C). In a similar manner, the pharmacological downregulation of TORC1 by rapamycin resulted in enhanced growth of *mis4-G1487D* at the restrictive temperature (Figure 1D). Other thermosensitive mutants of the cohesin pathway (*eso1-H17* and *rad21-K1*) were not rescued ruling out a general suppressing effect. Hence, the suppression of *mis4-G1487D* may stem from reduced TORC1 kinase activity. Conversely, the genetic upregulation of TORC1 exacerbated the Ts phenotype of *mis4-G1487D*. TORC1 activity upon nitrogen deprivation is restrained by the Gtr1–Gtr2 GTPases, the TSC complex, and the Gcn2 kinase. Among these, the Gtr1–Gtr2 GTPases dampen TORC1 even in nutrient replete conditions (Figure 1E, van Slegtenhorst et al., 2004; Chia et al., 2017; Fukuda and Shiozaki, 2018; Fukuda et al., 2021). The deletion of *gcn2* or *tsc2* was essentially neutral in terms of *mis4-G1487D* suppression, although the suppression by *mip1-R401G* was reduced in a *tsc2*-deleted background. Deletion of *iml1, gtr1* or the *gtr1-Q61L* allele (mimicking the GTP-bound inactive state of the Gtr1 GTPase, Chia et al., 2017) exacerbated the Ts phenotype of *mis4-G1487D* while mimicking the active GDP-bound form by using the *gtr1-16N* allele*,* (Chia et al., 2017) was neutral. The deletion of *tor1*, encoding the catalytic subunit of the related complex TORC2 exacerbated the Ts phenotype of the *mis4* mutant (Figure 1—figure supplement 1). As TORC1 kinase activity is upregulated when *tor1* is deleted (Ikai et al., 2011), this observation is in line with the notion that *mis4-G1487D* is sensitive to hyperactive TORC1.

The above genetic analyses show that the Ts phenotype of the *mis4* mutant is dampened when TORC1 activity is downregulated and exacerbated when TORC1 is upregulated. Because *mip1* alleles barely affected growth on their own and were excellent *mis4* suppressors we focused our analyses on one of them, *mip1-R401G*. We found that *mip1-R401G* acted as suppressor in another genetic context of impaired cohesin loading. The acetyl-mimicking forms of Psm3 have been demonstrated to impede the loading of cohesin (Murayama and Uhlmann, 2015; Hu et al., 2015; Birot et al., 2020). This phenotype is exacerbated by the deletion of *pph3*, encoding the catalytic subunit of Protein Phosphatase 4 and the double mutant strain is Ts for growth (Birot et al., 2020). The *mip1-R401G* mutant efficiently suppressed the Ts phenotype of *psm3^K105N-K106N^ pph3*Δ (Figure 1F), indicating that the suppression is not restricted to *mis4-G1487D* but appears generally related to cohesin loading.

### The occurrence of chromosome segregation defects in *mis4-G1487D* is modulated by TORC1 and growth conditions

When *mis4-G1487D* cells were shifted to the restrictive temperature cell proliferation was reduced and viability dropped ~25-fold after 24 hr when compared to wild-type. The *mip1-R401G* mutation efficiently attenuated the proliferation and viability defects (Figure 2A). A hallmark of cohesin mutants is the occurrence of abnormal mitoses in which the spindle apparatus attempts to segregate un-cohered sister chromatids. A single kinetochore is captured by microtubules emanating from opposite spindle poles (merotelic attachment) and moves back and forth on the anaphase spindle as a result of opposite forces (Pidoux et al., 2000; Gregan et al., 2011). Live cell analysis confirmed the occurrence of merotelic kinetochores in the *mis4* mutant (Figure 2—figure supplement 1). In fixed cells, a merotelically attached chromatid appears as DAPI-stained material lagging on the anaphase spindle. Anaphases with lagging DNA were frequent for *mis4-G1487D* after one doubling of the cell population at the restrictive temperature and their occurrence was significantly reduced by *mip1-R401G* (Figure 2B). Rapamycin exposure during a single cell cycle also reduced the frequency of anaphases with lagging DNA, although the effect was weaker (Figure 2C). This is consistent with the notion that the downregulation of TORC1 reduced chromosome segregation defects of the *mis4* mutant. The suppressor effect of the *mip1-R401G* mutation was not restricted to the *mis4* mutant. The frequency of anaphases with lagging DNA was efficiently reduced in the *psm3^K105N-K106N^ pph3Δ* background (Figure 2D). As for *mis4-G1487D*, cohesin loading is impaired in this genetic setup (Birot et al., 2020) but Mis4 is wild-type. This shows that the suppression is not allele-specific, but may instead stem from an upregulation of the cohesin loading machinery.

**Figure 2.**
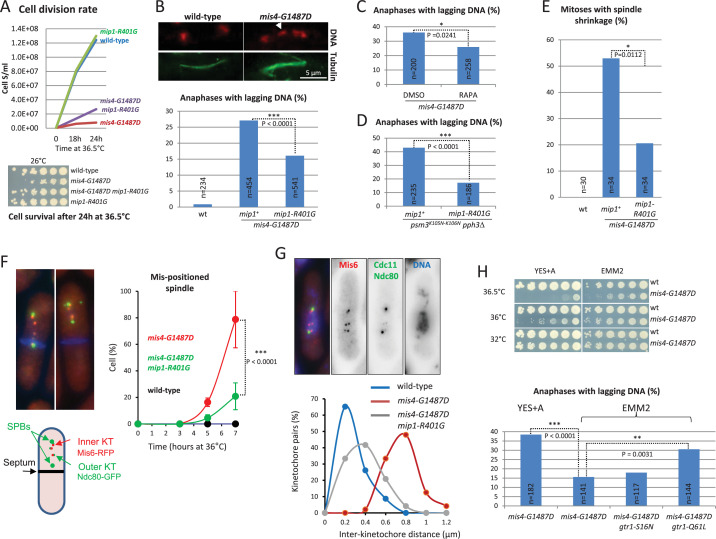
The incidence of chromosome segregation defects in *mis4-G1487D* is modulated by TORC1 and the growth medium. (**A**) Exponential growing cells at 25°C were shifted at 36.5°C for 24 hr. The growth curve shows that *mip1-R401G* attenuated the *mis4-G1487D* temperature growth defect. Cell survival after the 24 hr temperature shift was addressed by plating serial fivefold cell dilutions at permissive temperature for *mis4-G1487D* (4 × 10^4^ cells in the first row). Cell survival was reduced ~25-fold in *mis4-G1487D* and restored to wild-type levels when combined with *mip1-R401G*. (**B**) Exponentially growing cells at 25°C were shifted at 36°C for one doubling. DNA was stained with DAPI (red, pseudo-colour) and tubulin detected by indirect immunofluorescence (green). Lagging DNA (white arrow) was defined as DAPI-stained material on the anaphase spindle (length >5 µm). (**C**) Rapamycin reduces the incidence of anaphases with lagging DNA. Rapamycin (RAPA, 200 ng/ml) or solvent alone (DMSO) was added to cycling cells at 25°C and the cultures shifted to 36°C for one doubling of the cell population. Samples were treated as in B. (**D**) The *mip1* mutant reduced the frequency of anaphases with lagging DNA in the *psm3^K105-K106N^ pph3*Δ background. Cells were treated as in B. (**E**) Spindle shrinkage events (shrinkage of more than 0.5 µm) were detected by live analysis of cells undergoing anaphase at 36.5°C (Figure 2—figure supplement 2). (**F**) Anaphase cells with displaced spindle. Cells were cultured at 36.5°C, fixed and stained with Calcofluor to visualize septa (blue). Shown are mean and SD from three independent experiments (*n* > 65 cells per strain and per experiment). (**G**) Measurement of inter-kinetochore distance. Cells were shifted to 36.5°C for 5 hr and subsequently chilled at 4°C for 30 min. Cells were fixed, DNA stained with DAPI and the distance between Mis6 signals was measured. The images on the top show scattered kinetochore pairs in the *mis4-G1487D* mutant. Bottom, graph showing the distribution of inter-kinetochore distances (wt, *n* = 46; *mis4-G1487D*, *n* = 48; *mis4-G1487D mip1-R401G, n* = 48). (**H**) Top, cell growth assay showing that the Ts growth defect of *mis4-G1487D* is more severe in YES+A medium that in EMM2. Bottom, the frequency of anaphases with lagging DNA is higher in YES+A than in EMM2. The inactive form of the TORC1 inhibitor Gtr1 (Gtr1-Q61L) increased the frequency of abnormal anaphases while the active form was neutral (Gtr1-S16N). Cells were treated as in B. (*) (**) (***), p-values from two-sided Fisher’s exact test.

**Figure 2—figure supplement 1.**
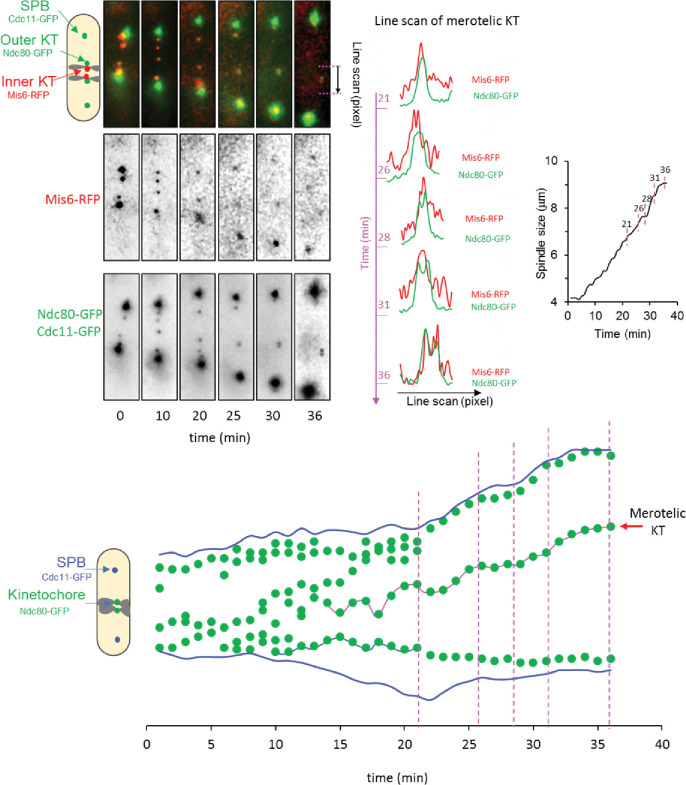
Live analysis of *mis4-G1487D* undergoing anaphase at 36.5°C. A merotelic kinetochore is evidenced by the stretching of the outer kinetochore protein Ndc80 (line scan time 28–36 min).

**Figure 2—figure supplement 2.**
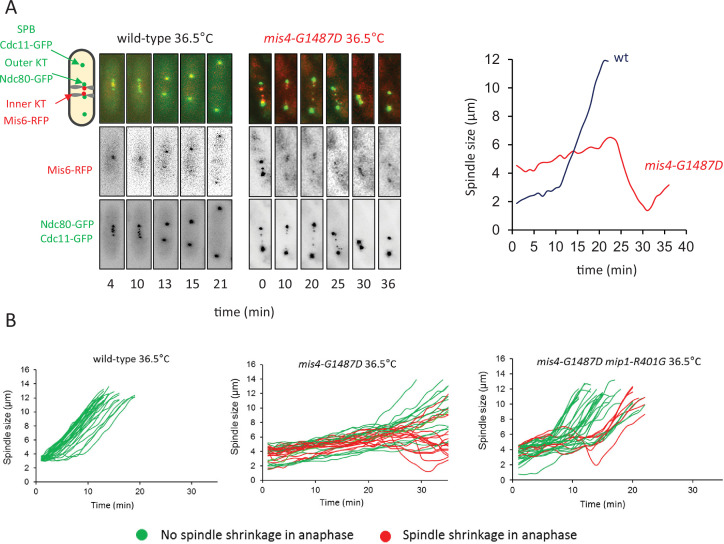
Live analysis of anaphase cells revealed spindle shrinkage events. (**A**) Example of a *mis4-G1487D* cell showing spindle shrinkage during anaphase. (**B**) As shown in Figure 2E the proportion of mitotic cells with the occurrence of spindle shrinkage (>0.5 µm; red curves) is reduced in the *mip1-R401G* background (wt, *n* = 30; *mis4-G1487D, n* = 34; *mis4-G1487D mip1-R401G, n* = 34).

**Figure 2—figure supplement 3.**
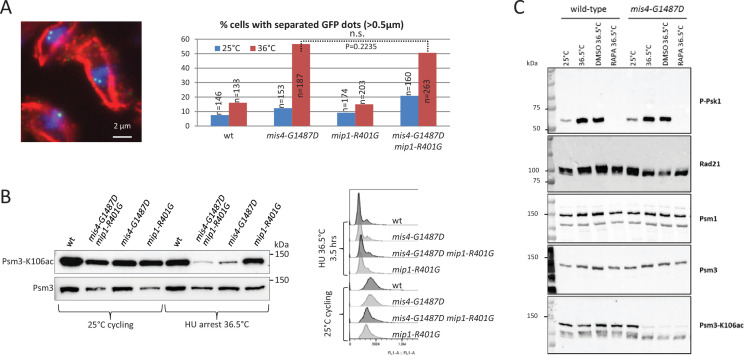
Sister chromatid cohesion and the level of cohesin acetylation remain low in the *mis4-G1487D mip1-R401G* strain. (**A**) Sister-chromatid cohesion assay at the *ade6* locus. Exponentially growing cells at 25°C were shifted at 36°C for one doubling. Fixed cells were treated for detection of GFP dots and tubulin by indirect immunofluorescence. The sample image on the left shows *mis4-G1487D* cells. DNA appears in blue, tubulin in red and the GFP-marked *ade6* locus in green. Separated GFP dots (>0.5 µm) were scored in G2 cells as judged by the presence of the interphase array of microtubules and a single nucleus. p-value from two-sided Fisher’s exact test. (**B, C**) Psm3-K106 acetylation levels. (**B**) Exponentially growing cells at 25°C were shifted at 36.5°C. HU (12 mM) was added at the time of the shift and cells incubated for 3.5 hr. The level of Psm3-K106 acetylation was determined by western blotting. Cell cycle arrest in early S-phase was checked by DNA-content analysis (Right). (**C**) Rapamycin (200 ng/ml) or solvent alone (DMSO) was added to exponentially growing cells at 25°C and the cultures shifted to 36.5°C for one doubling of the cell population. Protein extracts were analysed by western blotting using antibodies detecting phosphorylated Psk1 and the cohesin core subunits Rad21, Psm1, and Psm3. The acetylated form of Psm3 was detected with anti Psm3-K106ac antibodies. Figure 2—figure supplement 3—source data 1.Original files for western blot analysis displayed in panel B. Figure 2—figure supplement 3—source data 2.PDF file containing original western blots for panel B, indicating the relevant bands.

**Figure 2—figure supplement 4.**
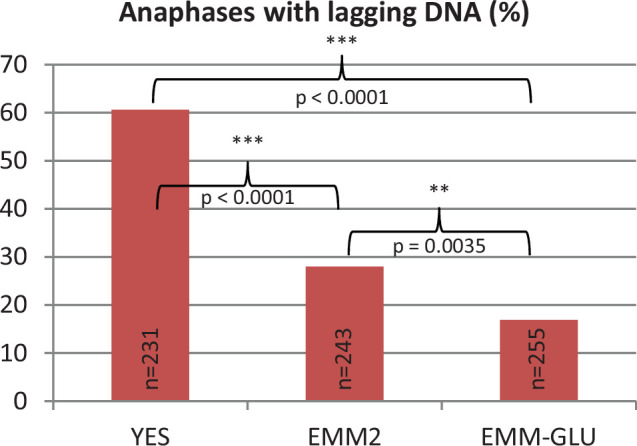
The frequency of anaphases with lagging DNA is dependent on the culture medium. Exponentially growing *mis4-G1487D* cells at 25°C in the indicated media were shifted at 36.5°C for one doubling of the cell population. DNA was stained with DAPI and tubulin detected by indirect immunofluorescence. Lagging DNA was defined as DAPI-stained material on the anaphase spindle (length >5 µm). EMM-GLU is EMM2 in which NH_4_Cl was replaced by 20 mM glutamate. (*) p-values from two-sided Fisher’s exact test.

Merotelic kinetochores oppose spindle forces and reduce the rate of spindle elongation during anaphase. As the number of merotelic kinetochores increases, the spindle elongation rate slows down and may even become negative resulting in spindle shrinkage (Courtheoux et al., 2009). The rate of spindle elongation was strongly affected in *mis4-G1487D* and spindle shrinkage events were frequent, indicative of a high level of merotely. Spindle shrinkage occurred in ~53% of anaphases in *mis4-G1487D* whereas it was reduced to ~21% in the *mip1-R401G* background (Figure 2E, Figure 2—figure supplement 2). Particularly striking was the observation of spindle shrinkage followed by asymmetric spindle displacement resulting in the generation of anucleate daughter cells after cytokinesis (Figure 2F). Nearly 80% of cells showed this phenotype in *mis4-G1487D* for the late time points whereas the frequency was reduced to ~20% in the presence of *mip1-R401G*. Altogether, these analyses indicate that the *mis4* mutant experienced numerous merotelic events during anaphase at the restrictive temperature, leading to asymmetric spindle shrinkage and the production of anucleate cells. The suppression of these phenotypes by *mip1-R401G* is consistent with improved sister-chromatid cohesion, leading to a lower incidence of merotelic attachments and chromosome segregation defects. At centromeres, defective cohesion results in increased distance between sister-kinetochores, a phenotype that can be evidenced by microscopy. When early mitotic cells are abruptly cooled on ice, microtubules disassemble leaving unattached kinetochore pairs (Gachet et al., 2008). In some instances a kinetochore pair drifts away from the other chromosomes, allowing the measurement of inter-kinetochore distance. The inter-kinetochore distance increased in the *mis4* mutant compared to the wild-type. Importantly, the defect was reduced in the *mip1-R401G* background (Figure 2G). The suppression was nevertheless partial, suggesting sister-centromere cohesion was not fully restored. Using a GFP-tagged *ade6* locus on the right arm of chromosome III, we found that sister-chromatid cohesion remained defective at that site (Figure 2—figure supplement 3). The level of Psm3 acetylation, a marker of sister-chromatid cohesion establishment, was low in the *mis4* mutant and was not restored by *mip1-R401G* or rapamycin. These data suggest that sister-chromatid cohesion remains defective overall, but has improved sufficiently, particularly at the centromeres, to enable more effective chromosome segregation during mitosis.

Physiologically TORC1 acts as a rheostat, its activity rising with nutrient availability. YES is a rich undefined medium containing numerous sources of nitrogen, whereas ammonia is the sole source of nitrogen in EMM2. The Ts phenotype of *mis4-G1487D* was stronger and the frequency of lagging DNA was higher in the rich, complete medium YES than in the synthetic minimal medium EMM2 (Figure 2H). The artificial increase of TORC1 activity by *gtr1-Q61L* resulted in an elevated rate of anaphases with lagging DNA in EMM2 medium (Figure 2H). Conversely, the use of glutamate, a nitrogen source slightly poorer than ammonia (Davie et al., 2015) reduced chromosome segregation defects (Figure 2—figure supplement 4). Altogether, these analyses show that the incidence of chromosome segregation defects of *mis4-G1487D* is modulated by growth conditions in a TORC1-dependent manner.

### Reduced TORC1 activity increased Mis4 and cohesin binding to CARs

The cohesin loading complex performs its essential function during G1/S (Furuya et al., 1998; Ciosk et al., 2000; Bernard et al., 2006). The downregulation of TORC1 may rescue *mis4-G1487D* by upregulating its residual cohesin loading activity. To address this issue, cells were arrested at the end of the G1-phase by the use of the *cdc10-129* Ts mutation and cohesin binding to chromosomes monitored by Rad21 chromatin immunoprecipitation (ChIP)-qPCR at known CARs (Figure 3A). Cycling *S. pombe* cells are essentially in the G2-phase of the cell cycle (Carlson et al., 1999). When shifted at 36.5°C, *cdc10-129* cells progress through G2, M, and arrest in G1. As reported previously, Rad21 binding to CARs was reduced in a *mis4-G1487D* background (Feytout et al., 2011; Vaur et al., 2012; Birot et al., 2020). The *mip1-R401G* mutation efficiently restored cohesin binding to near wild-type levels (Figure 3B). A similar effect was observed in the *psm3^K105N-K106N^ pph3*Δ background (Figure 3—figure supplement 1) indicating that *mip1-R401G* restores cohesin loading in these two distinct genetic contexts. Importantly, a similar stimulating effect was observed in cells with a wild-type cohesin loading machinery. In an otherwise wild-type background, Mis4 and Rad21 binding to CARs were increased in *mip1-R401G* cells at most chromosomal sites examined (Figure 3C, D).

**Figure 3.**
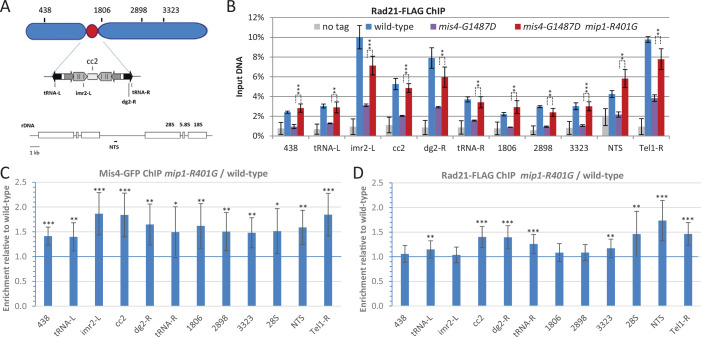
Increased cohesin binding to Cohesin-Associated Regions in the raptor mutant *mip1-R401G.* (**A**) Chromosomal sites examined were Cohesin-Associated Regions along the arms (438, 1806, 2898, and 3323) and centromere of chromosome 2, the non-transcribed spacer region (NTS) of the rDNA gene cluster on chromosome 3 and the chromosome 1 right telomere. Within the centromere, the central core (cc2) which is the site of kinetochore assembly, the imr and dg repeats that flank the central core on either side and at tRNA-rich domains that delineate the centromere. (**B**) The *mip1-R401G* mutation restores cohesin binding in *mis4-G1487D* cells. Cohesin binding to chromatin was monitored by Rad21-FLAG ChIP in G1 cells (*cdc10-129* arrest) at 36.5°C. Error bars = SD from 4 ChIPs (technical replicates), except for *mis4-G1487D* (3 ChIPs). ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05 by two-tailed, unpaired *t*-test with 95% confidence interval. (**C, D**) The *mip1-R401G* mutation increased Mis4 and Rad21 binding in *mis4^+^* cells. ChIP assays were made with *cdc10-129*-arrested cells. (**C**) Mean ratios ± SD were calculated from 2 independent experiments and 4 technical replicates per experiment. (**D**) Mean ratios ± SD were calculated from 4 independent experiments and 4 technical replicates per experiment. ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05, by two-tailed, one sample *t*-test with 95% confidence interval.

**Figure 3—figure supplement 1.**
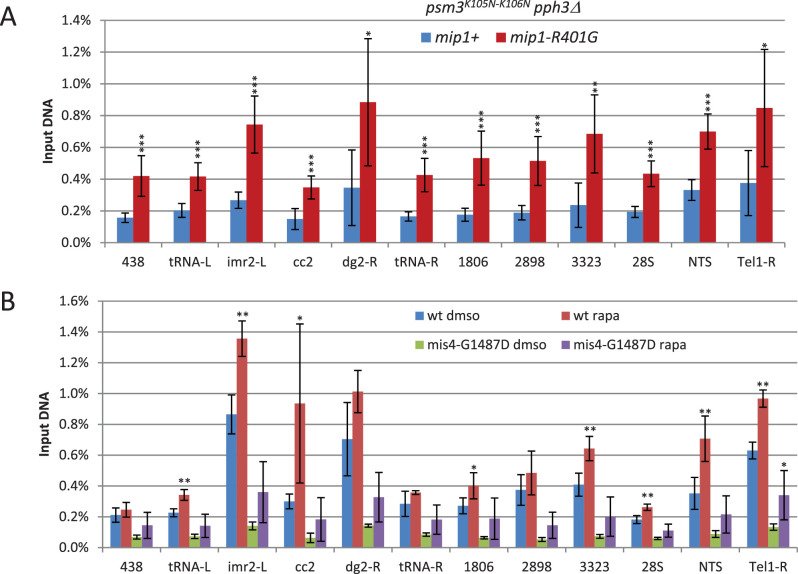
Genetic or pharmacological downregulation of TORC1 increases the binding of cohesins to CARs under wild-type conditions or when the cohesin loading machinery is impaired. (**A**) The *mip1-R401G* mutation increases cohesin binding to Cohesin-Associated Regions in *pph3*Δ *psm3^K105N-K106N^* cells. Exponentially growing cells at 25°C were shifted to 36°C for one doubling of the cell population. Cohesin binding to chromatin was monitored by ChIP using anti-Rad21 antibodies. Mean and SD from 6 ChIPs (4 and 2 technical replicates from 2 independent experiments). (**B**) Effect of rapamycin treatment on cohesin binding. Exponentially growing cells at 25°C were shifted to 36°C for one doubling of the cell population. Rapamycin (200 ng/ml) or solvent alone (DMSO) was added at the time of the temperature shift. Cohesin binding to chromatin was monitored by ChIP using anti-Rad21 antibodies. Mean and SD from 4 ChIPs (2 technical replicates from 2 independent experiments). ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05, by two-tailed, one sample *t*-test with 95% confidence interval.

Rapamycin treatment during a single cell cycle provoked a similar stimulation of Rad21 binding at CARs (Figure 3—figure supplement 1), albeit with noticeable differences. In *mis4*^+^ cells, both *mip1-R401G* and rapamycin induced a significant increase in Rad21 binding at several CARs (*tRNA-left*, *cc2*, *3323*, *NTS*, *Tel1-R*). However, some CARs that exhibited increased Rad21 binding in the *mip1* mutant did not respond significantly to rapamycin (*dg2-R*, *tRNA-R*). Conversely, rapamycin (but not *mip1-R401G*) induced a significant increase in Rad21 binding at *imr2-L* and *CAR1806* (Figure 3D, Figure 3—figure supplement 1). In the *mis4-G1487D* mutant background, *mip1-R401G* induced a significant increase in Rad21 binding at all examined sites (Figure 3B). Similarly, rapamycin did increase Rad21 binding at all sites but only at the *Tel1-R* site did this reach statistical significance (Figure 3—figure supplement 1). We conclude that TORC1 downregulation results in increased cohesin abundance at CARs, presumably by stimulating cohesin loading.

It is important to note at this stage that, although rapamycin and TORC1 mutants both decrease TORC1 kinase activity, the two are not equivalent. The mechanisms by which TORC1 kinase activity is reduced are different, and TORC1 mutants suppress the *mis4-G1487D* phenotype more effectively than rapamycin. It is known that bona fide TORC1 substrates respond differently to rapamycin. Some phosphosites show acute sensitivity, while others are less sensitive or even insensitive (Kang et al., 2013). TORC1 mutants cause a constitutive decrease in activity with possible adaptive effects, whereas rapamycin is applied for a single cell cycle. While the lists of affected TORC1 substrates may overlap, they are unlikely to be identical. Furthermore, the phosphorylation level of the relevant substrates is not necessarily altered to the same extent. It is therefore remarkable that negative regulation of TORC1 by rapamycin or a genetic mutation both alleviate *mis4-G1487D* phenotypes and have a fairly similar effect on cohesin dynamics.

### TORC1 components co-purify with cohesin and its loader

To see whether TORC1 and cohesin may interact we affinity-purified Mis4 and Rad21 complexes and analysed associated proteins by label-free mass spectrometry (Figure 4A). To avoid cell cycle effects, extracts were prepared from G1 (*cdc10-129*)-arrested cells. All TORC1 components co-purified with Mis4 and Rad21 and conversely, additional co-immunoprecipitation experiments showed that cohesin co-purified with TORC1 (Figure 4B, C). Tor2, the kinase subunit of TORC1, is particularly well detected in Rad21 and Mis4 co-immunoprecipitation experiments (Figure 4, Figure 4—figure supplement 1). To determine whether the R401G mutation in Mip1 affects these interactions, co-immunoprecipitation experiments were repeated in both the *mip1-R401G* and *mip1*^+^ contexts. The data obtained indicate that Tor2 co-immunoprecipitation with Mis4 and Rad21 is largely unaffected by the *mip1-R401G* mutation (Figure 4—figure supplement 1). If *mip1-R401G* affects the regulation of cohesin by TORC1, this does not appear to stem from a gross defect in their interaction, at least at this level of resolution.

**Figure 4.**
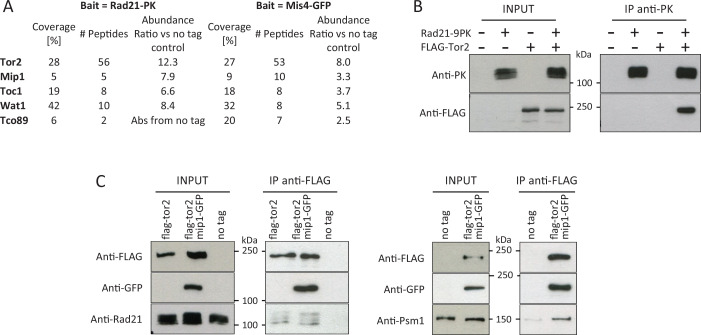
TORC1 components co-purify with Rad21 and Mis4. (**A**) Affinity purifications (triplicate samples) were made from G1-arrested cells (*cdc10-129* arrest) and proteins analysed by label-free mass spectrometry. (**B, C**) Reciprocal co-immunoprecipitation experiments. Western blots were probed with the indicated antibodies. (**B**) Rad21-PK IP (*cdc10-129*-arrested cells). (**C**) Tor2-FLAG IP (cycling cells). Figure 4—source data 1.Original files for western blot analysis displayed in Figure 4B, C. Figure 4—source data 2.PDF file containing original western blots for Figure 4B, C, indicating the relevant bands.

**Figure 4—figure supplement 1.**
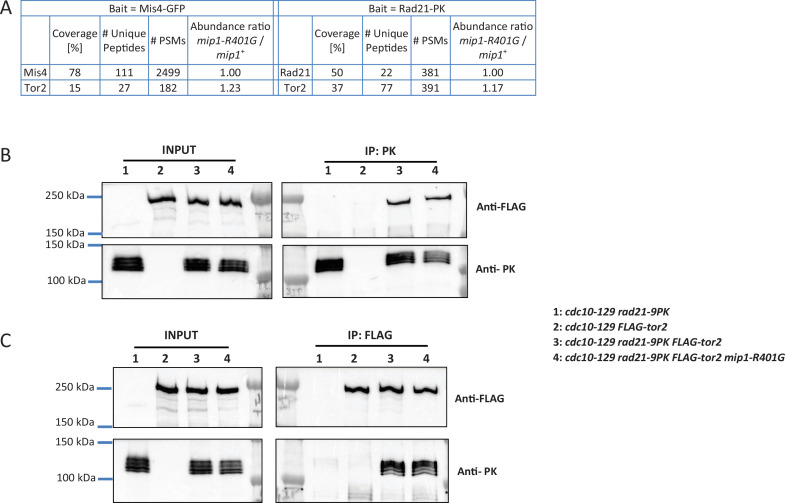
The *mip1-R401G* mutation does not prevent the Tor2 kinase from co-immunoprecipitating with Mis4 and Rad21. (**A**) Mis4-GFP and Rad21-PK were affinity-purified from *mip1-R401G* and *mip1*^+^ cells (*cdc10-129* arrest) and triplicate samples analysed by label-free mass spectrometry. The ratios *mip1-R401G* vs *mip1*^+^ were calculated with protein abundances normalized to the amount of bait protein. (**B, C**) Reciprocal Tor2 and Rad21 co-immunoprecipitation experiments. Protein extracts were prepared from *cdc10*-arrested cells. Western blots were probed with the indicated antibodies. (**B**) Rad21-PK IP and (**C**) FLAG-tor2 IP. Figure 4—figure supplement 1—source data 1.Original files for western blot analysis displayed in panels B and C. Figure 4—figure supplement 1—source data 2.PDF file containing original western blots for panels B and C, indicating the relevant bands.

### TORC1 signalling affects the phosphorylation levels of Mis4-S183 and Psm1-S1022

To see whether TORC1 activity may affect cohesin or Mis4 phosphorylation status, Mis4 and Rad21 complexes were purified from *mip1-R401G* and *mip1^+^* cells and triplicate samples analysed by label-free mass spectrometry. As before, protein extracts were prepared from G1-arrested cells to avoid cell cycle induced changes. A serine residue (S183) within the N terminal domain of Mis4 was less phosphorylated in *mip1-R401G* compared to wild-type. Likewise, Psm1-S1022 phosphorylation level was decreased (Figure 5A). Antibodies were raised against the phosphorylated forms (Figure 5—figure supplements 1 and 2) and this confirmed that the levels of Mis4-S183p and Psm1-S1022p were reduced in *mip1-R401G* cells (Figure 5B, C). A similar reduction was also apparent in the unrelated mutant *mip1-Y533A* (Figure 5—figure supplement 1). Rapamycin exposure during one complete cell cycle led to a reduction of Psm1-S1022 phosphorylation (Figure 5D). Mis4-S183 behaved differently as its phosphorylation was increased by rapamycin (Figure 5E). Altogether, these data show that the phosphorylation levels Mis4-S183 and Psm1-S1022 are responsive to alterations in TORC1-signalling.

**Figure 5.**
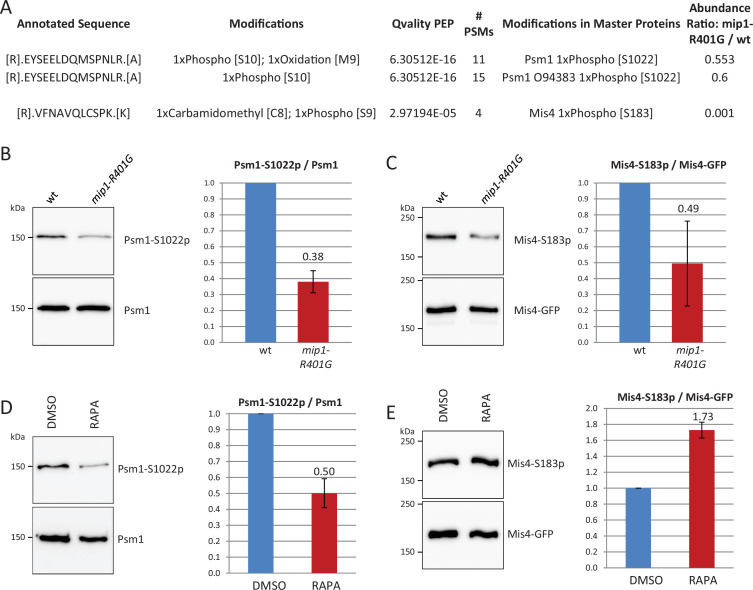
TORC1 signalling affects the phosphorylation levels of Psm1-S1022 and Mis4-S183. (**A**) Mis4-GFP and Cohesin (Rad21-PK) were affinity-purified from G1-arrested cells (*cdc10-129* arrest). Triplicate samples were analysed by label-free mass spectrometry. Mis4-S183 and Psm1-S1022 phosphorylation levels were reduced in the *mip1-R401G* background. (**B**) Cohesin was purified by Rad21-FLAG immunoprecipitation from *cdc10-129*-arrested cells and probed with anti-Psm1-S1022p and anti-Psm1 antibodies. Mean ratios ± SD from three independent experiments. (**C**) Mis4-GFP was affinity-purified from *cdc10-129*-arrested cells and probed with anti-Mis4-S183p and anti-GFP antibodies. Mean ratios ± SD from three independent experiments. (**D, E**) Effect of rapamycin on the phosphorylation status of Psm1-S1022 and Mis4-S183. Rapamycin (RAPA, 200 ng/ml) or solvent alone (DMSO) was added to cycling cells at 25°C and the cultures shifted to 36°C for one doubling of the cell population. (**D**) Cohesin was purified by Rad21-FLAG immunoprecipitation and probed with anti-Psm1-S1022p and anti-Psm1 antibodies. Mean ratios ± SD from two technical replicates. (**E) **Mis4-GFP was affinity purified and probed with anti-Mis4-S183p and anti-GFP antibodies. Mean ratios ± SD from two technical replicates. Figure 5—source data 1.Original files for western blot analysis displayed in panels B–E. Figure 5—source data 2.PDF file containing original western blots, indicating the relevant bands for panels B–E.

**Figure 5—figure supplement 1.**
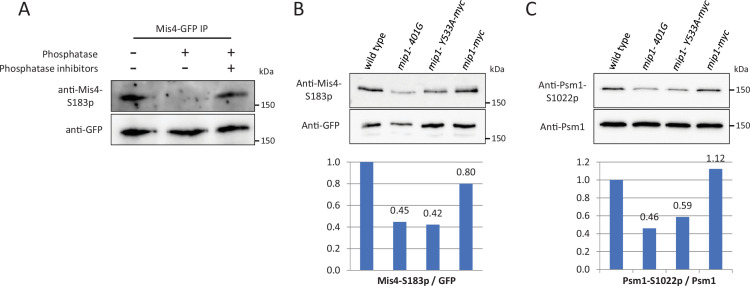
Reduced phosphorylation levels of Mis4-S183 and Psm1-S1022 in the Raptor mutant *mip1-Y533A*. (**A**) Phosphatase assay showing the specificity of anti-Mis4-S183p antibodies. Mis4-GFP was affinity-purified from *cdc10*-arrested cells. Phosphatase treatment was performed in the presence of absence of phosphatase inhibitors and proteins analysed by western blotting with the indicated antibodies. (**B**) Mis4-GFP immunoprecipitations made from cycling cells. Western-blots were probed with anti-Mis4-S183p and anti-GFP antibodies. (**C**) Rad21-FLAG immunoprecipitations made from G1 cells (*cdc10-129* arrest). Western blots were probed with anti-Psm1-S1022p and anti-Psm1 antibodies. Figure 5—figure supplement 1—source data 1.Original files for western blot analysis displayed in panels A–C. Figure 5—figure supplement 1—source data 2.PDF file containing original western blots, indicating the relevant bands for panels A–C.

**Figure 5—figure supplement 2.**
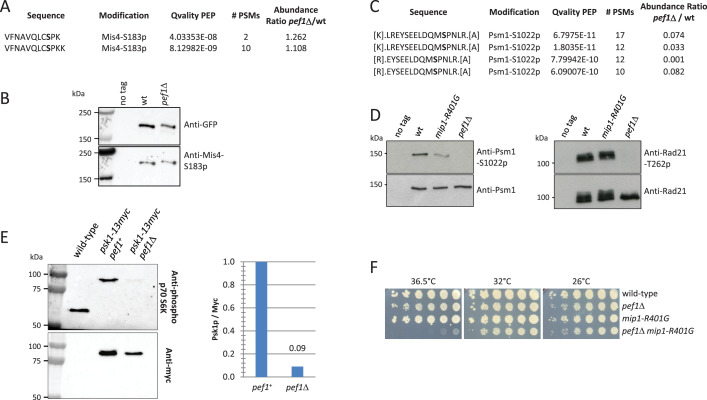
Psm1-S1022 phosphorylation depends on Pef1 CDK, whereas Mis4-S183 does not. (**A, B**) The phosphorylation of Mis4-S183 is not dependent on Pef1. (**A**) Mis4-GFP was affinity-purified from *pef1^+^* and *pef1*Δ cells (*cdc10-129* arrest) and triplicate samples analysed by label-free mass spectrometry. (**B**) Mis4-GFP was affinity-purified from *pef1^+^* and *pef1*Δ cells (*cdc10-129* arrest) and proteins analysed by western blotting using the indicated antibodies. (**C, D**) The phosphorylation of Psm1-S1022 is dependent on Pef1. (**C**) Rad21-PK was affinity-purified (triplicate samples) from *pef1^+^* and *pef1*Δ cells (*cdc10-129* arrest) and proteins were analysed by label-free mass spectrometry (**D**) Rad21-FLAG was affinity-purified from *pef1^+^* and *pef1*Δ cells (*cdc10-129* arrest) and proteins analysed by western blotting using the indicated antibodies. Consistent with the mass spectrometry analyses, the anti-Psm1-S1022p antibodies did react with Psm1 of wild-type but not from *pef1*Δ cells. (**E**) Psk1 phosphorylation is reduced in *pef1*Δ. TCA extracts from cycling cells were probed by western blotting with the indicated antibodies. (**F**) Cell growth assay showing the negative genetic interaction between *pef1*Δ and *mip1-R401G*. Figure 5—figure supplement 2—source data 1.Original files for western blot analysis displayed in panels B, D, and E. Figure 5—figure supplement 2—source data 2.PDF file containing original western blots, indicating the relevant bands for panels B, D, and E.

**Figure 5—figure supplement 3.**
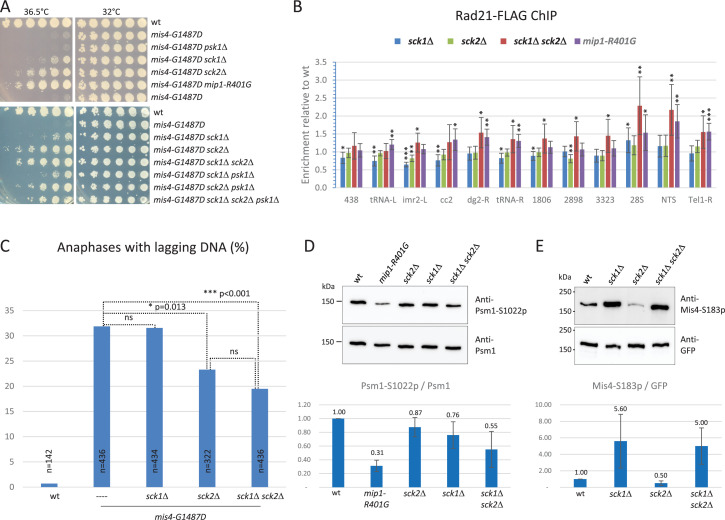
Regulation of cohesin by AGC kinases downstream of TORC1. (**A**) Cell growth assay showing the genetic interaction between *mis4-G1487D* and null mutants of AGC kinase genes. (**B**) Cohesin binding to chromatin was monitored by Rad21-FLAG ChIP in G1 cells (*cdc10-129* arrest). Mean ratios and SD were calculated from 2 independent experiments and 4 technical replicates per experiment. ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05, by two-tailed, one sample *t*-test with 95% confidence interval. (**C**) Exponentially growing cells at 25°C were shifted at 36.5°C for one doubling of the cell population and fixed. DNA was stained with DAPI and tubulin detected by indirect immunofluorescence. Lagging DNA was defined as DAPI-stained material lagging on the anaphase spindle (length >5 µm). p-values from two-sided Fisher’s exact tests. (**D, E**) Psm1-S1022 and Mis4-S183 phosphorylation levels in AGC kinase mutants in *cdc10-129*-arrested cells. Rad21-FLAG (**D**) and Mis4-GFP (**E**) immunoprecipitates were analysed by western blotting using the indicated antibodies and the ratios of signal intensities were calculated. Mean ± SD from 3 experiments. Figure 5—figure supplement 3—source data 1.Original files for western blot analysis displayed in panels D and E. Figure 5—figure supplement 3—source data 2.PDF file containing original western blots, indicating the relevant bands for panels D and E.

Both phosphorylation sites on Psm1 and Mis4 adhere to the CDK consensus (S–T/P) but were not described as direct targets of Cdc2, the main fission yeast CDK (Swaffer et al., 2018). Label-free mass spectrometry indicated that the phosphorylation of Mis4-S183 was not dependent on the CDK Pef1 either (Figure 5—figure supplement 2). However, Psm1-S1022 phosphorylation was strongly reduced in *pef1* deleted cells (Figure 5—figure supplement 2). Pef1 was reported as a positive regulator of TORC1 (Matsuda et al., 2020), suggesting Pef1 may promote the phosphorylation of Psm1 through TORC1 activation. Indeed, the phosphorylation level of the TORC1 substrate Psk1 was reduced in *pef1* deleted cells and the double mutant *pef1*Δ *mip1-R401G* grew very poorly (Figure 5—figure supplement 2), consistent with further reduced TORC1 activity. The phosphorylation of Psm1 is therefore possibly dependent on the activation of TORC1 by Pef1. Conversely, Pef1 activity does not seem to depend on TORC1 as the phosphorylation status of Rad21-T262, which is a Pef1 substrate (Birot et al., 2020), was not affected by *mip1-R401G* (Figure 5—figure supplement 2).

TORC1 may regulate cohesin phosphorylation directly, or via the activation of downstream kinases. In fission yeast there are three known AGC kinases phosphorylated and thereby presumably activated by TORC1: Psk1, Sck1, and Sck2 (Nakashima et al., 2012; Chica et al., 2016). The ribosomal S6 kinase Psk1 was introduced earlier. The closest homologs of Sck1–2 are SGK1–3 (Serum/glucocorticoid regulated kinase 1, 2, and 3) in human and SCH9 in budding yeast. AGC kinase genes are dispensable for growth in fission yeast, either alone or in combination, which rendered possible a straightforward analysis.

Deletion of the *psk1* gene was essentially neutral for *mis4-G1487D* (Figure 5—figure supplement 3). The deletion of *sck1* had a weak suppressor effect whereas *sck2* deletion suppressed the growth defect to a level similar to *mip1-R401G*. The double deletion of *sck1* and *sck2* had the same effect as the single deletion of *sck2*. Using Rad21-FLAG ChIP-qPCR on G1-arrested cells we determined the relative enrichment of cohesin localized at CARs in the mutant strains versus wild-type (Figure 5—figure supplement 3). A small decrease was observed for *sck1*Δ at several CARs, such as 438, tRNA-L, cc2, imr2-L, and 1806. The *sck2*Δ single mutant behaved quite similar to wild-type, at least in G1-arrested cells. In contrast, the *sck1*Δ *sck2*Δ double mutant showed an increase relative to wild-type at almost all loci examined and at a level similar to *mip1-R401G*. This indicates a synthetic effect of the simultaneous deletion of *sck1* and *sck2* on cohesin association at CARs in G1-arrested cells. The frequency of chromosome segregation defects in the *mis4-G1487D* strain remained unchanged in a *sck1*-deleted background, but was significantly reduced when either the *sck2* or both the *sck1* and *sck2* genes were deleted (Figure 5—figure supplement 3).

The phosphorylation of Psm1-S1022 was close to the wild-type level in the *sck1*Δ and *sck2*Δ single mutants (76% and 87%, respectively). The *sck1*Δ *sck2*Δ double mutant showed a 45% decrease in phosphorylation (Figure 5—figure supplement 3). These results suggest that *sck1* and *sck2* are redundant for the regulation of Psm1-S1022 phosphorylation. The phosphorylation level of Mis4-S183 was increased 5.6-fold in *sck1*Δ compared to wild-type. Conversely, Mis4-S183p was reduced in the *sck2*Δ strain (50% decrease relative to wild-type) and the double mutant showed a fivefold higher signal than the wild-type (Figure 5—figure supplement 3). As Mis4-S183 is phosphorylated in the double mutant this indicates that Mis4-S183 is phosphorylated by another, unknown kinase, at least in this genetic context. In this scenario, the unknown kinase would be positively regulated by Sck2 and negatively by Sck1.

The consensus site for Sck1 and Sck2 is unknown. If we assume some conservation with budding yeast SCH9, the consensus sequence would be RRxS/T. Psm1-S1022 (DQMSP) and Mis4-S183 (QLCSP) do not fit the consensus. However, this should be taken with care as many SCH9-dependent phosphorylation sites did not fall within the consensus in a study using analogue-sensitive AGC kinases and phosphoproteomics (Plank et al., 2020). Alternatively, Sck1–2 may regulate other kinases. Indeed Psm1-S1022 and Mis4-183 lie within CDK consensus sites and Psm1-S1022 phosphorylation is Pef1-dependent.

The interplay between TORC1, Pef1 and other kinases downstream of TORC1 appears complex and remains to be elucidated. Nevertheless, the above data show that TORC1 signalling affects the phosphorylation level of Mis4 and Psm1, the abundance of cohesin at CARs and the suppression of *mis4-G1487D* phenotypes.

### Mis4-S183 and Psm1-S1022 are relevant targets for the regulation of cohesin by TORC1

The *mip1-R401G* mutant is a strong suppressor of *mis4-G1487D* phenotypes and the phosphorylation levels of Mis4-S183 and Psm1-S1022 are reduced. To address the causality of the phosphorylation status, we generated mutants mimicking the non-phosphorylated (S to A) or phosphorylated state (S to E/D). Non-phosphorylatable *mis4* and *psm1* mutants rescued *mis4-G1487D* growth and chromosome segregation defects while phospho-mimetics had the opposite effect (Figure 6A–D). Cohesin binding to CARs as assayed by ChIP tend to increase for the mutants mimicking the non-phosphorylated state and to decrease with the phospho-mimicking forms (Figure 6E). The rescue of *mis4-G1487D* by the non-phosphorylatable form was modest but significant, notably within centromeric regions (*imr2-L*, *dg2-R*) and at the telomere (*Tel1-R*) site (Figure 6E and see Figure 6—figure supplement 1 for comparison with wild-type levels). Conversely, the mutant mimicking the phosphorylated state displayed a significant reduction of Rad21 binding at those sites as well as to several other sites at the centromere (*cc2*, *tRNA-R*), *CAR2898*, and at the ribosomal non-transcribed spacer site *NTS*. Likewise, non-phosphorylatable *mis4* and *psm1* mutants efficiently rescued growth and chromosome segregation defects in the *psm3^K105N-K106N^ pph3*Δ background and ChIP analyses revealed that cohesin binding to CARs was clearly stimulated (Figure 6—figure supplement 2). These data show that the phenotypes of *mip1-R401G* are largely recapitulated by mutants mimicking the non-phosphorylated state, arguing that Mis4 and Psm1 are relevant downstream effectors for cohesin regulation by the TOR signalling pathway.

**Figure 6.**
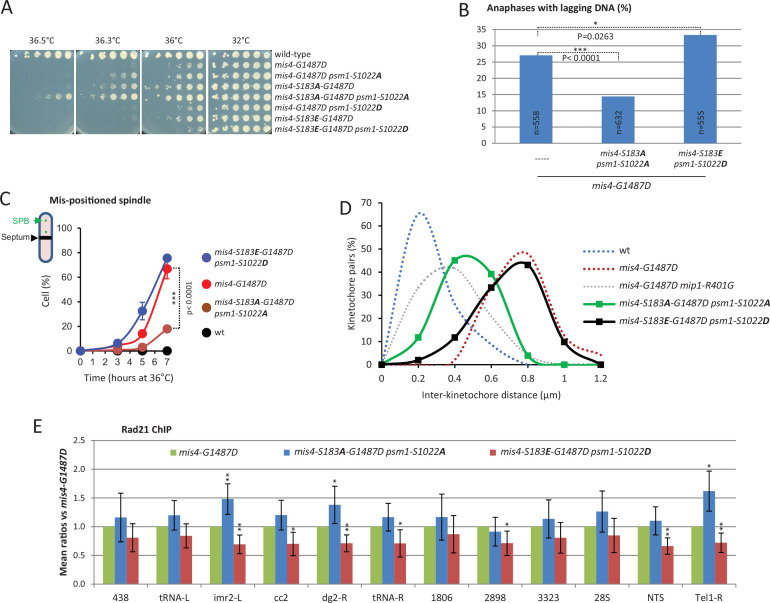
Mimicking the non phosphorylated state of Psm1-S1022 and Mis4-S183 alleviates *mis4-G1487D* phenotypes. (**A**) Cell growth assays. (**B**) Anaphases with lagging DNA. Exponentially growing cells at 25°C were shifted at 36°C for 3.5 hr (one doubling). DNA was stained with DAPI and tubulin detected by indirect immunofluorescence. Lagging DNA was defined as DAPI-stained material on the anaphase spindle (length >5 µm). p-values from two-sided Fisher’s exact test. (**C**) Anaphase cells with displaced spindle. Cells were cultured at 36°C, fixed and stained with Calcofluor to visualize septa. Mean and SD from three independent experiments (*n* > 70 cells per strain and per experiment). p-value from two-sided Fisher’s exact test. (**D**) Inter-kinetochore distance. Cells were treated as in Figure 2G (*n* = 51 for each mutant). Data from Figure 2G are shown for comparison (dotted lines). (**E**) Rad21 ChIP. Exponentially growing cells at 25°C were shifted at 36°C for 3.5 hr (one doubling). Mean and SD from 6 ratios (3 technical replicates from 2 independent experiments). **p ≤ 0.01, *p ≤ 0.05, by two-tailed, one sample *t*-test with 95% confidence interval.

**Figure 6—figure supplement 1.**
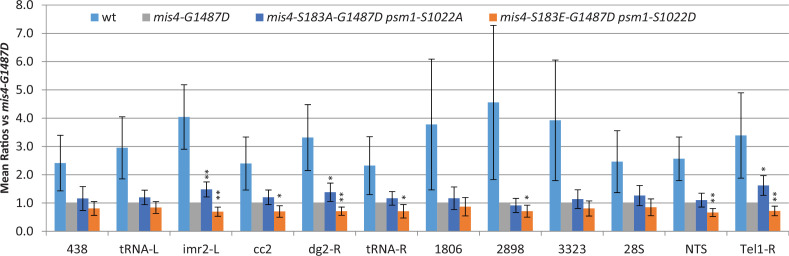
Related to Figure 6E. The wild-type data were added for comparison.

**Figure 6—figure supplement 2.**
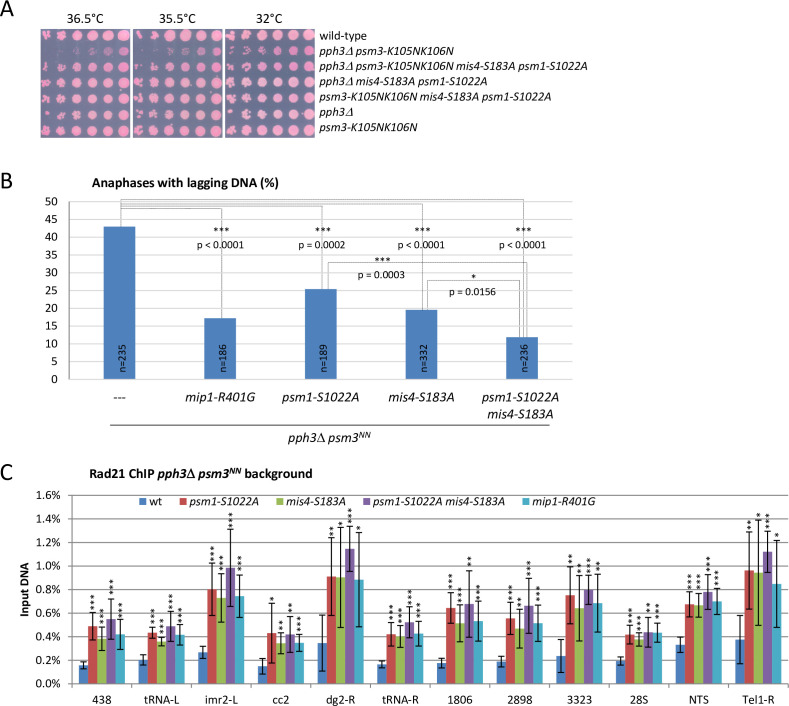
Mimicking the non phosphorylated state of Psm1-S1022 and Mis4-S183 suppressed *pph3*Δ *psm3^K105-K106N^* phenotypes. (**A**) Cell growth assay showing the suppression of the Ts phenotype. (**B**) Exponentially growing cells at 25°C were shifted at 36°C for one doubling. DNA was stained with DAPI and tubulin detected by indirect immunofluorescence. Lagging DNA was defined as DAPI-stained material on the anaphase spindle (length >5 µm). p-values from two-sided Fisher’s exact tests. (**C**) Exponentially growing cells at 25°C were shifted to 36°C for one doubling of the cell population. Cohesin binding to chromatin was monitored by ChIP using anti-Rad21 antibodies. Mean and SD from 6 ChIPs (4 and 2 technical replicates from 2 independent experiments). ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05, by two-tailed, one sample *t*-test with 95% confidence interval.

### Rapamycin increased the fidelity of chromosome transmission of wild-type cells in a pathway involving Psm1 phosphorylation

The data we have obtained so far show that reducing TORC1 activity reduced the severity of chromosome segregation defects in genetic contexts where cohesin loading is compromised. We therefore wondered whether the alteration of TORC1 activity could affect the fidelity of chromosome transmission in the wild-type. The loss frequency of whole, natural chromosomes can be estimated by measuring the breakdown of diploids (Allshire et al., 1995). Remarkably, diploids were more stable when grown in the presence of rapamycin when compared to solvent alone (Figure 7A). We also measured the loss frequency of CM3112, a circular, non-essential minichromosome derived from the centromere region of chromosome III (Matsumoto et al., 1990). In the wild-type, it is lost at a rate of around 1 per 100 divisions. Again, rapamycin led to a substantial decrease in the incidence of CM3112 loss (Figure 7B). The frequency of CM3112 loss was reduced in the *mip1-R401G* mutant when compared to wild-type. Furthermore, the combination of rapamycin and *mip1-R401G* did not result in an additive effect, consistent with rapamycin and *mip1-R401G* acting in the same pathway. In a similar manner, *psm1-S1022A* showed minimal responsiveness to rapamycin, while *psm1-S1022D* exhibited a discernible response. The involvement of Mis4-S183 phosphorylation was less clear. The *mis4-S183A* mutant did show a reduced response to rapamycin (Figure 7—figure supplement 1). However, the phosphomimetic allele *mis4-S183E* did not restore the response to rapamycin, and the double mutants did not reveal a clear genetic interaction, which complicated the interpretation. Taken together, these data indicate that rapamycin increases the stability of chromosomes through a pathway involving Mip1 and the phosphorylation of the cohesin subunit Psm1.

**Figure 7.**
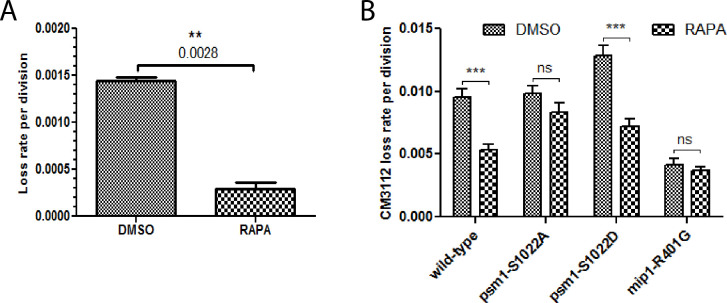
Rapamycin reduces the frequency of chromosome loss. (**A**) The rate of chromosome loss was estimated by measuring the breakdown of diploids after growth in medium containing rapamycin (RAPA, 200 ng/ml) or solvent alone (DMSO). Data are mean ± SD, *n* = 2 per group, **p < 0.01, unpaired *t*-test. (**B**) Loss rate of the CM3112 minichromosome. The loss rate was determined in the presence of rapamycin (RAPA, 200 ng/ml) or solvent alone (DMSO). Data are mean ± SEM, *n* = 4 per group (*n* = 10 for the wild-type), ***p < 0.001, repeated measures two-way ANOVA followed by Bonferroni post hoc test.

**Figure 7—figure supplement 1.**
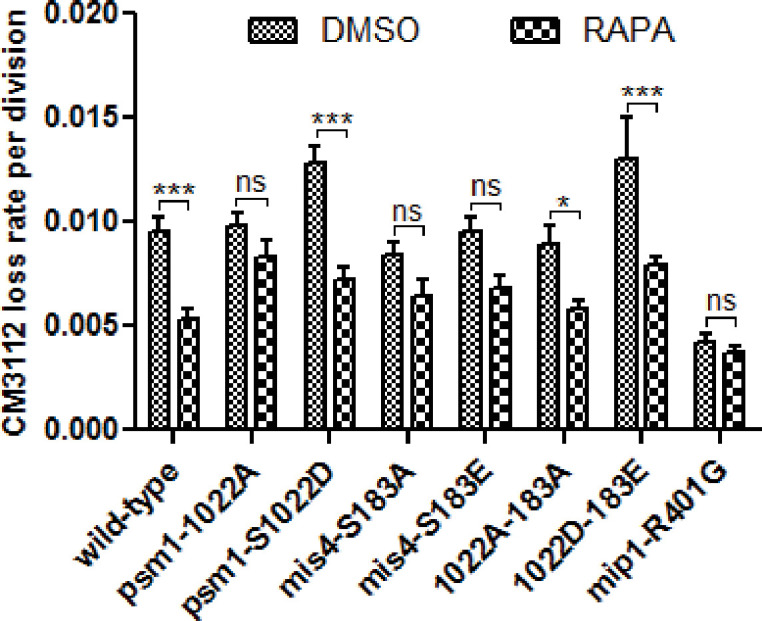
CM3112 loss rate was determined in the presence of rapamycin (RAPA, 200 ng/ml) or solvent alone (DMSO). Data are mean ± SEM, *n* = 4 per group (*n* = 10 for the wild-type), ***p < 0.001, *p < 0.05 repeated measures two-way ANOVA followed by Bonferroni post hoc test.

### Mis4 and TORC1 control a common set of genes involved in the response to environmental changes

In a previous study, gene expression profiling of *mis4-G1487D* identified a small number of upregulated and downregulated genes within subtelomeric domains (Dheur et al., 2011). The genetic link between TORC1 and cohesin prompted us to ask how the two pathways may interact in terms of gene expression. 

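RNA of fission yeast was sequenced in 72 libraries, 12 in each of 6 growth conditions, with 3 biological replicates of each of 4 strains per condition. V25 and V36.5 were cycling cells in rich medium at 25°C and at 36.5°C, and G1_36.5 were cells arrested in G1 at 36.5°C. T0-N cells had been without a nitrogen source for 24 hr at 25°C, and T4D25 and T4D36.5 cells were kept without nitrogen for 4 more days at 25°C or 36.5°C. The temperatures of G1_36.5 and T0-N are the paper's, because the sample labels give none for them. The labels identify strains by a number: 86, 92, 93 and 97 in 5 growth conditions, and 82, 83, 84 and 85 in G1_36.5. Neither the labels nor the paper's text pairs these numbers with the wild-type, mis4-G1487D, mip1-R401G or the double mutant, so no difference between genotypes is analysed here.
The authors deposited the number of sequenced fragments or reads counted on each annotated gene, without normalization. The table held 7014 genes and 92 synthetic spike-in RNAs. Between 1173880 and 7664476 counts per library fell on genes. The median was 2930863 in V25 (from 1782730 to 5115321), 3918865.5 in V36.5 (from 1457590 to 7159426) and 4941923.5 in G1_36.5 (from 3759770 to 7664476). It was 4737455 in T0-N (from 2180751 to 6569486), 4955365.5 in T4D25 (from 2018489 to 6442523) and 2403680.5 in T4D36.5 (from 1173880 to 4617602). A transcript with 3 counts, taken as the smallest detectable signal, corresponded to between 0.391 and 2.56 CPM. Genes were filtered with filterByExpr, normalized with TMM and tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05. Growth conditions were compared in a single model of the 60 libraries of strains 86, 92, 93 and 97, which covered 6330 genes, and each contrast was averaged over the 4 strains. Libraries with the same replicate number deviated together from the mean of their strain and growth condition. Within a growth condition, the mean correlation of these deviations was 0.334 for libraries with the same number and -0.164 for libraries with different numbers. Each contrast was therefore also fitted with the replicate number as a block.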

As TORC1 adapts cells to changes in their environment, we looked at the transcriptome by RNA-sequencing of wild-type, *mis4-G1487D*, *mip1-R401G* and the double mutant in various experimental conditions (Figure 8A). These included cycling cells in the rich complete medium YES at 25°C (V25) and upon a temperature shift to 36.5°C for one doubling (V36.5) or arrested in G1 (*cdc10-129*) at this temperature (G1_36.5). 

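Between V25 and V36.5, 4003 of 6330 genes differed in transcript level (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05). Of these, 2151 were higher and 1852 lower at 36.5°C, and 910 changed at least 2-fold. With the replicate number as a block, 4451 genes differed. The mean correlation of same-numbered libraries was 0.324 in V25 and 0.369 in V36.5, against -0.157 and -0.179 for different numbers. Leaving out each replicate in turn gave between 3082 and 3967 genes. Among genes with at least 10 counts in every library, the alternative that lowered the number most, 2968 differed. Among differing genes with an average log2 CPM of at least 1 and the same direction in the 4 strains, the largest rises were those of ckk2-antisense-1 (chromosome III from 2204097 to 2205588 in ASM294v2) and SPAC5H10.12c-antisense-1 (SPNCRNA.616, chromosome I from 166583 to 167280). ckk2-antisense-1 had a median of 0.926 CPM in V25 and 87.9 CPM (from 44.8 to 233) in V36.5, a log2 fold change of 6.59 (standard error 0.223, adjusted p = 4.24e-28 from the edgeR test). SPAC5H10.12c-antisense-1 had a median of 0.410 CPM in V25 and 45.3 CPM (from 20.8 to 91.2) in V36.5, a log2 fold change of 6.57 (standard error 0.26, adjusted p = 2.15e-25 from the edgeR test). The sizes of these rises are uncertain, since 7 of the 12 V25 libraries had at most 3 counts of the former and 8 of the latter. With a prior count of 2, log2 CPM rose by 5.57 to 6.92 and by 4.79 to 5.49 in the 4 strains. rad2-antisense-1 (chromosome I from 5389615 to 5390903) fell from a median of 13.4 CPM to 0.653 CPM, a log2 fold change of -4.10 (standard error 0.194, adjusted p = 3.59e-23 from the edgeR test), but 7 of the 12 V36.5 libraries had at most 3 counts, and with the prior count the change was from -3.67 to -3.27 in the 4 strains. The other of the 2 largest falls among these genes was that of prl15 (SPNCRNA.15), which had at most 2 counts in any V36.5 library and at most 6 in any V25 library, so no fold is given. Each of these 4 transcripts overlaps a gene on the opposite strand, from which the counts separate it. ckk2-antisense-1 and rad2-antisense-1 also overlap a gene on their own strand, so their counts are uncertain.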

We also looked upon nitrogen starvation by shifting actively cycling cells from the synthetic medium EMM2 to EMM2 deprived of a nitrogen source (EMM2-N). In this situation, TORC1 activity is restrained, cells arrest in G1 and either mate to enter the reproductive cycle (meiosis) or enter a G0, quiescent state. As no mating partner was available in our experiments, cells homogeneously arrested in G1 after nitrogen deprivation (Figure 8—figure supplement 1). 

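Between V25 and T0-N, 5197 of the genes tested differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2812 higher and 2385 lower in T0-N. At least 2-fold changes were found for 2637 genes. The number was 5387 with the replicate number as a block (the correlation of same-numbered T0-N libraries was 0.550, and -0.272 for different numbers), and between 4629 and 5163 with each replicate left out. Among genes with at least 10 counts in every library, 3973 differed between V25 and T0-N. This contrast also spans the change from rich to synthetic medium. The 2 largest rises and falls were chosen among differing genes as for the heat contrast. SPAC869.04 (chromosome I from 5511137 to 5512369 in ASM294v2) had at most 3 counts in any V25 library and a median of 3759 CPM in T0-N, at least 2065-fold higher. mfm1 (SPAPB8E5.05, chromosome I from 4916603 to 4917521) rose from a median of 0.429 CPM to 8545 CPM (from 4429 to 14894), a log2 fold change of 14.37 (standard error 0.255, adjusted p = 3.69e-41 from the edgeR test). In 11 of the 12 V25 libraries it had at most 3 counts, so the size of this rise is uncertain, and log2 CPM with a prior count of 2 rose by 12.62 to 13.95 in the 4 strains. pfl7 (SPBC359.04c, chromosome II from 117892 to 121286) had a median of 6.043 CPM in V25 and at most 2 counts in any T0-N library, at least 5.31-fold lower. SPBPB10D8.02c-antisense-1 (SPNCRNA.1307, chromosome II from 83799 to 85528) had a median of 5.70 CPM in V25 and no count in the 12 T0-N libraries, at least 4.23-fold lower. It lies inside SPBPB10D8.02c, on the opposite strand. Among 28 genes that the paper names, the largest rise was that of pph3 (SPBC26H8.05c), with a log2 fold change of 1.35 (standard error 0.098, adjusted p = 2.35e-17 from the edgeR test). The largest fall among them was that of eso1 (SPBC16A3.11), with a log2 fold change of -1.67 (standard error 0.083, adjusted p = 1.67e-23 from the edgeR test).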

RNA-sequencing was performed 24 hr after the shift to EMM2-N (T0-N). One half of the remaining culture was shifted to 36.5°C for 4 days (T4D36.5) while the other half was kept at 25°C for 4 days (T4D25). 

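From T0-N to T4D25, 3311 of 6330 genes differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 1516 higher and 1795 lower after the 4 days, and 411 changed at least 2-fold. Whether most of them rose or fell depended on scaling, the filter and the replicates. The share that was higher was 45.8% here, 51.3% with DESeq2 size factors and 54.7% without ribosomal RNA genes. It was 54.5% with no filter on low counts and 51.5% with at least 10 counts in every library. Without replicates 1, 2 and 3 it was 56.0%, 51.4% and 48.4%, and with the replicate number as a block 46.3%. With the replicate number as a block 3863 differed (the correlation of same-numbered T4D25 libraries was 0.440, and -0.214 for different numbers), and with each replicate left out between 2043 and 3368. Between the cultures kept at 25°C and those shifted to 36.5°C, 4370 genes differed, 2137 higher and 2233 lower in T4D36.5, with 1184 changed at least 2-fold. Here too the direction of most genes depended on scaling, with 48.9% higher, 54.1% with DESeq2 size factors and 51.5% with spike-in RNAs left out, an alternative chosen after seeing the data. The block fit gave 4793 genes (T4D36.5 libraries correlated at 0.304 and -0.150), and fits without a replicate gave between 3528 and 4217. Among genes with at least 10 counts in every library, 3039 differed between T4D25 and T4D36.5. SPAC869.09 (chromosome I from 5496844 to 5497448 in ASM294v2) rose from a median of 5.53 CPM in T0-N to 99.1 CPM in T4D25, a log2 fold change of 4.23 (standard error 0.26, adjusted p = 4.01e-17 from the edgeR test). fmd2 (SPBC1198.01, chromosome II from 172378 to 174315) rose from a median of 24.3 CPM to 472 CPM, a log2 fold change of 4.11 (standard error 0.128, adjusted p = 9e-30 from the edgeR test). mfm3 (SPBPJ4664.03, chromosome II from 700291 to 700700) fell from a median of 3716 CPM to 293 CPM, a log2 fold change of -4.42 (standard error 0.192, adjusted p = 2.98e-24 from the edgeR test). mfm3 differed among the 4 strains in T4D25 (adjusted p = 0.000118 in edgeR's test among strains), so this fall is an average over differing strains. ftm2 (SPAC977.02) shares sequence with 3 other genes and had at most 13 counts in any T0-N or T4D25 library, so no fold is given. In T4D36.5 compared with T4D25, fah1 (SPBPB8B6.03, chromosome II from 47056 to 49071) was at least 19.3-fold higher and SPAPJ695.01c (chromosome I from 77480 to 78066) at least 6.73-fold higher, since neither had more than 1 count in any T4D25 library. These folds are averages, as fah1 and SPAPJ695.01c differed among the 4 strains in T4D36.5 (adjusted p = 0.000152 and 0.0303 in edgeR's test among strains). mam2 (SPAC11H11.04, chromosome I from 4780224 to 4781922) fell from a median of 179.7 CPM in T4D25 to 5.14 CPM in T4D36.5, a log2 fold change of -4.72 (standard error 0.222, adjusted p = 1.61e-23 from the edgeR test). mam2 also differed among the 4 strains in T4D25 (adjusted p = 0.000405 in edgeR's test among strains). prl15 fell from a median of 48.6 CPM to 1.78 CPM, a log2 fold change of -4.67 (standard error 0.188, adjusted p = 1.01e-24 from the edgeR test), with at most 3 counts in 5 of the 12 T4D36.5 libraries. SPAC869.09, fmd2, mfm3, ftm2, fah1, mam2 and prl15 each overlap a gene on the opposite strand.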

The analysis of the results is shown in Figure 8, and the complete dataset is given in Supplementary file 2.

**Figure 8.**
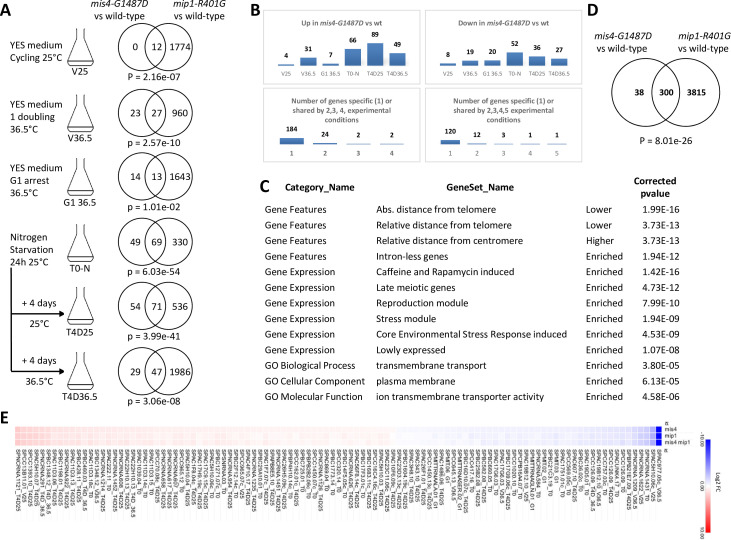
*mis4-G1487D* affects gene response to environmental changes. (**A**) RNA-sequencing (biological triplicates) was performed on cells growing in rich medium at 25°C (V25), after one cell doubling at 36.5°C (V36.5) and on G1-arrested cells (*cdc10-129*) at 36.5°C (G1_36.5). For nitrogen starvation, cells grown in EMM2 were deprived from nitrogen for 24 hr at 25°C (T0-N). One half of the culture was shifted to 36.5°C for 4 days (T4D36.5) while the other half was left at 25°C for 4 days (T4D25). The Venn diagrams show the overlap number of differentially expressed genes (FDR <0.05) for each experimental condition. p-value for under- or over-enrichment were calculated based on the cumulative distribution function of the hypergeometric distribution. (**B**) Differentially expressed genes in *mis4-G1487D* across all experiments. There were 408 hits involving 338 genes. The lower graphs show that most of the affected genes are specific to a single experimental condition. (**C**) Gene features and GO-term analysis for the 338 *mis4*-regulated genes. (**D**) Overlap between genes differentially expressed in *mis4-G1487D* and *mip1-R401G* versus wild-type in all experimental conditions. (**E**) Among the 338 genes differentially expressed in *mis4*, 100 show a similar (±10%) fold change in the *mis4*, *mip1*, and *mis4 mip1* mutant strains. See also Figure 8—figure supplement 6.

**Figure 8—figure supplement 1.**
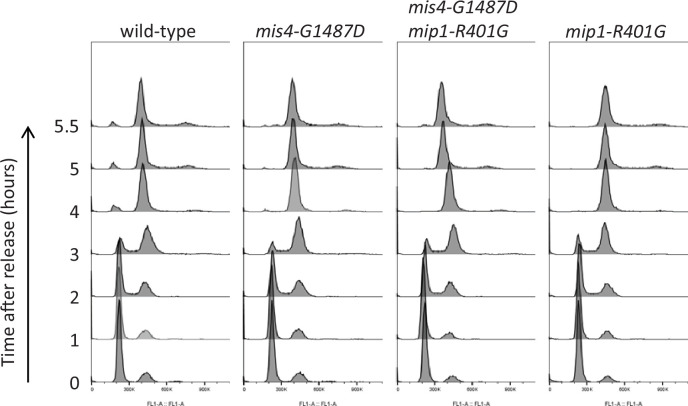
Response to nitrogen starvation and refeeding. Exponentially growing cells in EMM2 medium at 25°C were washed three times in EMM2-N and incubated in EMM2-N for 16 hr at 25°C (time 0). DNA content analysis showed that all strains arrested with a 1C DNA content. G1-arrested cells were then released into the cell cycle in rich medium at 36.5°C. DNA content analysis showed that all strains progressed through S-phase with similar kinetics.

**Figure 8—figure supplement 2.**
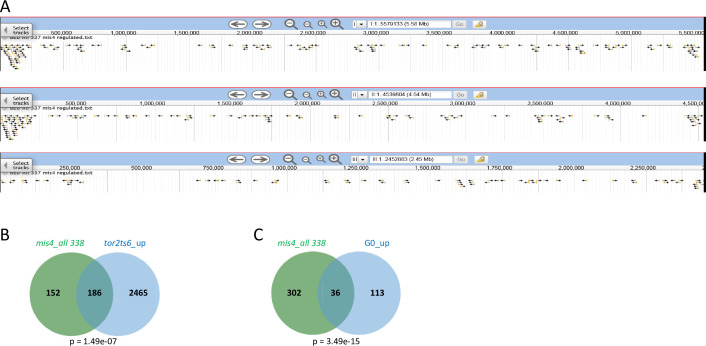
Mis4-regulated genes are enriched for tor2 and G0-regulated genes and show a distribution bias towards the ends of chromosomes. (**A**) Browser view of *mis4*-regulated genes showing the distribution bias towards the ends of chromosomes 1 and 2. (**B, C**) Overlap between the 338 differentially expressed genes in *mis4-G1487D* versus wild-type with genes upregulated in *tor2ts6* (Wei et al., 2021) and genes upregulated during G0 (Zahedi et al., 2023).

**Figure 8—figure supplement 3.**
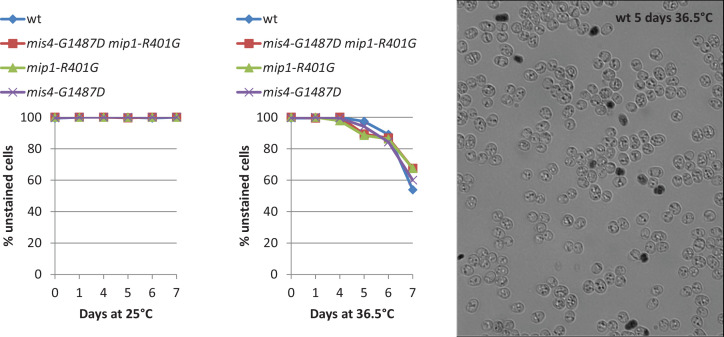
Cell survival during quiescence. Exponentially growing cells in EMM2 medium at 25°C were washed three times in EMM2-N and incubated in EMM2-N for 24 hr at 25°C (time 0). Half of the culture was transferred to 36.5°C while the other half remained at 25°C. Cell viability was monitored over time by methylene blue staining (sample image on the right).

**Figure 8—figure supplement 4.**
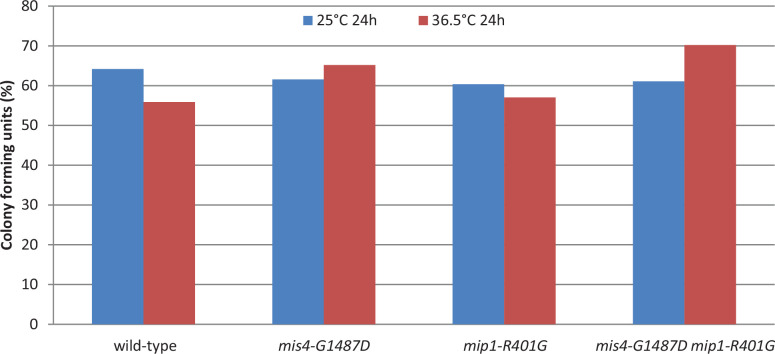
Quiescence exit at 25°C. Exponentially growing cells in EMM2 medium at 25°C were washed three times in EMM2-N and incubated in EMM2-N for 24 hr at 25°C. Half of the culture was transferred to 36.5°C while the other half remained at 25°C. After 24 hr, cells were plated on YES medium (25°C) to assess cell’s ability to exit G0 and form colonies.

**Figure 8—figure supplement 5.**
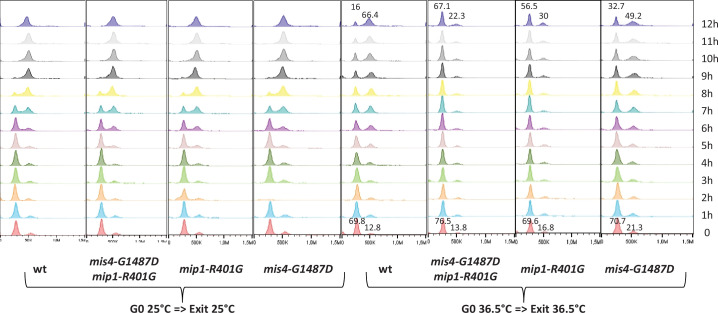
Quiescence exit at 36.5°C. Exponentially growing cells in EMM2 medium at 25°C were washed three times in EMM2-N and incubated in EMM2-N for 24 hr at 25°C. Half of the culture was transferred to 36.5°C while the other half remained at 25°C. After 3 days, nitrogen (NH_4_Cl 5 g/l) was added (time 0). Exit from G0 was monitored by flow cytometry analysis of DNA content. At 25°C (G0 25°C => exit 25°C) the onset of DNA replication occurred ~7 hr after nitrogen addition for all strains. At 36.5°C (G0 36.5°C => exit 36.5°C) DNA replication was slow or asynchronous even for the wild-type. The numbers above the peaks indicate the fraction of cells with 1C and 2C DNA content for the 0 and 12 hr time points. The *mis4* mutant behaved mostly as wild-type although a larger fraction of cells did not replicate 12 hr after nitrogen addition. For the two strains harbouring *mip1-R401G*, a large fraction of cells did not replicate during the duration of the experiment.

**Figure 8—figure supplement 6.**
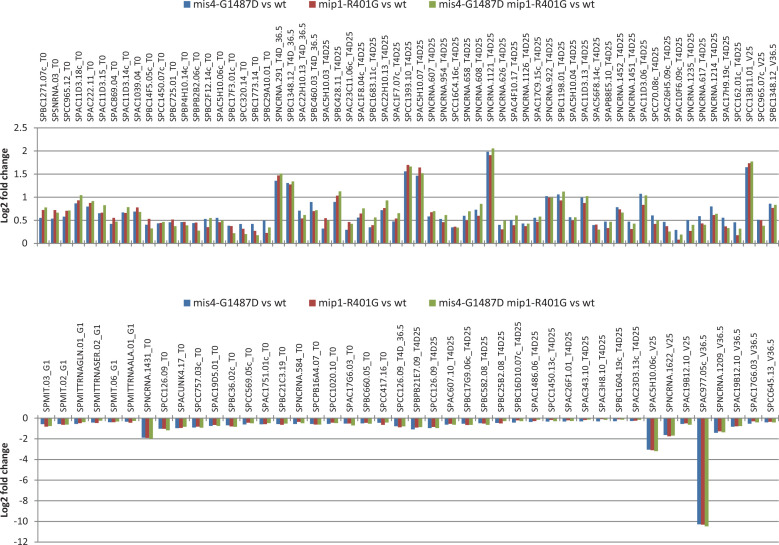
Among the 338 genes differentially expressed in *mis4-G1487D*, 100 (107 occurrences, 100 genes) show a similar fold change (±10%) in *mis4-G1487D*, *mip1-R401G*, and the double mutant. Graphs show the log_2_ fold change over wild-type for the three mutant strains for each gene_experiment.

**Figure 8—figure supplement 7.**
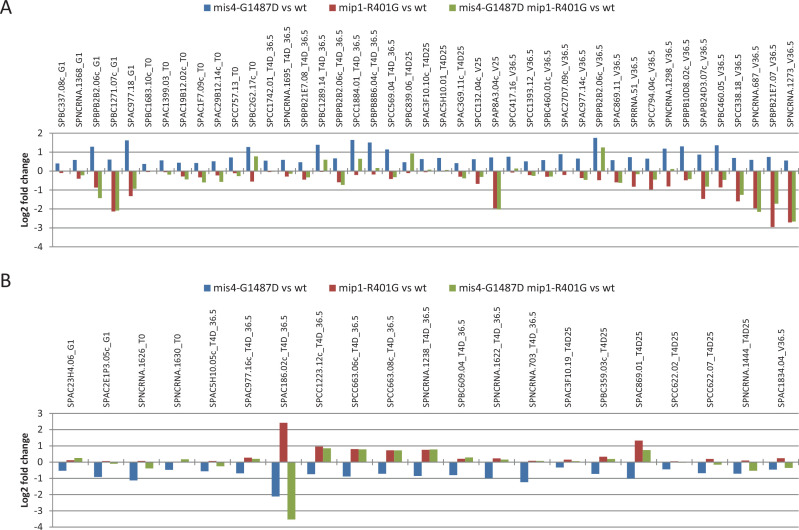
Genes differentially expressed in *mis4-G1487D* showing a change in the opposite direction in the *mip1* mutant. (**A**) *mis4-G1487D* log_2_ fold change over wild-type >0 and *mip1-R401G* log_2_ fold change over wild-type <0; 43 occurrences, 41 genes. (**B**) *mis4-G1487D* log_2_ fold change over wild-type <0 and *mip1-R401G* log_2_ fold change over wild-type >0; 21 occurrences, 21 genes. Graphs show the log_2_ fold change over wild-type for the three mutant strains for each gene_experiment.

As in the previous study (Dheur et al., 2011), a small number of genes were found to be differentially expressed in the *mis4-G1487D* mutant compared to the wild-type (Figure 8A). In actively growing cells in rich medium 12 genes were affected, 50 after one cell doubling at 36.5°C and 27 in G1-arrested cells at 36.5°C. The number of differentially expressed genes increased upon nitrogen deprivation (T0-N, 118 genes, T4D25, 125 genes). A similar number of genes were affected in *mis4-G1487D* when nitrogen depleted cells were shifted to 36.5°C for 4 days (T4D36.5, 76 genes). A much larger number of genes were differentially expressed in *mip1-R401G* versus wild-type (Figure 8A). As illustrated by the Venn diagrams, a significant proportion of *mis4*-affected genes were also affected in the *mip1* mutant.

Most *mis4*-affected genes were specific to a particular experimental condition (Figure 8B). For example, of the genes that are upregulated in the *mis4-G1487D* mutant compared to the wild-type, 184 are specific to a single experimental condition, 24 are upregulated in two experiments, two are upregulated in three experiments, and two are upregulated in four experiments. A similar trend is seen for downregulated genes. Thus, most of the Mis4-sensitive genes are only sensitive under specific culture conditions. These observations suggest that *mis4-G1487D* affects the transcriptional response to environment changes.

In aggregate, 338 genes were differentially expressed in *mis4-G1487D* relative to wild-type across all experiments (Figure 8B). The analysis of gene lists with AnGeLi (Bitton et al., 2015) indicated that *mis4*-regulated genes showed a localization bias towards chromosome ends (Figure 8C, Figure 8—figure supplement 2). The response to nitrogen starvation and differentiation (meiosis), as well as enrichment for ‘stress genes’, were observed, consistent with a defective adaptive response. Genes encoding membrane transporters were significantly enriched, suggesting a role in cell homeostasis. A strong overlap was apparent with a published set of genes whose expression was upregulated in a *tor2* conditional mutant at the restrictive temperature (Figure 8—figure supplement 2, Wei et al., 2021). A significant overlap was also seen with genes upregulated in G0 (Zahedi et al., 2023), suggesting Mis4 may participate in the proper establishment and/or maintenance of the quiescent state (Figure 8—figure supplement 2). Cell survival remains high in G0 in the *mis4* and *mip1* mutants (Figure 8—figure supplements 3 and 4) but upon refeeding a delay in G0 exit was noticeable (Figure 8—figure supplement 5). This phenotype was quite strong for *mip1-R401G* and more subtle for the *mis4* mutant.

Most (300/338) genes affected by *mis4-G1487D* were also affected by *mip1-R401G* (Figure 8D). If we go into more detail, we can identify a large group of genes (100/300) for which the quantitative variations were similar, moving in the same direction, with little or no additive effect in the double mutant (Figure 8E, Figure 8—figure supplement 6). For this particular set of genes the epistatic relationship suggests that Mis4 and TORC1 may act in the same pathway. In other instances, the changes in gene expression relative to the wild-type were in opposite directions in *mis4* and *mip1* mutants (64 occurrences, 62 genes, Figure 8—figure supplement 7). Overall, these data show that Mis4 and TORC1 functionally interact for the regulation of genes involved in the response to environmental changes.

## Discussion

The data presented in this work provide evidence for a regulation of cohesin by the TOR signalling pathway. This is, to the best of our knowledge, the first report to demonstrate such a relationship. Previously, a link had been established between the two pathways, but in the opposite direction. mTORC1 is indeed downregulated in cells from patients with Roberts syndrome, caused by mutational alteration of the ESCO2 cohesin acetyl-transferase (Xu et al., 2013). The downregulation of the cohesin loader NIPBL in breast cancer cells induced cell cycle arrest, apoptosis and autophagy through the caspase 3 and mTOR signalling pathways (Zhou et al., 2017). The first hint for a regulation of cohesin by the TOR pathway came from the observation in fission yeast that the growth of a conditional mutant of *mis4* was enhanced by rapamycin (Sajiki et al., 2018), although the underlying molecular mechanisms remained unclear. In mammalian species, a fraction of mTOR controls nuclear processes, notably transcription (Zhao et al., 2024). Likewise, fission yeast TORC1 is involved in the regulation of facultative heterochromatin (Wei et al., 2021; Hirai et al., 2023) and transcriptional processes (Laribee and Weisman, 2020). The present work establishes, for the first time, a close link between cohesin and the TOR pathway, suggesting the exciting possibility that extracellular signals could remodel the functional architecture of chromosomes during differentiation or adaptation processes.

### Mis4 and Psm1 as downstream targets of TORC1

We present evidence showing that cohesin and TORC1 components co-purify from protein extracts and Mis4-S183 and Psm1-S1022 are less phosphorylated in *mip1* mutants. Non-phosphorylatable mutants recapitulated most of the effects of TORC1 downregulation while mutants mimicking the phosphorylated state produced phenotypes similar to TORC1 hyper activation. Whether cohesin and Mis4 are substrates of TORC1 or other kinases regulated by TORC1 is currently unknown. Meanwhile, our work provides the first evidence that cohesin is a downstream effector of TORC1. It is worth mentioning that TORC1 components were found to co-purify with the budding yeast cohesin loader (Mattingly et al., 2022), suggesting that the link between cohesin and TORC1 may extend to other species.

Both phosphorylation events on Mis4 and Psm1 have been reported in the literature but their biological functions are unknown (Kettenbach et al., 2015; Swaffer et al., 2018; Tay et al., 2019; Halova et al., 2021). 

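Serine 183 of Mis4 is encoded by the codon AGC at positions 396259 to 396261 of chromosome I in the ASM294v3 assembly, on the minus strand. The codon lies in the third of the 8 coding exons of mis4 (SPAC31A2.05c), which encodes a protein of 1587 amino acids. The coding strand reads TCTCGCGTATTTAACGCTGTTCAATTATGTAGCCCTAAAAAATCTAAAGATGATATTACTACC, with 30 bases on either side of the codon, all within the same exon. The residues around the serine are AVQLCSPKKSK, in which a proline follows the serine.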

Mis4-S183 is located within an unstructured, flexible region connecting the Ssl3 interaction domain and the hook domain that provides Mis4 catalytic activity. It was proposed that phosphorylation at CDK sites within the unstructured linker may affect the flexibility of the complex and modulate its activity (Chao et al., 2015). Mis4-S183 and the CDK consensus are conserved in hNIPBL and the residue was found phosphorylated in a number of phosphoproteomic studies (Ruse et al., 2008; Dephoure et al., 2008; Pan et al., 2009; Mayya et al., 2009; Christensen et al., 2010; Rigbolt et al., 2011; Beli et al., 2012). Cryo-EM structures of cohesin bound to its loader and DNA revealed that the SMC coiled coils are folded around their elbow (Collier et al., 2020; Shi et al., 2020). 

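Residue S1022 of Psm1 is encoded by the codon TCT at positions 2543806 to 2543808 of chromosome II in the ASM294v3 assembly, on the plus strand. The codon lies in the first of the 2 coding exons of psm1 (SPBC29A10.04), which encodes a protein of 1228 amino acids. The sequence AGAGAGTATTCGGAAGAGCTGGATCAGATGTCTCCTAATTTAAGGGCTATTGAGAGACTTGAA holds the codon and 30 bases on either side, within the same exon. The residues around the serine are ELDQMSPNLRA, in which a proline follows the serine.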

The S1022 residue of Psm1 lies close to the ‘joint’ region below the ATPase heads that the ‘hinge’ domain contacts when cohesin is in its folded conformation. Whether the phosphorylation of Psm1-S1022 affects the outcome of DNA transactions remain to be investigated.

### TORC1 activity restrains cohesin binding to CARs

Reducing TORC1 activity by the *mip1-R401G* mutation enhanced cohesin binding to CARs. Remarkably, a similar effect was observed within a single cell cycle of rapamycin treatment. Increased cohesin binding at CARs occurred in two genetic contexts of sensitized cohesin loading and with a wild-type cohesin loading machinery. The most straightforward interpretation is that TORC1 restrains cohesin loading onto chromosomes. One distinct possibility would be that TORC1 downregulation promotes cohesin accumulation at CARs without de novo loading. It was proposed that CARs correspond to the borders of yeast TAD-like structures (Costantino et al., 2020). Increased abundance of cohesin at CARs may result from the accumulation of cohesin with loop extrusion activity at TAD boundaries. Considering that loop extrusion requires the NIPBL–cohesin holocomplex (Davidson et al., 2019), it is interesting to note that Mis4 binding to CARs was similarly enhanced. TORC1 may also impinge on cohesin sliding by transcription-related processes (Lengronne et al., 2004; Schmidt et al., 2009) and/or influence cohesin accumulation through the phosphorylation of chromatin-bound proteins. Future work will aim at clarifying these issues.

### TORC1 and chromosome segregation

Cells with an impaired cohesin loading machinery experience chromosome segregation defects during mitosis. We have shown here that the intensity of the defect is dependent on TORC1 activity. The most prominent defect is the merotelic attachment of kinetochores which, when left uncorrected, lead to aberrant chromosome segregation. Although the downregulation of TORC1 reduced the frequency of aberrant anaphases, sister-chromatid cohesion remained largely impaired, even though cohesin binding to CARs in the *mis4* mutant was restored to near wild-type levels in cells arrested at the G1/S boundary. The increase in chromosome bound cohesin may have enhanced cohesion establishment during S-phase. Indeed the inter-kinetochore distance was reduced but sister-chromatid cohesion remained overall defective at a distal, chromosome arm locus. Consistently, cohesin acetylation was not improved by TORC1 downregulation. The acetylation of Psm3, mediated by Eso1 in fission yeast, counteracts the cohesin releasing activity of Wapl and is thought to stabilize cohesin binding and cohesion (Feytout et al., 2011; Kagami et al., 2011; Vaur et al., 2012; Birot et al., 2017). However, deletion of the *wpl1* gene does not rescue the *mis4-G1487D* mutant and *S. pombe* cells can survive with non-detectable acetylation or in a context in which Psm3 cannot be acetylated (Feytout et al., 2011; Birot et al., 2020). The primary defect of *mis4-G1487D* may therefore stem from inability to generate sister-chromatid cohesion rather than its maintenance. In vitro assays have suggested that sister-chromatid capture by cohesin is a two-step process catalysed by Mis4 (Murayama et al., 2018). The downregulation of TORC1 may increase the residual loading activity of Mis4 but second DNA capture may remain largely deficient, resulting in poor sister-chromatid cohesion. Increased cohesin binding at peri-centromeres may improve chromosome segregation through other routes. Cohesin organizes the peri-centromere regions in budding yeast (Lawrimore et al., 2018; Paldi et al., 2020). Local depletion of cohesin at centromeres in fission yeast lead to a high incidence of merotelic attachments (Bernard et al., 2001). A recent study revealed that vertebrate kinetochores are bipartite structures and highlighted a role for cohesin in bridging to the two parts into a functional unit (Sacristan et al., 2024). Lastly, enhanced cohesin binding to centromeres may facilitate the correction of merotelic attachments by the Aurora B kinase. The localization of Aurora B relies on histone H3–T3 phosphorylation by Haspin whose localization to centromeres depends largely on the cohesin subunit Pds5 in fission yeast (Yamagishi et al., 2010; Goto et al., 2017).

That chromosome segregation defects increased with TORC1 activity suggests the intriguing possibility that the fidelity of chromosome segregation could be modulated by environmental cues. Chromosome segregation defects in the *mis4* mutant were most intense in the complete rich medium YES than in the synthetic medium EMM2. The use of glutamate, a nitrogen source slightly poorer than ammonia (Davie et al., 2015) further reduced chromosome segregation defects. Furthermore, Rapamycin reduced the frequency of chromosome loss in wild-type cells in a pathway involving the phosphorylation state of Psm1-S1022. It is striking that rapamycin increased the stability of chromosomes during vegetative growth. The idea that nutritional inputs affect the stability of chromosomes could make sense in ecological terms. Microbial species in the wild compete with each other. When nutrients are abundant, it may be preferable to divide in order to colonize the niche rapidly, even at the expense of a few cells. Conversely, when nutrients become scarce, survival of the species may rely more heavily on the fitness of individual cells.

TORC1-based regulation of cohesin may be relevant to preparing cells for meiosis. Since nitrogen deprivation stimulates meiosis initiation, subsequent TORC1 down-regulation may regulate the cohesin complex, preparing the chromosomes for fusion and meiosis. A recent phosphoproteomic study conducted by Sophie Martin’s laboratory showed that Mis4-S107 phosphorylation increases during cellular fusion (Bérard et al., 2024). It is unknown whether the phosphorylation of S107 is controlled by TORC1 signalling. As the phosphorylation of Mis4-S183 and Psm1-S1022 was not detected in these experiments, the potential involvement of the TORC1-cohesin axis in the sexual programme remains to be investigated.

### Mis4 and TORC1 control the gene response to environmental changes

In a previous study we reported that *mis4-G1487D* affects the expression of genes located in subtelomeric domains (Dheur et al., 2011). Here, we extend the study by challenging cells with various culture conditions. Several conclusions can be drawn. Very few genes were affected when cells were actively cycling in rich media, when TORC1 activity is high. The gene list was much longer upon nitrogen deprivation, when TORC1 activity is repressed, and the list of genes evolved with time spent in G0. In aggregate 338 genes were affected in *mis4-G1487D* when compared with wild-type with a bias towards chromosome ends and far from centromeres. Lastly, most genes misregulated in *mis4-G1487D* were misregulated in the *mip1-R401G* mutant suggesting Mis4 and Mip1 act in a same pathway. Paradoxically, the *mis4* and *mip1* mutants remained viable during G0 although a delay was noticeable upon re-entry into the cell cycle at elevated temperature. A defect in quiescence exit was previously reported when the *mis4* gene is affected and the phenotype appears strongly dependent on the allele considered (Sajiki et al., 2009; Suma et al., 2024). It must be kept in mind that *mis4* mutants were originally screened for a defect during vegetative growth. It would be interesting to screen specifically for *mis4* alleles affecting cell survival in quiescence.

Given the role of cohesin and its loader in chromosome folding, it is tempting to speculate that TORC1 might direct cohesin to establish a chromosome architecture conducive to transcriptional responses to environmental changes. In yeast, cohesin distribution alone predicts chromatin organization (Yuan et al., 2024). If increased binding of Mis4 and cohesin at CARs does reflect extruding cohesin complexes that have reached TAD boundaries, chromosomes might be more compacted when TORC1 is downregulated. Conversely, high TORC1 would promote the opposite. Even if this hypothesis turned out to be correct, it does not explain why regulated genes show a bias towards chromosome ends. Chromosomes in fission yeast adopt a Rabl configuration in interphase (Mizuguchi et al., 2015). Centromeres cluster at the spindle pole bodies (SPBs) while telomeres cluster in a few patches at the opposing hemisphere near the nuclear periphery. These constraints generate specific chromosomal regions with distinct molecular environments. Chromosome conformation capture and the mapping of DNA-binding sites of inner nuclear membrane proteins have provided evidence of functional sub-nuclear environments that correlate with gene expression activity (Steglich et al., 2012; Grand et al., 2014). The studies suggest more internal locations of actively expressed genes, and nuclear peripheral localization of poorly expressed genes. Chromosome regions containing gene clusters that are upregulated upon nitrogen starvation re-position from the nuclear periphery to the interior (Alfredsson-Timmins et al., 2009). In this regard, Mis4-regulated genes tend to be lowly expressed and enriched for nitrogen responsive genes. Modifying chromosome compaction may alter the Rabl configuration or generate forces that modify the properties of the inner nuclear envelope, leading to misregulated gene expression. Indeed, loss of cohesin causes an increase in inter-chromosomal contacts and a reduction in chromosomal territoriality (Mizuguchi et al., 2014).

Cohesin and TORC1 have been implicated with a wide range of human pathologies, including cancer (Yoon, 2020; Waldman, 2020). Rapamycin has attracted much attention for its putative ability to mimic caloric restriction, resulting in improved health and lifespan (Bjedov and Partridge, 2011). Our study suggests the intriguing possibility that some effects are mediated by the ability of cohesin to remodel chromosomes in response to various extracellular signals, including nutrients.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Rabbit polyclonal against *S. pombe* Rad21	PMID:28438891		Western blot, 0.8 µg/ml Immunoprecipitation, 2 µg
Antibody	Rabbit polyclonal against *S. pombe* Rad21-T262p	PMID:31895039		Western blot, 2.7 µg/ml
Antibody	Rabbit polyclonal against Psm1	PMID:21189291		Western blot 1:1000
Antibody	Rabbit polyclonal against Psm3	PMID:21300781		Western blot, 0.4 µg/ml
Antibody	Rabbit polyclonal against Psm3-K106Ac	PMID:21300781		Western blot, 1 µg/ml
Antibody	Rabbit polyclonal against Psm1-S1022p	This paper, MATERIALS AND METHODS section		Western blot, 1.12 µg/ml
Antibody	Rabbit polyclonal against Mis4-S183p	This paper, Materials and methods section		Western blot, 0.55 µg/ml
Antibody	Mouse monoclonal anti-tubulin antibody TAT1	PMID:2606940		Immunofluorescence, 1:50
Antibody	Rabbit polyclonal anti-GFP		Molecular Probes Cat# A-11122, RRID:AB_221569	Western blot, 2 µg/ml Immunoprecipitation, 2 µg Immunofluorescence, 5 µg/ml
Antibody	Mouse monoclonal anti-GFP		Roche Cat# 11814460001, RRID:AB_390913	Western blot, 0.4 µg/ml Immunoprecipitation, 2 µg
Antibody	anti-PK (monoclonal mouse anti V5 tag)		Bio-Rad Cat# MCA1360, RRID:AB_322378	Western blot, 1 µg/ml Immunoprecipitation, 2 µg
Antibody	Mouse monoclonal anti- FLAG		(Sigma-Aldrich Cat# F1804, RRID:AB_262044)	Western blot, 1.7 µg/ml Immunoprecipitation, 2 µg
Antibody	Mouse monoclonal anti-myc		Santa Cruz Biotechnology Cat# sc-40, RRID:AB_627268	Western blot, 0.2 µg/ml
Antibody	Rabbit anti-phospho-p70 S6K antibody		Cell Signaling Technology Cat# 9206, RRID:AB_2285392	Western blot, 0.7 µg/ml

### Strains, media, and genetic techniques

General fission yeast methods, reagents and media are described in Moreno et al., 1991. All strains are listed in Supplementary file 1. Experiments were carried out using YES medium unless otherwise stated. For cell growth assays serial dilutions of cells were spotted on YES medium and the plates incubated at the indicated temperatures for 3 days unless otherwise stated. EMM-GLU is EMM2 in which NH_4_Cl was replaced with 20 mM glutamate. Rapamycin (Calbiochem, 4.57 mg/ml stock in DMSO) was added to the culture medium to 200 ng/ml. For nitrogen deprivation, cycling cells in EMM2 (~5–10^6^–10^7^ cells/ml) were washed three times in EMM2-N and incubated in EMM2-N at the same density. Cell cycle arrest in YES medium was achieved by shifting cycling *cdc10-129* cells (~10^7^ cells/ml) at 36°C for 3.5 hr. Hydroxyurea (HU) was used to arrest cells in early S-phase. HU (12 mM) was added to cycling cells in YES (~10^7^ /ml) and shifted to 36.5°C for 3.5 hr. All cell cycle arrests were checked by flow cytometry analysis of DNA content. The genetic screen for *mis4* suppressors was described in Birot et al., 2020. The suppressors fell into four linkage groups. To identify the mutated loci, genomic DNA was extracted from one mutant from each group and from the wild-type *S. pombe* reference strain and co-hybridized to tiling arrays as described (Birot et al., 2020). For the *mip1* group (five alleles) the mutated site in each strain was identified by PCR followed by DNA sequencing. Phospho-mutants were generated using the SpEDIT method (Torres-Garcia et al., 2020). The introduction of the desired changes was confirmed by PCR followed by DNA sequencing. Gene mapping, sequence and annotations were from Pombase (Rutherford et al., 2024. Chromosome loss assays were as described (Allshire et al., 1995) using the calculation method of Kipling and Kearsey, 1990). Cells containing the CM3112 minichromosome are Ade+ and form white colonies on YES medium. Loss of the minichromosome generates Ade- cells that form red colonies. White colonies grown on YES medium (5–10) were picked, resuspended in 1 ml of YES+Adenine medium, and the cell density was measured. Cells were diluted to 10^4^/ml in YES+Adenine and incubated at 25°C for 3 days. Cells (500–1000) were plated on YES plates at days 0 and 3 to estimate the proportion of cells containing the minichromosome. The rate of chromosome loss per division was calculated using the formula: loss rate = 1 − (*F*/*I*)^1/*N*^, where *F* is the final percentage of cells bearing the minichromosome, *I* is the initial percentage of cells carrying the minichromosome, and *N* is the number of generations between *I* and *F*. The same method was applied to measure the breakdown of diploid strains but with two successive rounds of growth in liquid YES+Adenine medium before the final plating.

### Cytological techniques

DNA content was measured by flow cytometry with an Accuri C6 Flow cytometer after Sytox Green staining of ethanol-fixed cells (Knutsen et al., 2011). Data were presented using the FlowJo software. Indirect immunofluorescence was done as described (Birot et al., 2020). Cells were imaged using a Leica DMRXA microscope and a 63X objective. Measurements were made using MetaMorph software.

Live cell analysis was performed in an imaging chamber (CoverWell PCI-2.5, Grace Bio-Labs, Bend, OR) filled with 1 ml of 1% agarose in minimal medium and sealed with a 22 × 22 mm glass coverslip. Time-lapse images of Z stacks (maximum five stacks of 0.5 μm steps, to avoid photobleaching) were taken at 60-s intervals. Images were acquired with a CCD Retiga R6 camera (QImaging) fitted to a DM6B upright microscope with a x63 objective, using MetaMorph as a software. Intensity adjustments were made using the MetaMorph, Image J, and Adobe Photoshop packages (Adobe Systems France, Paris, France). To determine the percentage of mispositioned spindles, cells were fixed in 3.7% formaldehyde for 6 min at room temperature, washed twice in PBS, and observed in the presence of DAPI/calcofluor.

The position of the SPBs, kinetochores and centromeres were determined by visualization of the Cdc11–GFP, Ndc80–GFP and Mis6-RFP signals. Maximum intensity projections were prepared for each time point, with the images from each channel being combined into a single RGB image. These images were cropped around the cell of interest, and optional contrast enhancement was performed in MetaMorph, Image J or Photoshop where necessary. The cropped images were exported as 8-bit RGB-stacked TIFF files, with each frame corresponding to one image of the time-lapse series. For all channels, custom peak detection was performed. The successive positions of the SPBs and kinetochores/centromeres were determined.

For the measurement of inter-kinetochore distance, cells were grown overnight at 25°C, then shifted to 36.5°C for 5 hr and subsequently chilled at 4°C for 30 min. At this stage, as previously shown (Gachet et al., 2008), metaphase spindles collapsed, microtubules were absent, and sister kinetochores were frequently misaligned relative to the two SPBs. After the cold shock, cells were fixed in 3.7% formaldehyde for 6 min at room temperature, washed twice in PBS, stained with DAPI and the distance between Mis6-RFP signals was measured.

### Antibodies, protein extracts, immunoprecipitation, western blotting, phosphatase treatment, and ChIP

Rabbit polyclonal antibodies against Rad21, Psm1, Psm3, Psm3-K106Ac, and Rad21-T262 have been described previously (Feytout et al., 2011; Dheur et al., 2011; Birot et al., 2020; Birot et al., 2017). The mouse monoclonal anti-tubulin antibody TAT1 is from Woods et al., 1989. Anti-Psm1-S1022p and anti-Mis4-S183p antibodies were raised by Biotem (Apprieu, France). Rabbits were immunized with the KLH-coupled peptides. Sera were immune-depleted by affinity with the non-phosphorylated form of the peptide and antibodies were affinity purified against the phosphorylated peptide. Other antibodies were of commercial source. Rabbit polyclonal anti-GFP A11122 (Molecular Probes), mouse monoclonal anti-GFP (Roche), anti-PK antibodies (monoclonal mouse anti V5 tag, AbD serotec), mouse monoclonal anti-FLAG (Sigma), and mouse monoclonal anti-myc (Santa-Cruz). For the detection of Psk1 (Thr-415) phosphorylation, protein extracts were prepared by the TCA method and western blots probed with the anti-phospho-p70 S6K antibody (cat. no. 9206, Cell Signaling Technology) as described (Morozumi et al., 2021). Protein extracts, immunoprecipitation, cell fractionation and western blotting were as described (Birot et al., 2020). For quantitative western blot analyses, signals were captured with the ChemiDoc MP Imaging System and quantified using the Image Lab software. On beads phosphatase treatment of Mis4-GFP was done as described (Birot et al., 2017). ChIP was as described (Birot et al., 2020) using anti-FLAG, anti-GFP (A11122), and anti-Rad21 antibodies.

### RNA sequencing

Total RNA from biological triplicate samples was subjected to quality control with Agilent Tapestation according to the manufacturer’s instructions. 

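The triplicates of a strain and growth condition were distinct libraries. A chi-square test of the counts of the 72 pairs of replicates gave between 6.12 and 67.0 per degree of freedom, with a median of 22.3, so no pair differed by as little as sampling noise. Replicate 3 had the fewest counts of the 3 replicates in the 20 groups of the 5 growth conditions other than G1_36.5, and in 3 of 4 groups of G1_36.5, where that of strain 83 had the most. Over all growth conditions it had a median of 2148883 counts on genes per library against 4686181.5 in replicate 1 and 4844187 in replicate 2. In the 60 libraries of the 5 growth conditions with the same strains, growth condition accounted for 80.2% of the variance of log2 CPM over 6330 genes. The strain accounted for 2.69%, its combination with the growth condition for 5.99%, the replicate number for 3.31% and the rest for 7.84%. In a principal component analysis of the 72 libraries over 6365 genes, component 1 carried 49.8% of the variance and component 2 carried 17.8%.

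**Figure D1:**
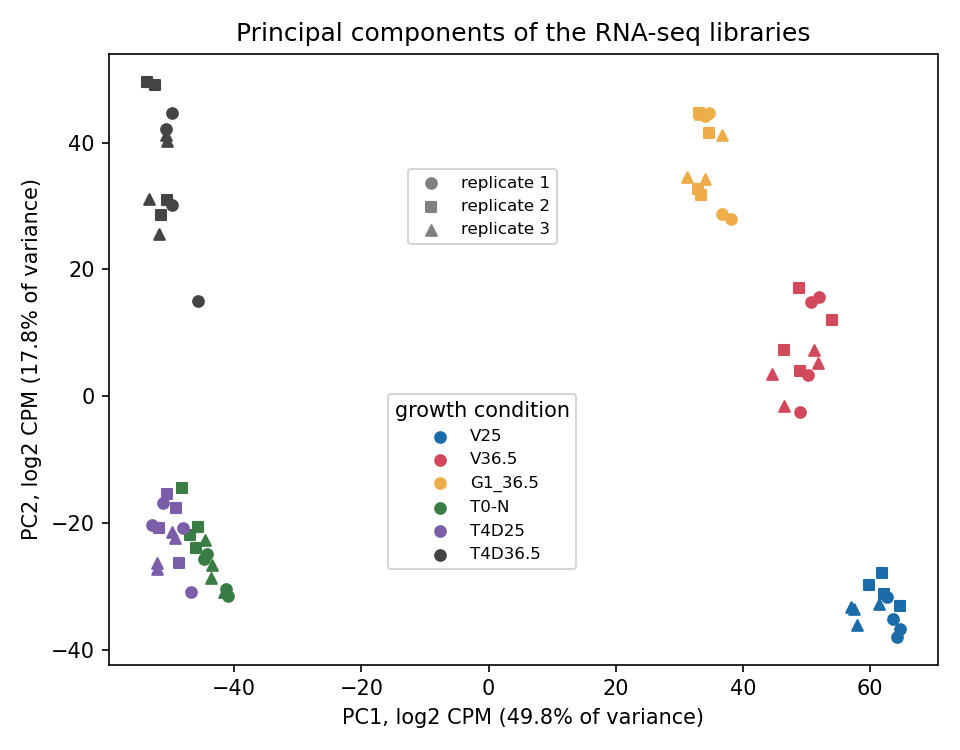
Principal component analysis of log2 CPM in the 72 libraries. The horizontal axis is component 1 (49.8% of the variance) and the vertical axis component 2 (17.8%); each point is a library, coloured by growth condition, with the symbol giving the replicate number.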

To construct libraries suitable for Illumina sequencing, rRNA was depleted using the Ribominus kit (Thermo Fisher) starting with 2000 ng total RNA and then followed by the Illumina stranded ligation sample preparation protocol starting with 100 ng rRNA depleted RNA. 

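After depletion, the 49 annotated ribosomal RNA genes still took between 5.93% and 19.6% of the counts on genes in each of the 72 libraries, with a median of 11.2%. Mitochondrial genes took between 7.15% and 22.7%. The 10 genes with the most counts in a library took between 12.2% and 29.7%. The count table also lists 92 ERCC spike-in RNAs, synthetic transcripts added to a sample in known amounts, which are not mentioned in the paper's text. They took between 2.65% and 9.92% of all counts in the 12 T0-N libraries, between 1.46% and 4.12% in T4D25 and between 1.83% and 11.7% in T4D36.5. In the V25, V36.5 and G1_36.5 libraries they had at most 33 counts per library. The contrast between T0-N and V25 therefore compares libraries with spike-in RNA with libraries without it.

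**Figure D2:**
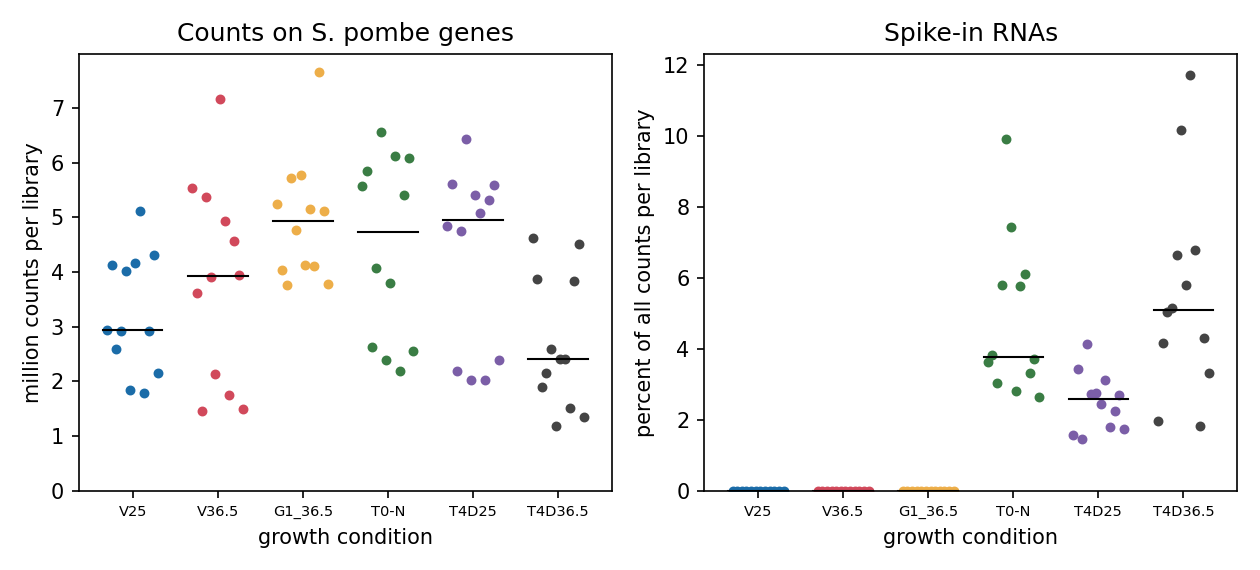
Counts on genes and share of counts on spike-in RNAs in the 72 libraries. Each point is a library, grouped by growth condition; lines are medians. The left panel gives counts on genes and the right panel the percent of all counts on spike-in RNAs.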

The protocol includes fragmentation, denaturation of RNA, cDNA synthesis, ligation of adapters, and amplification of indexed libraries. The yield and quality of the amplified libraries were analysed using Qubit (Thermo Fisher) and the quality of the libraries was checked by using the Agilent Tapestation. The indexed cDNA libraries were normalized and combined, and the pools were sequenced on the Illumina Nextseq 2000 machine using a P3 100 cycle sequencing run, producing a sequencing length of 58 base paired end reads with dual index.

### RNA-Seq data processing and analysis

Bcl files were converted and demultiplexed to fastq using the bcl2fastq v2.20.0.422 program. STAR 2.7.10a (Dobin et al., 2013) was used to index the *S. pombe* reference genome (ASM294v2) and align the resulting fastq files. 

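Coordinates in the count table follow ASM294v2, and the reference sequence used here was ASM294v3. Of the 7014 genes, 6846 (97.6%) were matched to the reference by systematic name. Of these, 1997 had both ends at the same coordinates in the 2 builds, 4815 had 1 end in common and 34 had neither. Genes are therefore placed by the ASM294v2 coordinates of the count table, and only the codons of phosphorylated residues by ASM294v3.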

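Counting in exons assigns a read by its position, so genes that overlap on the same strand or share sequence can exchange reads. Of the 7014 genes in the count table, 4163 overlap a gene on the opposite strand and 1537 overlap a gene on the same strand. Another 423 genes, some of them among the overlapping ones, share a stretch of 58 bases with a gene elsewhere in the reference transcripts. The counts separate the strands. Counted without strand, a gene lying wholly inside exons of a gene on the opposite strand would have no counts of its own or never more than the enclosing gene. There were 559 such pairs of genes, and 524 different inner genes had counts. In each of the 72 libraries the inner gene exceeded the enclosing one in between 182 and 204 of the pairs. The paper's text does not name the strand setting, the handling of reads with several positions, or whether fragments or single reads were counted. The table includes 1535 non-coding RNA genes, which took between 2.88% and 11.5% of the counts on genes in a library.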

Mapped reads were then counted in annotated exons using featureCounts v1.5.1 (Liao et al., 2014). The gene annotations (Schizosaccharomyces_pombe.ASM294v2.35.gff3) and reference genome were obtained from Ensembl Fungi. The count table from featureCounts was imported into R/Bioconductor and differential gene expression was performed using the EdgeR (Robinson et al., 2010) package and its general linear models pipeline. 

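The choice of filter sets how many genes are tested. filterByExpr, applied to the 12 libraries of each growth condition with the strain as group, kept 5553 genes in V25, 5963 in V36.5, 6225 in G1_36.5, 5955 in T0-N, 5950 in T4D25 and 6025 in T4D36.5. Of the 7014 genes in the table, 194 had no count in any of the 72 libraries. For the 1991 genes tested here that are also among the G1 values read from Supplementary file 2, the median of the average log2 CPM was 6.46, as in the paper's table. Across these genes Pearson's r between both sets of averages was 0.999998, and genes are not independent replicates.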

For the gene expression analysis genes with no or very low expression were filtered out using the filterByExpr function and subsequently normalized using TMM normalization. Genes with an FDR adjusted p-value <0.05 were termed significantly regulated. Venn diagrams were generated using jvenn (Bardou et al., 2014). The p-values for under- or over-enrichment were calculated based on the cumulative distribution function of the hypergeometric distribution. 

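Taken together over the 6 growth conditions, filterByExpr kept 6365 different genes, with spike-in RNAs not counted as genes. Asking for at least 10 counts in at least 3 libraries of a growth condition gave 6380 genes, and at least 1 count in any library gave 6820. Leaving out each replicate in turn gave between 6338 and 6394.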

The total number of genes was set to 6403, which corresponds to the total number of genes that were detected across all our experiments.

### Mass spectrometry

Sample preparation and protein digestion. Protein samples were solubilized in Laemmli buffer and proteins were deposited onto SDS–PAGE gel. After colloidal blue staining, each lane was cut out from the gel and was subsequently cut in 1 mm × 1 mm gel pieces. Gel pieces were destained in 25 mM ammonium bicarbonate 50% ACN, rinsed twice in ultrapure water and shrunk in ACN for 10 min. After ACN removal, gel pieces were dried at room temperature, covered with the trypsin solution (10 ng/µl in 50 mM NH_4_HCO_3_), rehydrated at 4°C for 10 min, and finally incubated overnight at 37°C. Spots were then incubated for 15 min in 50 mM NH4HCO3 at room temperature with rotary shaking. The supernatant was collected, and an H_2_O/ACN/HCOOH (47.5:47.5:5) extraction solution was added onto gel slices for 15 min. The extraction step was repeated twice. Supernatants were pooled and dried in a vacuum centrifuge. Digests were finally solubilized in 0.1% HCOOH.

#### nLC–MS/MS analysis and label-free quantitative data analysis

Peptide mixture was analysed on a Ultimate 3000 nanoLC system (Dionex, Amsterdam, The Netherlands) coupled to a Electrospray Orbitrap Fusion Lumos Tribrid Mass Spectrometer (Thermo Fisher Scientific, San Jose, CA). Ten microliters of peptide digests were loaded onto a 300-µm-inner diameter × 5-mm C18 PepMapTM trap column (LC Packings) at a flow rate of 10 µl/min. The peptides were eluted from the trap column onto an analytical 75 mm id × 50-cm C18 Pep-Map column (LC Packings) with a 5–27.5% linear gradient of solvent B in 105 min (solvent A was 0.1% formic acid and solvent B was 0.1% formic acid in 80% ACN) followed by a 10 min gradient from 27.5% to 40% solvent B. The separation flow rate was set at 300 nl/min. The mass spectrometer operated in positive ion mode at a 2-kV needle voltage. Data were acquired using Xcalibur software in a data-dependent mode. MS scans (*m*/*z* 375–1500) were recorded in the Orbitrap at a resolution of *R* = 120,000 (@ *m*/*z* 200) and an AGC target of 4 × 10^5^ ions collected within 50 ms. Dynamic exclusion was set to 60 s and top speed fragmentation in HCD mode was performed over a 3-s cycle. MS/MS scans were collected in the Orbitrap with a resolution if 30,000 and maximum fill time of 54 ms. Only +2 to +7 charged ions were selected for fragmentation. Other settings were as follows: no sheath nor auxiliary gas flow, heated capillary temperature, 275°C; normalized HCD collision energy of 30%, isolation width of 1.6 *m*/*z*, AGC target of 5 × 10^4^ and normalized AGC target of 100%. Monoisotopic precursor selection was set to Peptide and an intensity threshold was set to 2.5 × 10^4^.

#### Database search and results processing

Data were searched by SEQUEST and BYONIC through Proteome Discoverer 2.5 (Thermo Fisher Scientific Inc) against an *S. pombe* uniprot database (5,098 entries in v2021-01). Spectra from peptides higher than 5000 Da or lower than 350 Da were rejected. Precursor Detector node was included. Search parameters were as follows: mass accuracy of the monoisotopic peptide precursor and peptide fragments was set to 10 ppm and 0.02 Da, respectively. Only b- and y-ions were considered for mass calculation. Sequest HT was used as the search algorithm: Oxidation of methionines (+16 Da), methionine loss (–131 Da), methionine loss with acetylation (–89 Da), protein N-terminal acetylation (+42 Da) and phosphorylation of serine, threonine, and tyrosine (+80 Da) were considered as variable modifications while carbamidomethylation of cysteines (+57 Da) was considered as fixed modification. Two missed trypsin cleavages were allowed. Peptide validation was performed using Percolator algorithm (Käll et al., 2007) and only ‘high confidence’ peptides were retained corresponding to a 1% False Positive Rate at peptide level. Peaks were detected and integrated using the Minora algorithm embedded in Proteome Discoverer. Normalization was performed based on total peptide amount. Protein ratios were calculated as the median of all possible pairwise peptide ratios. A *t*-test was calculated based on background population of peptides or proteins. Quantitative data were considered at peptide level.

## Data Availability

RNA sequence data were deposited in GEO (accession number GSE316645). All data generated or analysed during this study are included in the manuscript and supporting files; uncropped western blots images have been provided in source data files. The following dataset was generated: BessonD VaurS VazquezS TournierS GachetY BirotA ClaverolS MarstonA DamdimopoulosA EkwallK JaverzatJP 2026Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changesNCBI Gene Expression OmnibusGSE31664510.7554/eLife.108275PMC1322584542223017

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 1-source data 2. Composite of Figure 1C. The original images are on the left; the final composite is on the right.

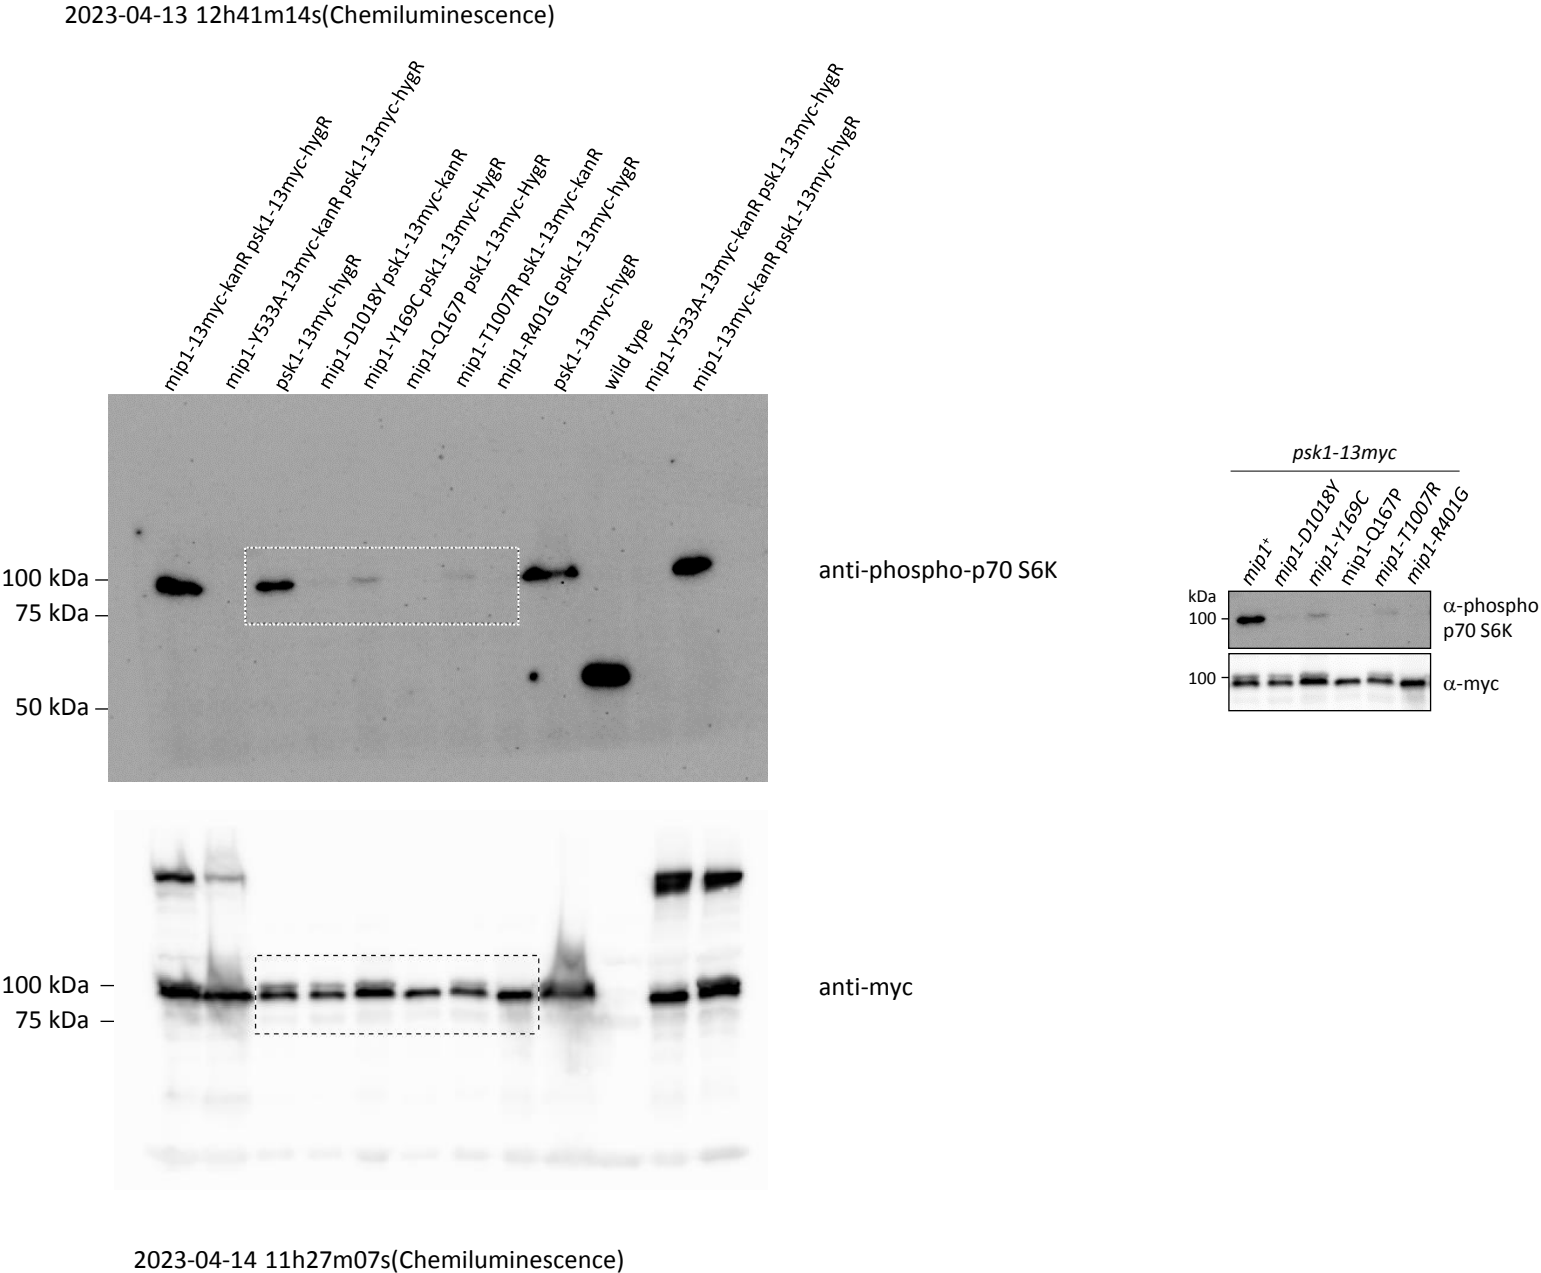

**Supplement:** Figure 1—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 2-figure supplement 3-source data 2. Composite for panel B. The original images are at the top; the final composite is at the bottom.

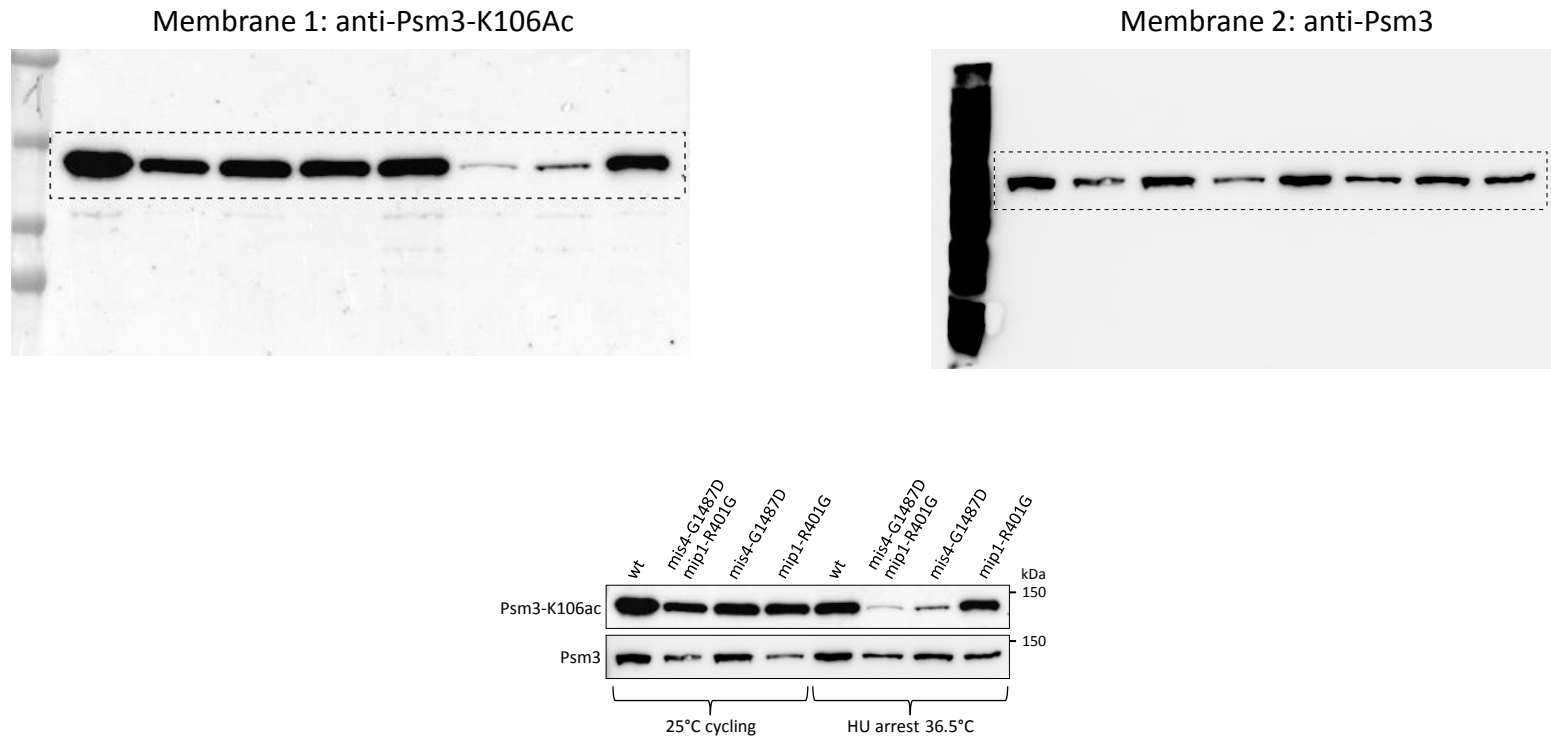

**Supplement:** Figure 2—figure supplement 3—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 4-source data 2. The original images are at the top; the final composite is at the bottom.

Figure 4B

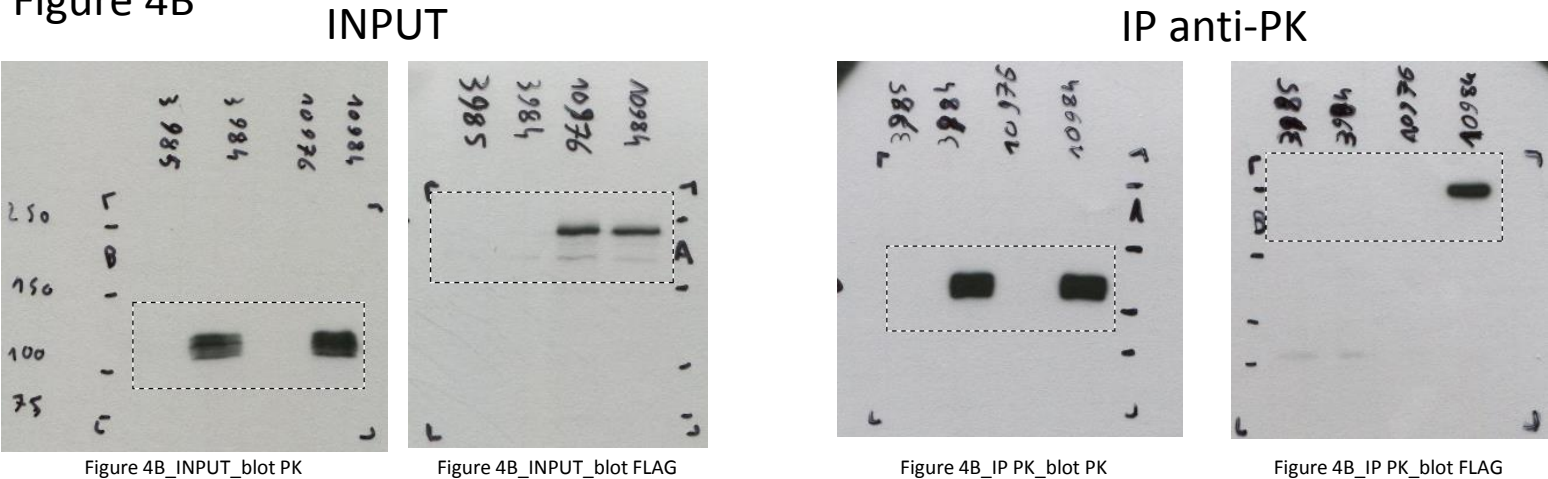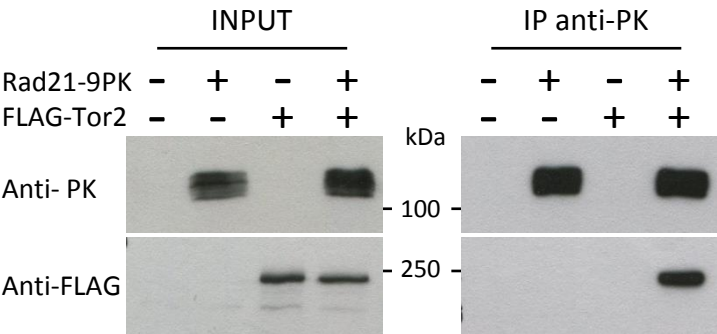

# Figure 4C-left

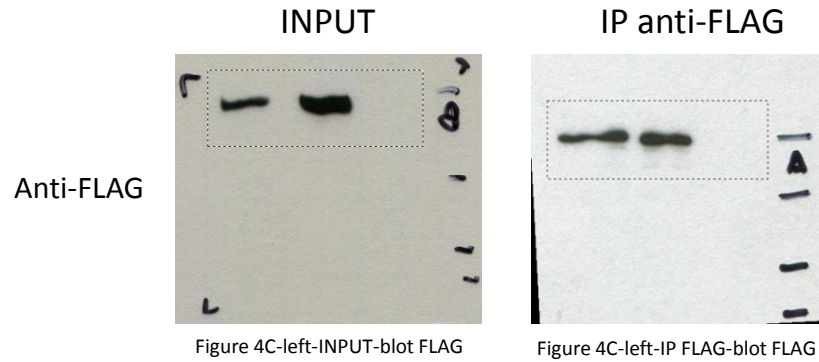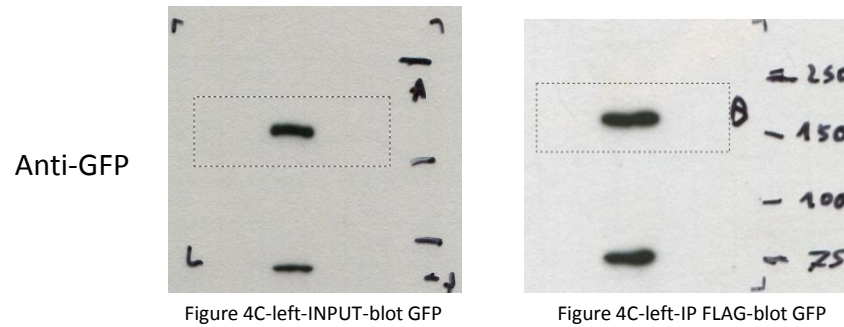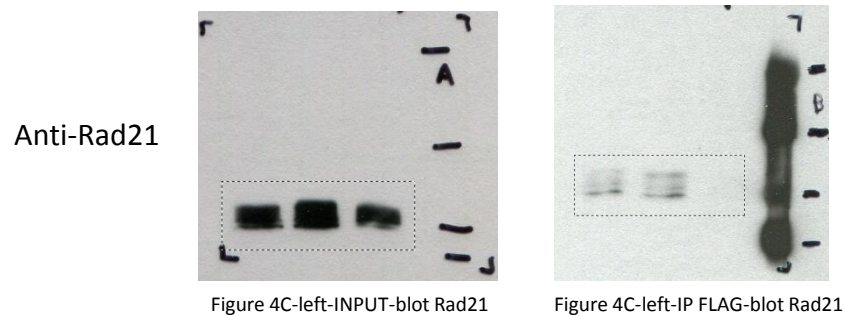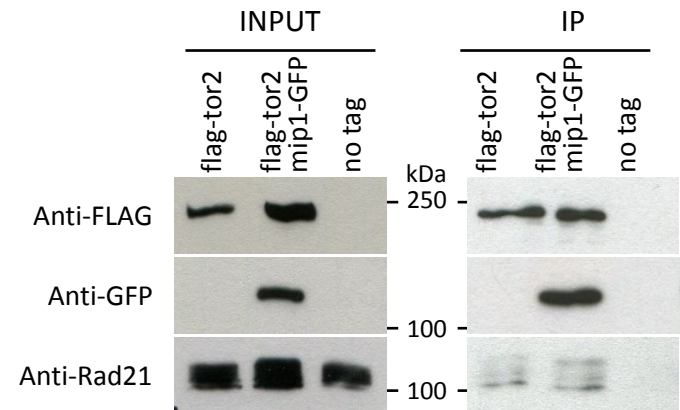

## Figure 4C-right

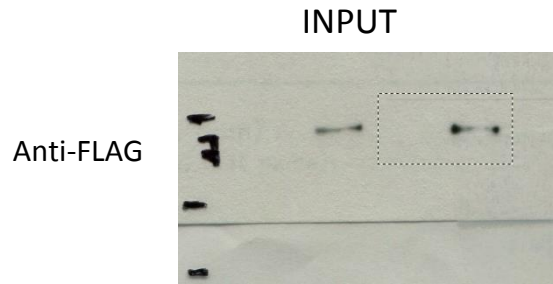

Figure 4C-right-INPUT-blot Psm1&FLAG

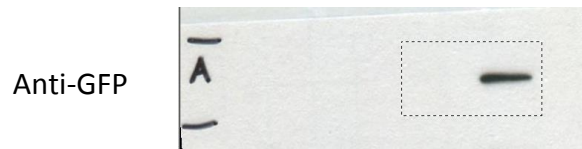

Figure 4C-right-INPUT-blot GFP&Rad21

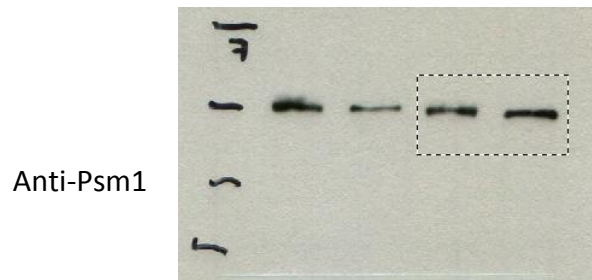

Figure 4C-right-INPUT-blot Psm1&FLAG

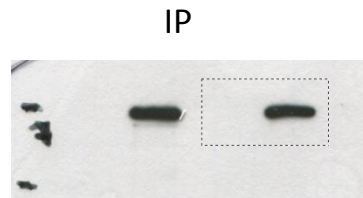

Figure 4C-right-IP FLAG-blot FLAG

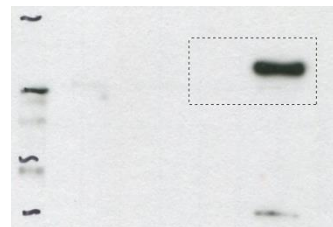

Figure 4C-right-IP-blot GFP

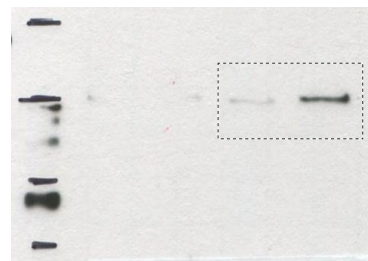

Figure 4C-right-IP-blot Psm1

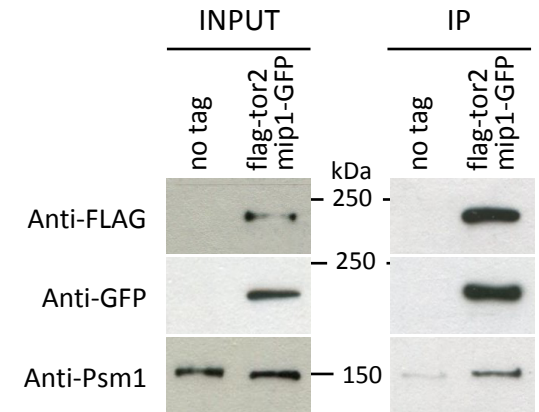

**Supplement:** Figure 4—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 4-figure supplement 1-source data 2. Composite for panel B and C. The original images are at the top; the final composite is at the bottom.

Panel B

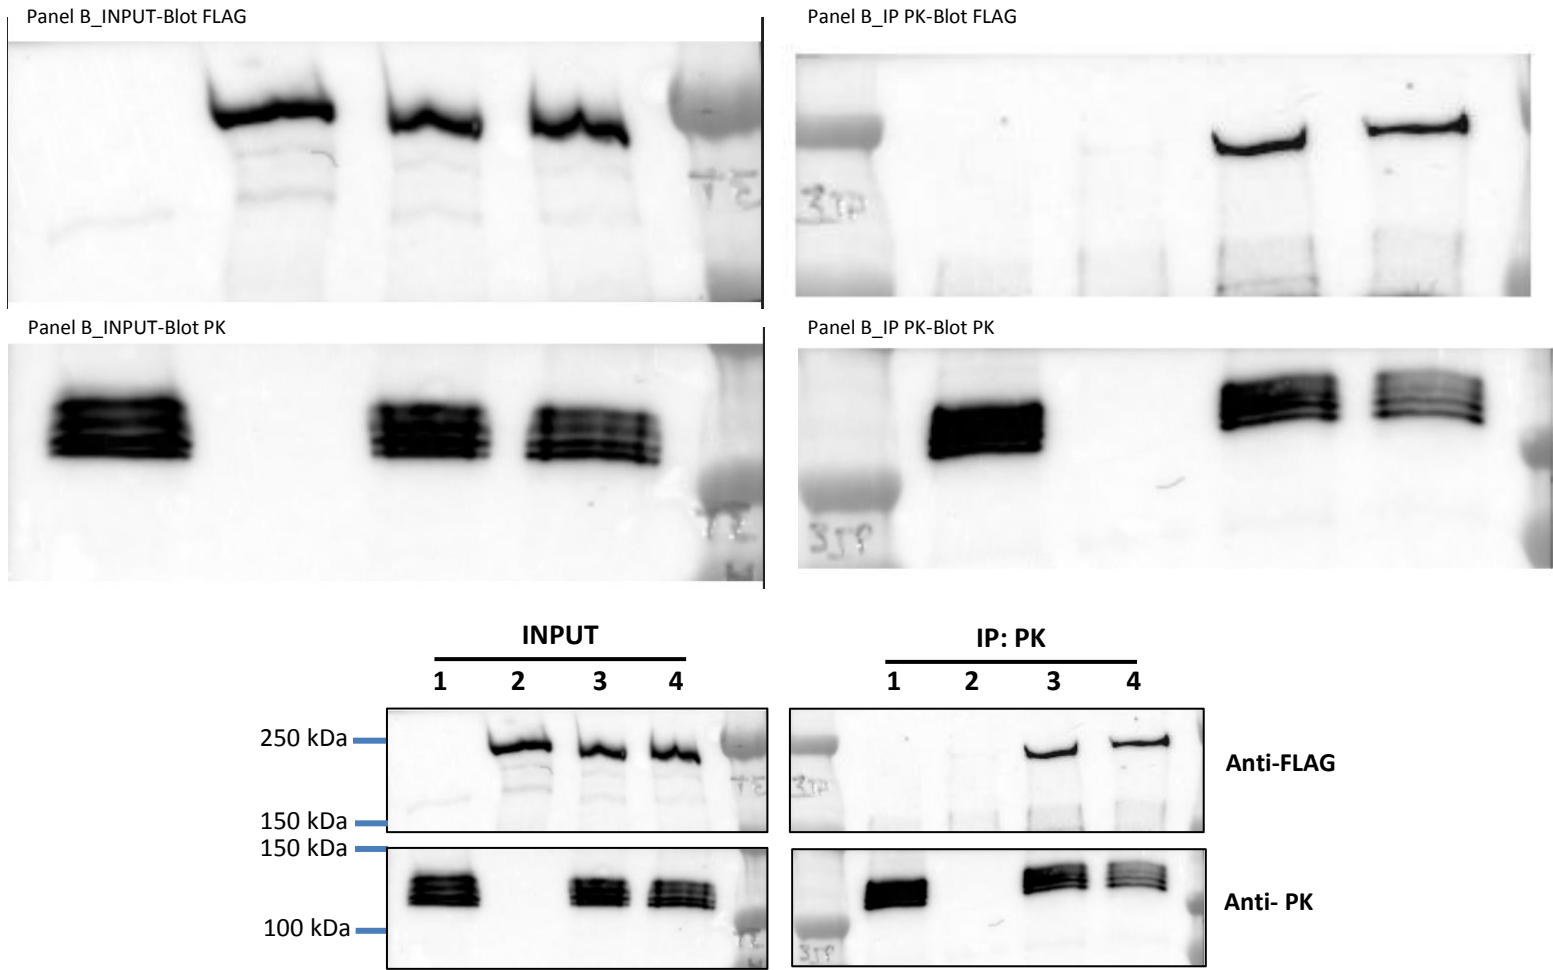

## Panel C

Panel C\_INPUT-Blot FLAG

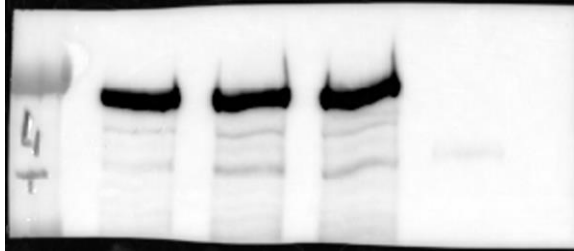

Panel C\_IP FLAG-Blot FLAG

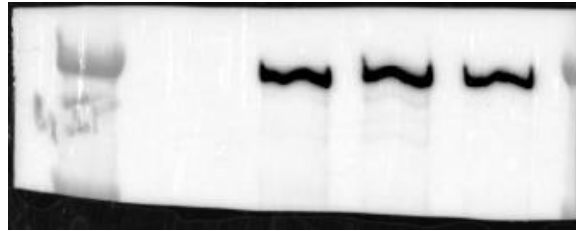

Panel C\_INPUT-Blot PK

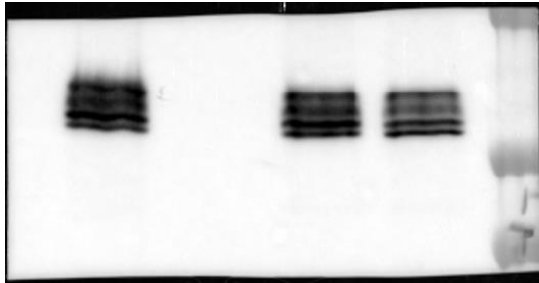

Panel C\_IP FLAG-Blot PK

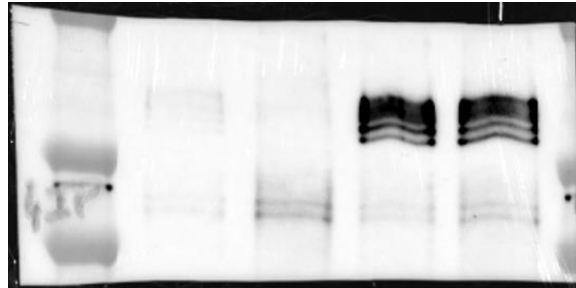

INPUT

1 2 3 4

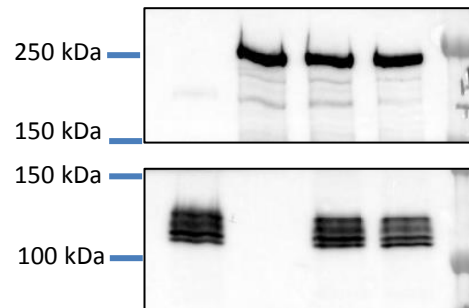

IP: FLAG

1 2 3 4

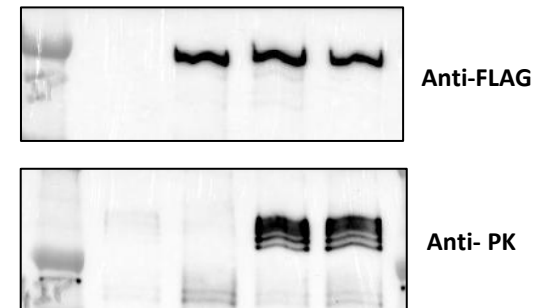

**Supplement:** Figure 4—figure supplement 1—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 5-source data 2. The original images are on the left; the final composite is on the right.

Figure 5B

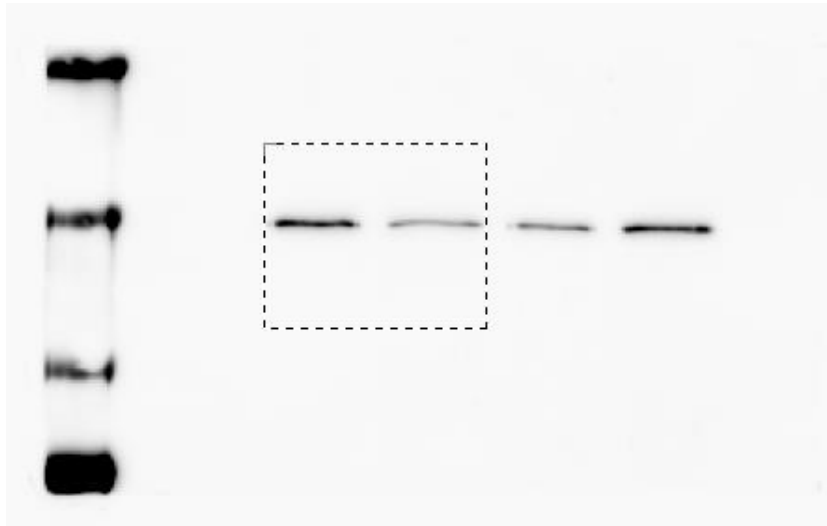

Figure 5B\_anti-Psm1-S1022p

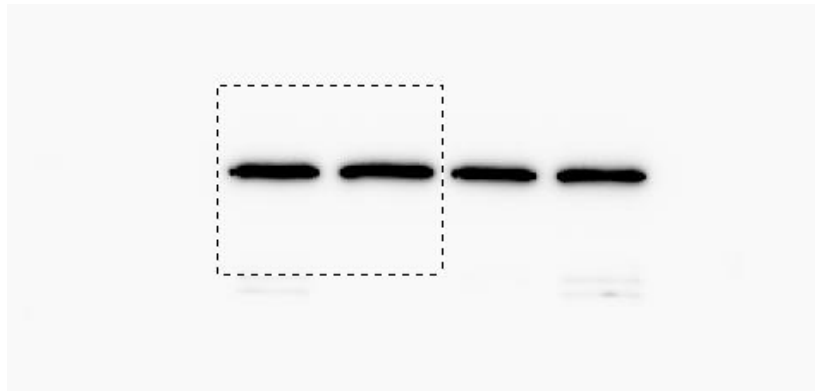

Figure 5B\_anti-Psm1

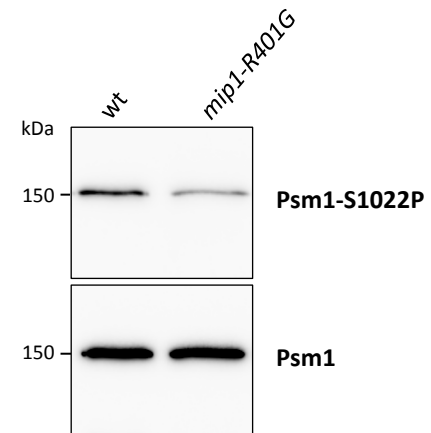

Figure 5C

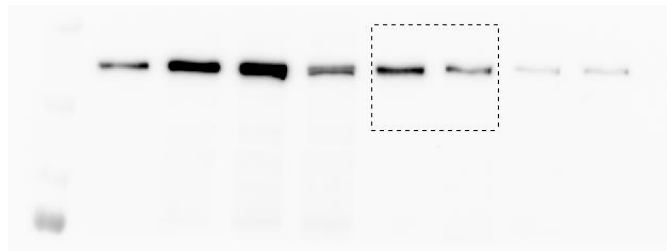

Figure 5C\_anti-Mis4-S183p

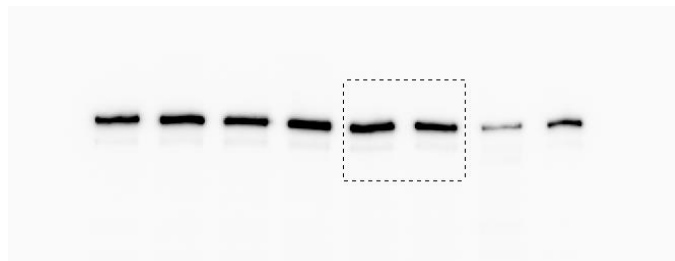

Figure 5C\_anti-GFP

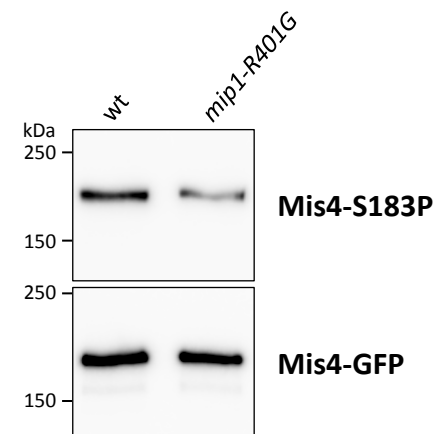

Figure 5D

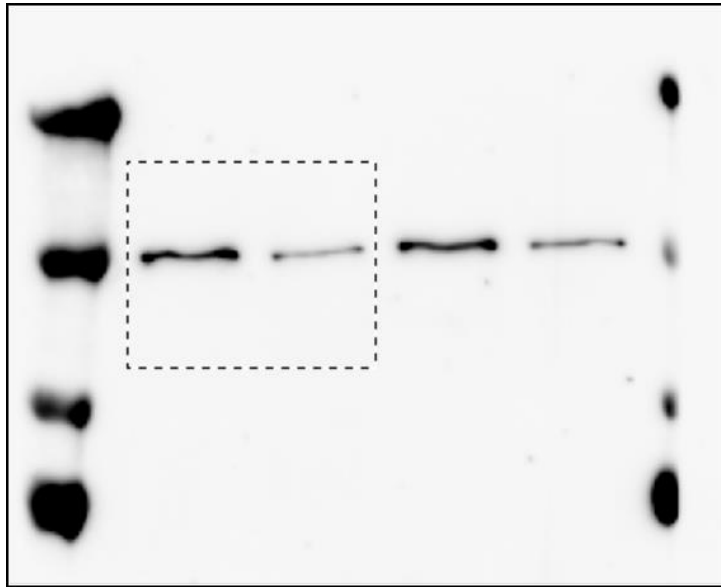

Figure 5D\_anti-Psm1-S1022p

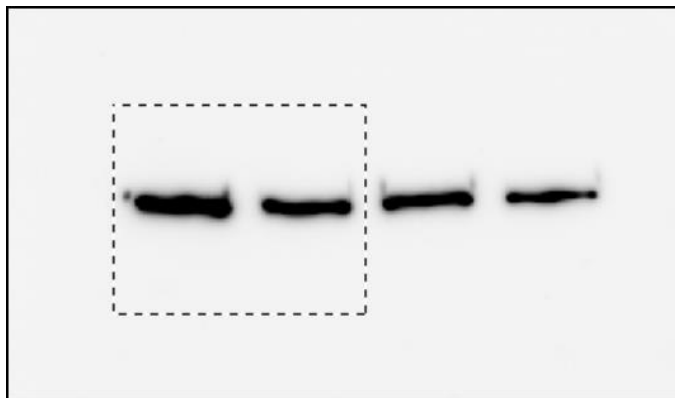

Figure 5D\_anti-Psm1

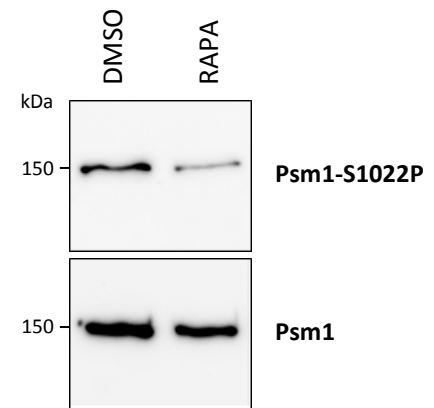

Figure 5E

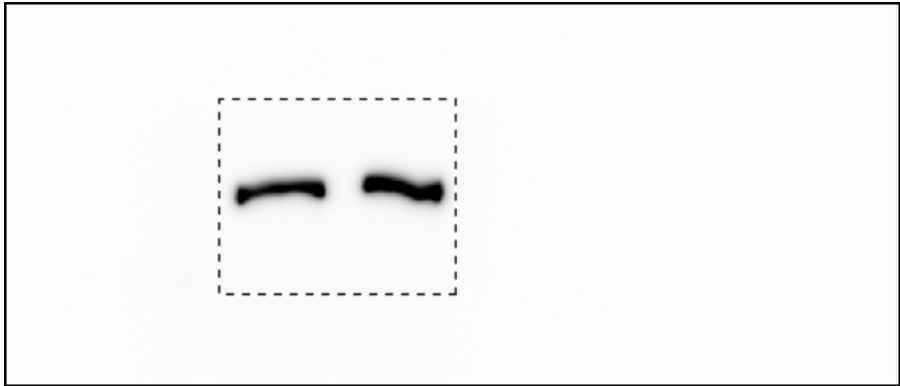

Figure 5E\_anti-Mis4-S183p

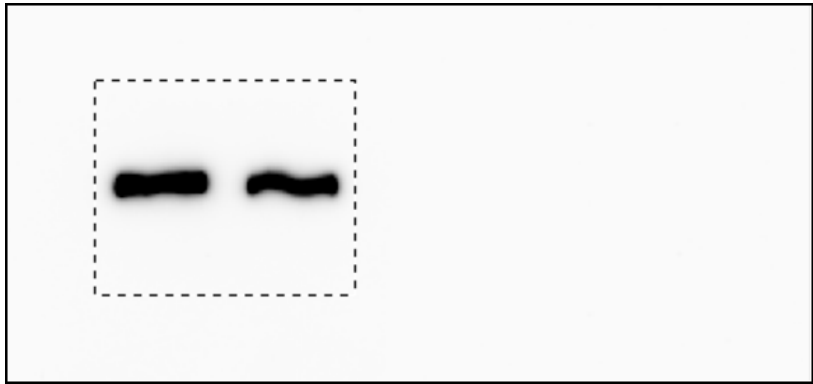

Figure 5E\_anti-GFP

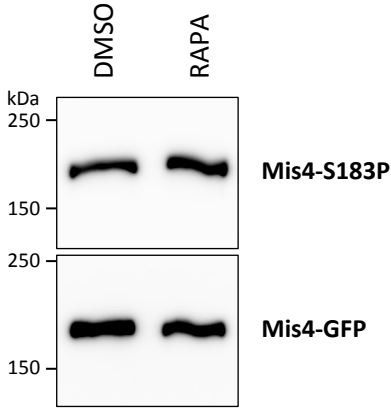

**Supplement:** Figure 5—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 5-figure supplement 1-source data 2. The original images are on the left; the final composite is on the right.

Panel A

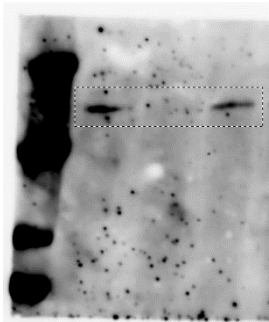

Panel A\_anti-Mis4-S183p

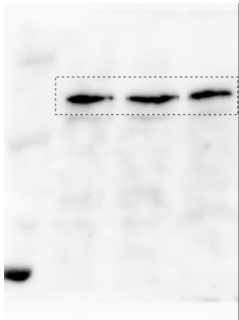

Panel A\_anti-GFP

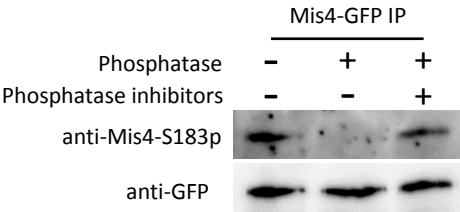

## Panel B

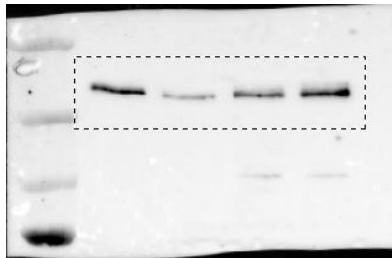

Panel B\_anti-Mis4-S183p

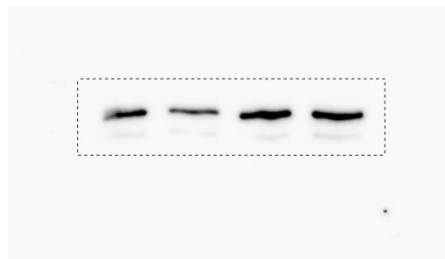

Panel B\_anti-GFP

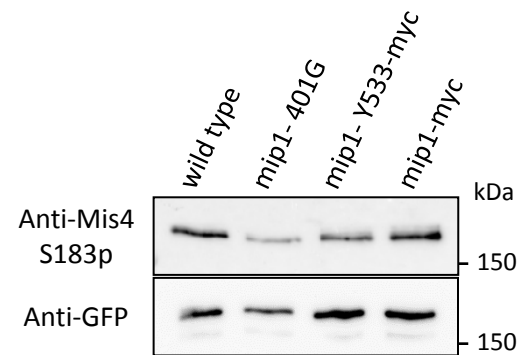

## Panel C

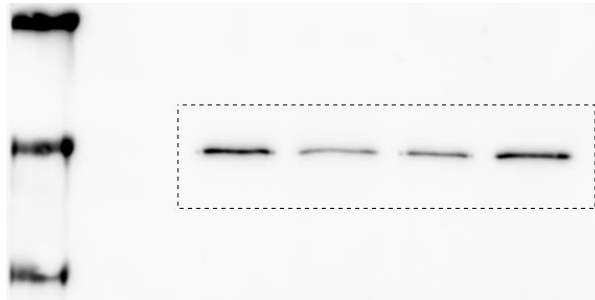

Panel C\_anti-Psm1-S1022p

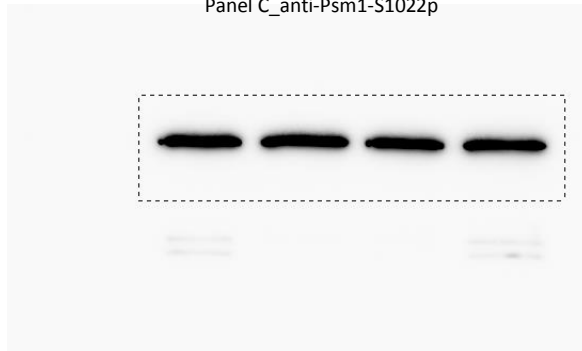

Panel C\_anti-Psm1

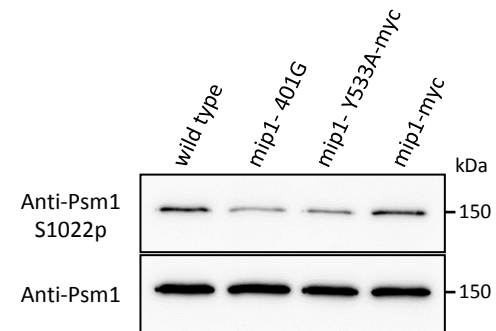

**Supplement:** Figure 5—figure supplement 1—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 5-figure supplement 2-source data 2. The original images are on the left; the final composite is on the right.

## Panel B

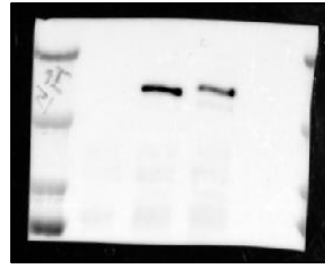

Panel B\_anti-GFP

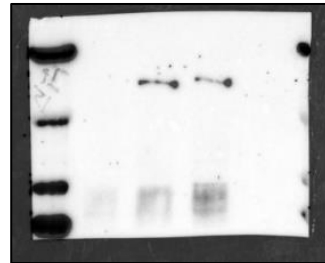

Panel B\_anti Mis4-S183p

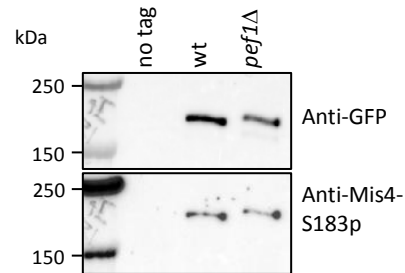

## Panel D Left

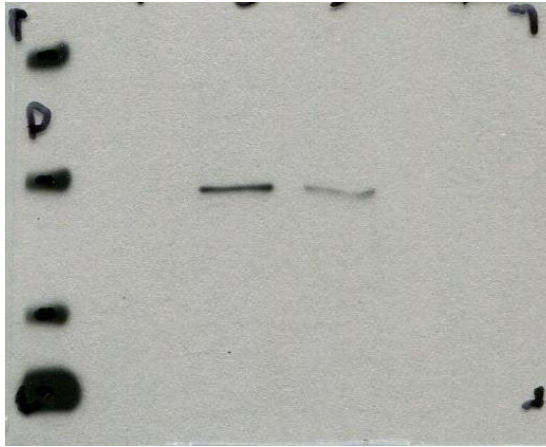

Panel D Left\_anti-Psm1-S1022p

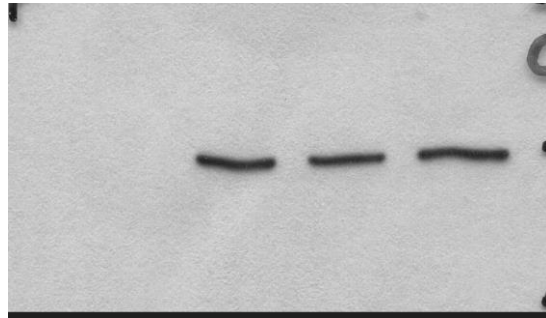

Panel D Left\_anti-Psm1

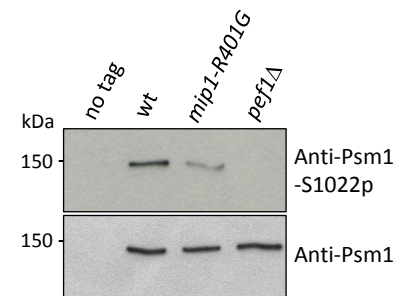

## Panel D Right

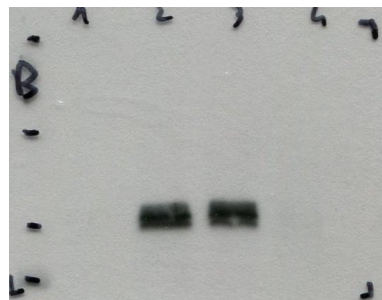

Panel D Right\_anti-Rad21-T262p

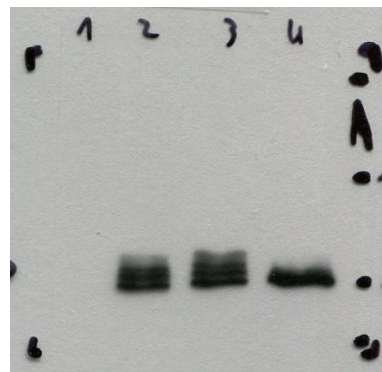

Panel D Right\_anti-FLAG

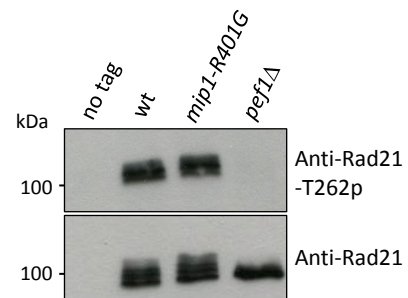

## Panel E

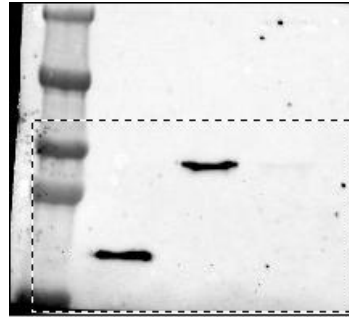

Panel E\_anti-Psk1p

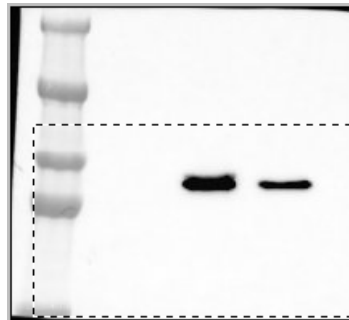

Panel E\_anti-myc

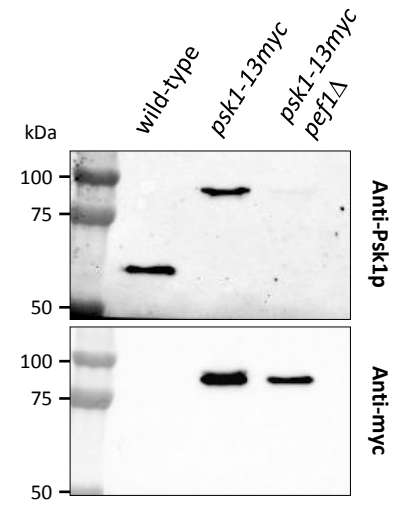

**Supplement:** Figure 5—figure supplement 2—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275

Figure 5-figure supplement 3-source data 2. The original images are on the left; the final composite is on the right.

Panel D

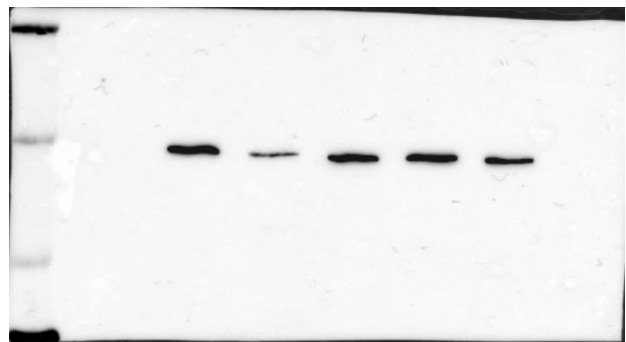

Panel D\_anti-Psm1-S1022p

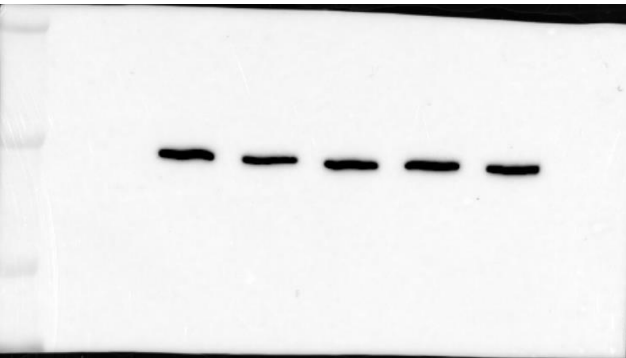

Panel D\_anti-Psm1

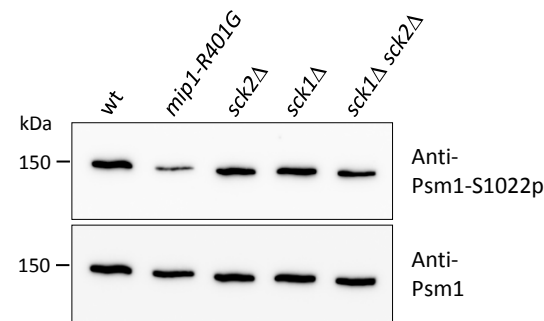

## Panel E

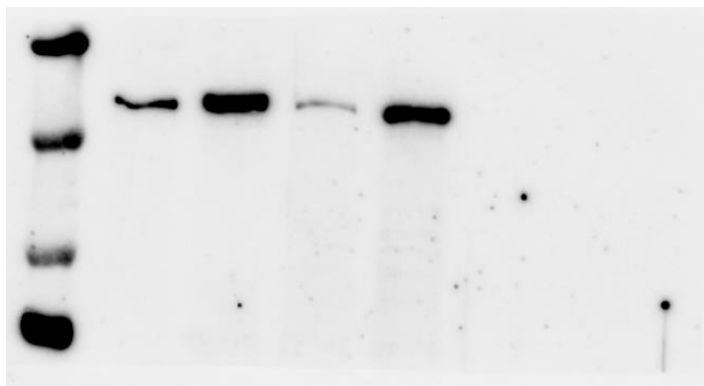

Panel E\_anti-Mis4-S183p

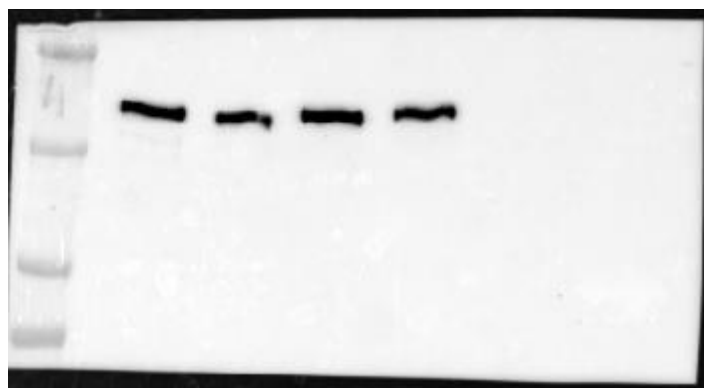

Panel E\_anti-GFP

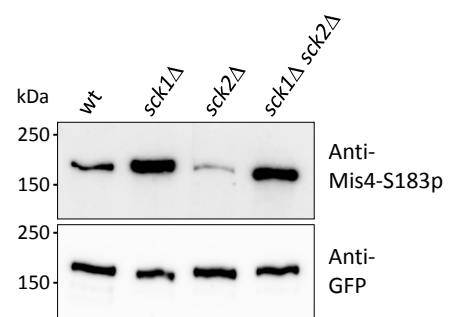

**Supplement:** Figure 5—figure supplement 3—source data 2.

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  |  |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  |  |
| Microbes: provide species and strain, unique accession number if available, and source. | Supplementary file 1 |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  |  |
| Randomisation |  |  |
| Blinding |  |  |
| Inclusion/exclusion criteria |  |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Indicated in each figure legend |  |
| Define whether data describe technical or biological replicates. | Indicated in each figure legend |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  |  |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  |  |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Indicated in each figure legend |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | NCBI Gene Expression Omnibus GSE316645 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Interplay between cohesin and TORC1 links chromosome segregation and gene expression to environmental changes
**Source:** eLife. 2026 Jun 1;14:RP108275. doi: 10.7554/eLife.108275
**Supplement:** Supplementary file 1.

**Supplementary file 1. Strains used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

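RNA-sequencing of fission yeast was analysed in 72 libraries, made from 4 strains in each of 6 growth conditions with 3 replicates each. The authors deposited counts, the number of reads or fragments assigned to each annotated gene, without normalization. They depleted ribosomal RNA, sequenced paired 58-base reads, aligned them to the genome and counted them in exons. The counts were whole numbers for 7014 genes and 92 ERCC spike-in RNAs. Counts on genes ranged from 1173880 to 7664476 per library, with a median of 4021412. The intervals and the floor of 3 counts cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.

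Samples were grouped by the growth condition, strain number and replicate number in their labels. The strain numbers are not paired with genotypes here, so no comparison between genotypes was made, and results of single genotypes, ChIP-qPCR, proteomics and growth assays were not analysed here. Strains were compared only by tests that do not need their genotype. These were a test of any difference among the 4 strains in each growth condition, every pair of strains, the interaction of strain and growth condition, and growth contrasts averaged over the strains. The pairing of libraries comes from the replicate numbers in the labels. It was checked by correlating the deviations of libraries from the mean of their strain and growth condition.

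Counts were filtered with filterByExpr, normalized with TMM and fitted with edgeR 4.0.16 in R 4.3.3, with quasi-likelihood F tests and Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes were back-calculated as the size of the change over the square root of F, and were not estimated separately. All rows of the table, spike-in RNAs included, entered the filter, normalization, dispersion and adjustment of the fits, and spike-in RNAs were then left out of every count and list of genes. In an earlier version of the same analysis they were left out of the fits. Both versions had been seen when the setting written before the data were examined was restored. Leaving them out is given as an alternative chosen after seeing the data. CPM values, principal components, the correction for gene length and GC content, and the test on simulated data used gene rows only, and log2 CPM used a prior count of 2. Growth contrasts and interactions were fitted to the 60 libraries with the same 4 strains, and strain differences to the 12 libraries of a growth condition. Figures and annotation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and tables data.table 1.17.8.

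Genes were named by a rule set in advance. It takes the genes named in the paper (28 symbols), the 2 largest rises and 2 largest falls of each growth contrast, and the 2 genes with the smallest p in each test among strains. Genes chosen by rank had an adjusted p below 0.05 for growth contrasts, the same direction in the 4 strains and an average log2 CPM of at least 1. A fold against a group whose libraries all had 3 counts or fewer was computed against that floor and is a lower bound.

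The alternatives were edgeR's likelihood ratio test with tagwise dispersion, DESeq2 1.42.0, DESeq2 size factors in the edgeR fit, no filter on low counts, at least 10 counts in every library, the replicate number as a block, no ribosomal RNA genes, 1 dispersion for the 60 libraries, and each replicate left out. For numbers of detected genes they were at least 10 counts in at least 3 libraries and at least 1 count in any. Alternatives chosen after seeing the data were libraries thinned to equal totals, library sizes from the spike-in RNAs, and spike-in RNAs left out. Thinning was a single random draw. Strain numbers were permuted within growth condition and replicate number 100 times for tests over 12 libraries, and 40 times for results over 60 libraries, because each of the latter refits took longer. Strain permutations and fits over several growth conditions treat the starved libraries as independent, although the paper takes T4D25 and T4D36.5 from the T0-N cultures. Growth labels were permuted within strain and replicate number. Lists of genes were compared with 10000 random lists matched on mean expression in 20 bins.

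The procedure was tested on simulated data with 200 changed genes. Each planted change was at least 2-fold, genes of like expression had the same spread, and replicates shared no deviations. In the real data, genes called between strains 92 and 86 had a median log2 change of 0.34. Smaller changes, shared deviations and larger numbers of changed genes were not simulated, so the rates below may not hold for the real data. In a test among 4 strains over 5910 genes it recovered 94% of them, with 1.05% of its calls false. In a growth contrast over 6217 genes it recovered 97.5%, with 2.99% of its calls false. Over 6198 genes it recovered 75.5% in the interaction, with 1.95% false, and 74% in the interaction of a pair, with 5.13% false. Coordinates of genes follow ASM294v2 as in the count table, and those of codons ASM294v3.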

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

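The tests of ribosomal RNA genes, scaling and batch for the interaction, the splits with the replicate number as a block, and of chance assignment, the amount added and the removal of the trend with totals for the spike-in share, were chosen only after the result was seen.

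Differences among the 4 strains differed between the 5 growth conditions that share them. The interaction of strain and growth condition passed an adjusted p of 0.05 for 1540 of 6330 genes (2161 at unadjusted p under 0.05). This was 1 of the 40 splits with as many genes, the real one included, when strain numbers were permuted within growth condition and replicate number, and the next largest had 290. In splits fitted with the replicate number as a block the count was also 1 of 40, and the next largest had 769. The number was 1532 without ribosomal RNA genes, 1603 with DESeq2 size factors and 2779 with the replicate number as a block, so counts of ribosomal RNA alone did not account for it. Each group of strain and growth condition held every replicate number. A common block is therefore balanced over the groups, and the larger number with it leaves batch differences undecided. Size factors moved the median log2 change of all genes by at most 0.056 in 14 comparisons, so they test scaling weakly, and library sizes from the spike-in RNAs were not used because V25 and V36.5 had at most 21 spike-in counts per library. Scaling was treated as undecided after its value was seen. Among the 1540 genes, the spread between strains was largest in T4D36.5 for 770, in V25 for 514, in V36.5 for 150, in T0-N for 60 and in T4D25 for 46. Library totals, gene length and GC content were not tested for the interaction, and the pattern cannot be told apart from them or from scaling. The splits also treated starved libraries of the same culture as independent, so the share of splits may be too small. The design gives no genotype for a strain, so no biological explanation was tested.

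By pair of strains, the difference between growth conditions passed for 1404 genes for 92 against 86, 1293 for 93 against 86, 1555 for 97 against 92 and 1374 for 97 against 93. For each of these 4 pairs 1 of the 40 splits gave as many genes, the real one included, and the next largest over the 4 pairs gave at most 1119. In the fit with the replicate number as a block they were 2502, 2354, 2656 and 2541, again with 1 of the 40 splits for each pair, and the next largest over the 4 pairs gave at most 2048. For 97 against 86 it passed for 9 genes (192 at unadjusted p under 0.05), and 7 of the 40 splits gave as many. With the block it passed for 32 genes, and 2 of the 40 splits gave as many. For 93 against 92 it passed for 3 genes (70 at unadjusted p under 0.05), and 15 of the 40 splits gave as many. With the block it passed for 3 genes, and 15 of the 40 splits gave as many. The share of splits was not below 0.05 for these 2 pairs in either fit, so their numbers cannot be told apart from those of chance splits. No biological explanation was tested for any pair.

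Spike-in RNAs, which the paper does not mention, gave a signal in the 36 nitrogen-starved libraries. Their median share of counts was 3.77% in T0-N, 2.57% in T4D25 and 5.092% in T4D36.5. The composition of the 38 most counted of them correlated at 0.980 or more between each 2 of the 36 libraries, with a median of 0.995. Over the 3 growth conditions, the share differed among strains (permutation p = 6e-05, strain numbers permuted within growth condition and replicate number). It was above the mean of its growth condition and replicate in 1 of 9 libraries of strain 86, 8 of 9 of strain 92, 7 of 9 of strain 93 and 0 of 9 of strain 97. The mean log2 deviations were -0.37, 0.56, 0.24 and -0.44. The permutation p was 0.0228 in T0-N, 0.232 in T4D25 and 0.017 in T4D36.5, and whether the 3 differ was not tested. A share falls when more RNA of the cells is counted, and it correlated with total counts on genes (Pearson's r = -0.568, permutation p = 0.0127; Spearman's rho = -0.537, permutation p = 0.0124). The correlation was -0.502 without the 2 farthest libraries. It was -0.12, -0.316 and -0.803 in T0-N, T4D25 and T4D36.5, and -0.68, -0.535 and -0.45 in replicates 1, 2 and 3. Share and total are related by construction, so this test was treated as undecided after its value was seen. After removing the linear trend of the share with the total, the pooled permutation p over the 3 growth conditions was 0.0205. This p also treats libraries of the same culture as independent, so it leaves the part of totals in the pooled difference undecided. In T0-N, T4D25 and T4D36.5 taken singly the permutation p was 0.0606, 0.165 and 0.286. T4D25 had not passed 0.05 before the removal either. In T4D36.5 the difference cannot be told apart from one in totals. In T0-N, where the share correlated weakly with totals, 12 libraries leave the part of totals undecided. The number of lines of the sample labels that name a spike-in is 0, so the amount added per cell or per RNA is unknown. The pattern cannot be told apart from differences in the amount of spike-in added. A candidate explanation, not tested, is that strains differ in RNA per cell.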

How the results depend on the processing

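The alternatives and the rule for the genes named in the text were chosen before the data were examined. Exceptions are gal10, which is outside that rule, and 3 alternatives: thinned libraries, library sizes from the spike-in RNAs and spike-in RNAs left out were chosen after seeing the data. Values are numbers of genes with an adjusted p below 0.05 in the test named, unless stated. Beyond 1.5 times either way a number is given below, and the cause was not tested for any of them.

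DESeq2 size factors in the edgeR fit, no filter on low counts, and spike-in RNAs left out each moved 0 of 30 results beyond 1.5 times. Leaving out ribosomal RNA genes moved 0 of 33, and the 2 other rules for detected genes moved 0 of 7 each. These are numbers of genes called, and the direction of most called genes changed with DESeq2 size factors for T4D25 against T0-N, T4D36.5 against T4D25, and pairs 92 against 86, 93 against 86, 84 against 82 and 84 against 83. For V36.5 against V25 it changed without replicate 3, to 49.1% higher. For T4D25 against T0-N it also changed without replicates 1 and 2, to 56.0% and 51.4% higher. The same contrast had 54.5% higher with no filter on low counts and 51.5% with at least 10 counts in every sample. Some pairs changed with a replicate left out, among them 93 against 86, with 53.3% and 51.0% higher without replicates 1 and 2. Without ribosomal RNA genes, the share of called genes that were higher was 40.4% in place of 51.1% for pair 84 against 83 in G1_36.5, and 33.3% in place of 44.7% for pair 85 against 83, which had 34.2% with no filter on low counts and 53.5% with the replicate number as a block.

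With edgeR's likelihood ratio test, 7 of 30 results moved: 599 for strain differences in V36.5, 181 for strain differences in T0-N, 241 for strain differences in T4D25, 25 for pair 97 against 86 (interaction), 6 for pair 93 against 92 (interaction), 3 for pair 85 against 84 in G1_36.5, 96 for listed gene-condition pairs called. With DESeq2, 7 of 30 moved: 568 for strain differences in V36.5, 189 for strain differences in T0-N, 210 for strain differences in T4D25, 18 for pair 97 against 86 (interaction), 5 for pair 93 against 92 (interaction), 1 for pair 85 against 84 in G1_36.5, 93 for listed gene-condition pairs called. With at least 10 counts in every sample, 5 of 30 moved: 33 for strain differences in T0-N, 20 for pair 97 against 86 (average), 0 (79 at unadjusted p under 0.05) for pair 93 against 92 (average), 1 for pair 97 against 86 (interaction), 0 (25 at unadjusted p under 0.05) for pair 93 against 92 (interaction). With 1 dispersion for all 60 samples, 2 of 5 moved: 614 for strain differences in V36.5, 176 for strain differences in T0-N.

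With the replicate number as a block, 22 of 30 results moved, and each of the 22 numbers was larger: 1832 for strain differences in V25, 1043 for strain differences in V36.5, 1694 for strain differences in G1_36.5, 491 for strain differences in T0-N, 449 for strain differences in T4D25, 2779 for the interaction of all 4 strains, 1855 for pair 92 against 86 (average), 1782 for pair 93 against 86 (average), 63 for pair 97 against 86 (average), 1840 for pair 97 against 92 (average), 1720 for pair 97 against 93 (average), 2502 for pair 92 against 86 (interaction), 2354 for pair 93 against 86 (interaction), 32 for pair 97 against 86 (interaction), 2656 for pair 97 against 92 (interaction), 2541 for pair 97 against 93 (interaction), 3 for pair 83 against 82 in G1_36.5, 1508 for pair 84 against 82 in G1_36.5, 1178 for pair 85 against 82 in G1_36.5, 1640 for pair 84 against 83 in G1_36.5, 1455 for pair 85 against 83 in G1_36.5, 143 for listed gene-condition pairs called. The numbers without the block are 1059, 376, 676, 56, 104, 1540, 1177, 1110, 38, 1158, 1106, 1404, 1293, 9, 1555, 1374, 0, 327 higher and 299 lower, 459, 697, 506, 61, in that order; pair 83 against 82 had 115 genes at unadjusted p under 0.05 without the block. The block fit called all of the genes called without it in each of the 6 growth conditions and in the interaction.

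Of the alternatives chosen after seeing the data, thinned libraries moved 1 of 12 results, to 66 for strain differences in T4D25. Library sizes from the spike-in RNAs moved 3 of 3: 4416 for strain differences in T0-N, 53 for strain differences in T4D25, 4504 for strain differences in T4D36.5.

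Across the 3 fits that each left out 1 replicate, the following ranges included a value beyond 1.5 times the number from all replicates, which is in brackets. Strain differences and growth contrasts: 274 to 916 for strain differences in V25 (1059), 22 to 175 for strain differences in V36.5 (376), 23 to 424 for strain differences in G1_36.5 (676), 1 to 22 for strain differences in T0-N (56), 13 to 103 for strain differences in T4D25 (104), 184 to 1285 for strain differences in T4D36.5 (1571), 2043 to 3368 for growth contrast T4D25 against T0-N (3311). Interaction of strain and growth condition: 257 to 1262 for the interaction of all 4 strains (1540).

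For pairs of strains the ranges were 326 to 1113 for pair 92 against 86 (average) (1177), 345 to 1069 for pair 93 against 86 (average) (1110), 9 to 33 for pair 97 against 86 (average) (38), 7 to 11 for pair 93 against 92 (average) (12), 428 to 933 for pair 97 against 92 (average) (1158), 448 to 860 for pair 97 against 93 (average) (1106), 206 to 1384 for pair 92 against 86 (interaction) (1404), 198 to 1351 for pair 93 against 86 (interaction) (1293), 1 to 11 for pair 97 against 86 (interaction) (9), 1 to 3 for pair 93 against 92 (interaction) (3), 270 to 1049 for pair 97 against 92 (interaction) (1555), 313 to 1006 for pair 97 against 93 (interaction) (1374), 0 to 1 for pair 83 against 82 in G1_36.5 (0), 12 to 414 for pair 84 against 82 in G1_36.5 (327 and 299), 12 to 293 for pair 85 against 82 in G1_36.5 (459), 23 to 424 for pair 84 against 83 in G1_36.5 (697), 23 to 310 for pair 85 against 83 in G1_36.5 (506), 0 to 9 for pair 85 against 84 in G1_36.5 (0). The fits of pair 83 against 82 with no call had 211 and 45 genes at unadjusted p under 0.05 (115 with all replicates), and those of pair 85 against 84 had 28 and 84 (97 with all replicates). For the gene and growth condition pairs listed in the paper's supplements the range was 14 to 48 (61 with all replicates).

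Among single genes, 7 log2 fold changes between T0-N and V25 reversed. psm3 (-0.026) was 0.058 with at least 10 counts in every sample, and from -0.17 to 0.0048 across the 3 fits that each left out 1 replicate (positive without replicate 2). pop3 (0.11) was from -0.10 to 0.18 across those fits (negative without replicate 1). tsc2 (0.028) was -0.047 with no filter on low counts, -0.049 without ribosomal RNA genes, and from -0.030 to 0.029 across those fits (negative without replicates 2 and 3). None of these 3 genes passed 0.05 with all replicates, and the cause was not tested. Of the other values of single genes under alternatives, 21 became significant, 8 lost significance and 558 did neither.

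Depth limits transcripts of low abundance. A signal of 3 counts was 2.56 CPM in the shallowest library, so genes below that level could not be ranked between libraries.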

Differences from the paper's values

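The values compared were the numbers of genes detected and tested and the average log2 CPM, and none differed from the paper's by more than 1.5 times. Of the 35984 rows of the paper's table, 1995 were read here. The paper's numbers of differentially expressed genes were not compared, since strains are not paired with genotypes here. The paper gives 6403 genes detected, and filterByExpr over the 6 growth conditions kept 6365 here. Of the alternatives set before the data were examined, at least 10 counts in at least 3 samples gave 6380, at least 1 count in any sample 6820, and leaving out replicates 1, 2 and 3 gave 6353, 6338 and 6394. None gave 6403. Summed over growth conditions, the paper's table has 35984 tested genes against 35671 here. The alternatives gave 35889, 40463, 35517, 35212 and 36080, in the same order.

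The median of the average log2 CPM over shared genes in G1_36.5 was 6.46 in the paper's table and here. Of the alternatives, only leaving out ribosomal RNA genes (6.64) was further from the paper's value than the spread between replicates.

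The paper's supplements to Figure 8 list genes as differing between genotypes in a growth condition. Of 171 such pairs of gene and condition, 61 passed an adjusted p of 0.05 here in the test among 4 strains, which is another test than a comparison of 2 genotypes. These were 17 of 107 in Figure 8-figure supplement 6 and 44 of 64 in Figure 8-figure supplement 7. edgeR's likelihood ratio test called 96, DESeq2 called 93 and the fit with the replicate number as a block called 143. Adjusted over each list alone, 61 and 59 passed. The lists are the paper's own calls on these same libraries, so all these numbers describe the lists and are no independent support for them.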

Other observations

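The thinning of libraries for strain differences, the splits with the replicate number as a block, and the tests of chromosome ends and nitrogen response with the replicate number as a block, were chosen only after the result was seen. The nitrogen response in V25 and T0-N was treated as undecided after its values were seen, because those libraries enter the nitrogen contrast. The genotypes of the strains are unknown here, so no biological explanation was tested for any difference among strains.

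Growth contrasts were compared with 40 splits each, in which growth labels were permuted within strain and replicate number. The real labels gave 4003 genes for V36.5 against V25, 5197 for T0-N against V25, 3311 for T4D25 against T0-N and 4370 for T4D36.5 against T4D25. In each contrast 1 of the 40 splits, the real one, gave as many. The next largest gave 2397, 2611, 241 and 306 genes. With the replicate number as a block the contrasts gave 4451, 5387, 3863 and 4793 genes. Again 1 of the 40 splits gave as many in each contrast, and the next largest gave 2485, 2735, 315 and 393.

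The 4 strains differed for 1059 of 5553 genes in V25, 376 of 5963 in V36.5 and 676 of 6225 in G1_36.5 (edgeR's quasi-likelihood test, adjusted p below 0.05). They differed for 56 of 5955 in T0-N, 104 of 5950 in T4D25 and 1571 of 6025 in T4D36.5. With the replicate number as a block the numbers were 1832, 1043, 1694, 491, 449 and 2356. The correlation of same-numbered libraries was 0.324, 0.369, 0.407, 0.550, 0.440 and 0.304. Of 100 splits, strain numbers being permuted within replicate number, 3 gave as many genes in V25 and 2 in T4D36.5, the real one included, and 1 in each of V36.5, G1_36.5, T0-N and T4D25. The next largest gave 1148, 304, 567, 15, 4 and 1587 genes, in the order V25, V36.5, G1_36.5, T0-N, T4D25 and T4D36.5. With the block 2 splits gave as many in V25 and 2 in T4D36.5, and 1 in each of the others, and the next largest gave 1962, 838, 1412, 142, 18 and 2463 genes.

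Unequal library totals were tested by thinning the 12 libraries of a growth condition to the smallest total. This gave 929 genes in V25, 261 in V36.5, 610 in G1_36.5, 46 in T0-N, 66 in T4D25 and 1229 in T4D36.5. With the block it gave 1613, 814, 1617, 398, 312 and 1908. Only in T4D25, without the block, did the number fall by more than 1.5 times, in a single draw, so part of the differences there may depend on library totals. After removing the trend of each library with gene length and GC content the numbers were 1104, 409, 781, 101, 118 and 1875, and 1911, 1429, 1824, 537, 635 and 2654 with the block. Without the removal, the genes used had 1059, 364, 640, 59, 104 and 1559, and 1820, 1031, 1680, 501, 498 and 2351 with the block. These tests did not remove the differences in any growth condition.

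Of 2636 genes that differed among strains in at least 1 growth condition, 1824 (69.2%) did so in 1, 512 in 2, 217 in 3, 76 in 4, 3 in 5 and 4 in 6. The 4 were aes1, gal1, gal7 and gal10, of which gal10 was named after its values were seen. Of the 15 pairs of growth conditions, each shared more genes than expected from independent lists, from 1.14 times for V25 and T4D36.5 (298 genes, 261 expected) to 28.8 times for T0-N and T4D25. The 3 highest ratios were those of T0-N and T4D25, V36.5 and G1_36.5, and V25 and V36.5. T0-N and T4D25 shared 27 genes, with 0.937 expected from independent lists, V25 and V36.5 shared 243 (62.4 expected) and V36.5 and G1_36.5 shared 223 (41.3 expected). The paper takes T4D25 and T4D36.5 from the T0-N cultures. Deviations of a culture can therefore enter the lists of these starved cells together, and their ratios to independent lists may be too large. Of 1881 genes called in exactly 1 of the 5 growth conditions with the same strains, 884 (47.0%) also had a significant interaction of strain and growth condition. All of these numbers use calls without the replicate block. The fit with the block called more genes in each growth condition, so the shares and overlaps may differ with it.

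Averaged over 5 growth conditions, strains 92 and 86 differed for 1177 genes (518 higher in 92), 93 and 86 for 1110 (476 higher in 93), 97 and 92 for 1158 (670 higher in 97) and 97 and 93 for 1106 (651 higher in 97). Strains 97 and 86 differed for 38 genes and 93 and 92 for 12. The direction of most genes depended on the setting for 3 of these pairs. For 97 against 86, 50% were higher in 97, but 52.4% with DESeq2 size factors, 47.6% with no filter on low counts, 44.4% with the replicate number as a block and 30% without replicate 1. For 92 against 86, 44.0% were higher in 92, but 51.3% with DESeq2 size factors and 50.8% without ribosomal RNA genes. For 93 against 86, 42.9% were higher in 93, but 52.3% and 50.8% with these settings. With the replicate number as a block the numbers were 1855, 1782, 1840, 1720 and 63, and 12 became 14. For each pair 1 of 40 splits, the real one, gave as many genes. The next largest gave 330, 580, 199, 56, 3 and 7. With the block 1 of 40 splits gave as many for each pair, and the next largest gave 727, 1136, 648, 252, 5 and 7. In G1_36.5, strain 84 had 327 genes higher and 299 lower than 82 (52.2% higher, but 45.9% with DESeq2 size factors and 45.9% without ribosomal RNA genes), and 85 and 82 for 459, 84 and 83 for 697 and 85 and 83 for 506. With the block these were 1508, 1178, 1640 and 1455. For each, 1 of the 4 possible splits, the real one, gave as many genes. Pairs 83 and 82, and 85 and 84, had 0 genes (115 and 97 at unadjusted p under 0.05), and 4 of 4 splits gave as many. With the block they had 3 and 0 genes (337 at unadjusted p under 0.05 for 85 and 84), and 1 and 4 of 4 splits gave as many. For each of the other 4 pairs 1 of 4 splits gave as many with the block. With 4 splits a share below 0.05 cannot be reached, so the G1_36.5 pairs cannot be told apart from chance splits by this test.

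The paper reports genes near chromosome ends among those regulated by mis4. Among genes that differed among the 4 strains, whatever their genotype, the share within 100 kb of a chromosome end was 5.22% in V25 (2.54% in lists matched on expression), 5.93% in V36.5 (2.92%) and 9.61% in G1_36.5 (2.76%). It was 19.6% in T0-N (11 of 56 genes; 3.184%), 22.3% in T4D25 (23 of 103; 3.37%) and 6.49% in T4D36.5 (101 of 1557; 3.30%). The permutation p against matched lists was 0.0012 in V36.5 and 1e-04, the smallest the permutations can give, in the other 5 conditions. With Benjamini-Hochberg adjustment over the 6 conditions these were 0.0012 and 0.00012. Rotating the calls along the gene order, which keeps neighbours together, gave permutation p = 0.00236 in V25, 0.00963 in V36.5, 0.00356 in G1_36.5, 0.00625 in T0-N, 0.00287 in T4D25 and 0.002 in T4D36.5. Without genes sharing a 58-base stretch with another, the matched permutation p was 0.002 in V36.5 and 1e-04 in the others. In T0-N the genes near ends were on chromosomes I (4 of 22) and II (7 of 21), and 0 of 13 on chromosome III. In T4D25 they were 5 of 45, 17 of 46 and 1 of 12. Expression level, neighbouring genes and shared reads did not account for the shares. Sequence variants of the strains near chromosome ends were not tested, and the shares cannot be told apart from them. With genes called in the fit with the replicate number as a block the shares were 3.95% in V25, 5.23% in V36.5, 8.38% in T0-N, 11.4% in T4D25 and 5.40% in T4D36.5, and 101 of 1675 genes in G1_36.5. The matched permutation p was then 1e-04 in each condition and the rotation permutation p was 0.00363, 0.00321, 0.00388, 0.00913, 0.00152 and 0.00184, in the order V25, V36.5, G1_36.5, T0-N, T4D25 and T4D36.5. A chromosome end was taken as base 1 or the end of the last gene.

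The paper reports a nitrogen starvation response among genes regulated by mis4. Among genes that differed among strains, the share that rose at least 4-fold from V25 to T0-N was 9.07% in V25 (5.24% in matched lists), 11.2% in V36.5 (8.31%), 12.8% in G1_36.5 (8.42%), 32.1% in T0-N (11.3%), 42.3% in T4D25 (44 of 104 genes; 11.9%) and 15.1% in T4D36.5 (10.3%). The permutation p was 0.0217 in V36.5, 2e-04 in G1_36.5 and 1e-04, the smallest the permutations can give, in the other 4. With Benjamini-Hochberg adjustment they were 0.0217, 0.00024 and 0.00015. For genes that fell at least 4-fold, the permutation p was 0.894, 0.0125, 3e-04, 0.476, 0.918 and 0.967, in the order V25, V36.5, G1_36.5, T0-N, T4D25 and T4D36.5. With the replicate number as a block in both fits the shares that rose were 8.35%, 10.16%, 10.7%, 31.6%, 31.0% and 13.6%, each with permutation p = 1e-04. In V25 and T0-N the enrichment cannot be told apart from the use of the same libraries for both lists.

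The 2 genes with the smallest p among the 4 strains in each growth condition are given as mean CPM and SD of 3 libraries per strain, with edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted, and the range of adjusted p over its alternatives. In V25, zrt1 had 2239 (SD 119), 555 (SD 36.5), 547 (SD 43.3), 689 (SD 38.4) in strains 86, 92, 93 and 97 (edgeR adjusted p = 4.66e-07, 1.12e-09 with the replicate block, from 1.36e-132 to 0.00377 over 11 alternatives). In V25, grx1 had 324 (SD 24.2), 126 (SD 7.39), 119 (SD 6.04), 398 (SD 20.6) in strains 86, 92, 93 and 97 (edgeR adjusted p = 4.66e-07, 2.39e-09 with the replicate block, from 4.35e-84 to 0.00377 over 11 alternatives). In V36.5, SPCC1919.05-antisense-1 had 83.6 (SD 14.6), 13.0 (SD 2.89), 12.5 (SD 2.13), 121 (SD 0.793) in strains 86, 92, 93 and 97 (edgeR adjusted p = 8.91e-07, 1.11e-08 with the replicate block, from 1.37e-79 to 0.000721 over 11 alternatives). In V36.5, gal1 had 129 (SD 9.02), 3.91 (SD 2.48), 85.2 (SD 9.89), 135 (SD 26.6) in strains 86, 92, 93 and 97 (edgeR adjusted p = 3.51e-06, 1.46e-07 with the replicate block, from 3.32e-92 to 0.00444 over 10 alternatives).

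In G1_36.5, aes1 had 69.5 (SD 15.9), 98.6 (SD 9.21), 2.01 (SD 1.4), 1.93 (SD 1.09) in strains 82, 83, 84 and 85 (edgeR adjusted p = 3.19e-06, 4.56e-09 with the replicate block, from 1.02e-99 to 0.00514 over 9 alternatives). In G1_36.5, SPBC460.01c had 69.8 (SD 4.19), 77.1 (SD 5.04), 21.2 (SD 3.45), 19.2 (SD 2.72) in strains 82, 83, 84 and 85 (edgeR adjusted p = 4.73e-06, 3.63e-08 with the replicate block, from 1.01e-57 to 0.00514 over 10 alternatives). In T0-N, zrt1 had 1019 (SD 216), 132 (SD 17.9), 138 (SD 25.0), 95.2 (SD 13.5) in strains 86, 92, 93 and 97 (edgeR adjusted p = 3.64e-06, 2.67e-09 with the replicate block, from 5.67e-81 to 0.0253 over 11 alternatives). In T0-N, gal7 had 43.0 (SD 8.72), 3.78 (SD 0.91), 24.9 (SD 2.52), 32.1 (SD 8.59) in strains 86, 92, 93 and 97 (edgeR adjusted p = 0.000102, 7.46e-07 with the replicate block, from 1.26e-29 to 0.104 over 10 alternatives).

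In T4D25, mfm1 had 1824 (SD 156), 161 (SD 55.3), 140.1 (SD 41.8), 1909 (SD 147) in strains 86, 92, 93 and 97 (edgeR adjusted p = 3.15e-06, 3.88e-10 with the replicate block, from 4.82e-85 to 0.00326 over 11 alternatives). In T4D25, spk1 had 206 (SD 39.4), 65.0 (SD 8.49), 64.7 (SD 4.98), 209 (SD 0.356) in strains 86, 92, 93 and 97 (edgeR adjusted p = 7.99e-06, 9.87e-09 with the replicate block, from 1.32e-47 to 0.0112 over 11 alternatives). In T4D36.5, SPBPB10D8.02c had 2.62 (SD 0.826), 79.7 (SD 14.5), 33.0 (SD 1.68), 55.9 (SD 3.35) in strains 86, 92, 93 and 97 (edgeR adjusted p = 2.4e-07, 1.92e-08 with the replicate block, from 3.66e-72 to 0.000269 over 10 alternatives). In T4D36.5, SPAC186.02c had 24.4 (SD 9.48), 1.95 (SD 0.678), 127 (SD 39.8), 5.56 (SD 0.946) in strains 86, 92, 93 and 97 (edgeR adjusted p = 5.69e-07, 7.41e-08 with the replicate block, from 3.74e-62 to 0.00159 over 10 alternatives).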
